# RIPK1 activation mediates neuroinflammation and disease progression in multiple sclerosis

**DOI:** 10.1016/j.celrep.2021.109112

**Published:** 2021-05-11

**Authors:** Matija Zelic, Fabrizio Pontarelli, Lisa Woodworth, Cheng Zhu, Amy Mahan, Yi Ren, Michael LaMorte, Ross Gruber, Aislinn Keane, Pequita Loring, Lilu Guo, Tai-he Xia, Boyao Zhang, Pontus Orning, Egil Lien, Alexei Degterev, Timothy Hammond, Dimitry Ofengeim

## Abstract

Receptor interacting protein kinase 1 (RIPK1) mediates cell death and inflammatory signaling and is increased in multiple sclerosis (MS) brain samples. Here, we investigate the role of glial RIPK1 kinase activity in mediating MS pathogenesis. We demonstrate RIPK1 levels correlate with MS disease progression. We find microglia are susceptible to RIPK1-mediated cell death and identify an inflammatory gene signature that may contribute to the neuroinflammatory milieu in MS patients. We uncover a distinct role for RIPK1 in astrocytes in regulating inflammatory signaling in the absence of cell death and confirm RIPK1-kinase-dependent regulation in human glia. Using a murine MS model, we show RIPK1 inhibition attenuates disease progression and suppresses deleterious signaling in astrocytes and microglia. Our results suggest RIPK1 kinase activation in microglia and astrocytes induces a detrimental neuroinflammatory program that contributes to the neurodegenerative environment in progressive MS.

## In brief

Zelic et al. characterize RIPK1-kinase-dependent regulation of inflammation and cell death in microglia and cell-death-independent inflammatory signaling in astrocytes. They demonstrate detrimental non-cell-autonomous consequences on oligodendrocytes and use animal models and human tissue to establish the involvement of RIPK1 in progressive forms of multiple sclerosis.

## INTRODUCTION

Multiple sclerosis (MS) is a chronic autoimmune disease of the central nervous system (CNS) characterized by neuroinflammation, demyelination, and axonal degeneration. Although most patients are initially diagnosed with relapsing/remitting MS(RRMS), many patients have worsening symptoms over time and gradual progression to secondary progressive MS (SPMS) (Inojosa et al., 2021). A subset of patients present with primary progressive MS (PPMS) at diagnosis. Although the time courses of SPMS and PPMS are markedly different, the underlying pathologies are similar (Lassmann, 2019). Current therapies are efficacious in treating symptoms associated with RRMS, but therapeutic options for progressive disease remain limited (Ciotti and Cross, 2018; Lassmann, 2017). A key aspect thought to regulate MS progression is the mechanism by which the CNS responds to peripheral immune infiltration. Microglia are the most abundant immune cells in active MS lesions (Kuhlmann et al., 2017); their altered function and ability to interact with other CNS-resident cells, like astrocytes, is a critical determinant of the CNS milieu in disease. Microglia rapidly proliferate in response to CNS insults, and their turnover may be a regulator of CNS homeostasis (Fuger et al., 2017; Hagan et al., 2020; Madore et al., 2020). Astrocytes can also contribute to pathology in MS and other neurodegenerative diseases (Liddelow et al., 2017; Ponath et al., 2018a; Wheeler and Quintana, 2019), but the interplay of these two cell types in the context of MS has not been fully explored.

Receptor interacting protein kinase 1 (RIPK1) is a serine/threonine kinase that regulates homeostasis at cellular and tissue levels by integrating inflammatory and cell death signaling (Dillon et al., 2014; Yuan et al., 2019). In the CNS, RIPK1 is expressed in all major cell types (Ofengeim et al., 2015; Zhang et al., 2014). RIPK1 kinase activity has been implicated in the pathology associated with CNS diseases, including Alzheimer’s disease (Ofengeim et al., 2017), amyotrophic lateral sclerosis (ALS) (Ito et al., 2016; Xu et al., 2018), Niemann-Pick disease type C (Cougnoux et al., 2018), and MS (Harris et al., 2019; Ofengeim et al., 2015; Yoshikawa et al., 2018; Zhang et al., 2019). The kinase activity of RIPK1 regulates both caspase-independent necroptotic death via RIPK3 and mixed lineage kinase domain-like (MLKL) and RIPK1-kinase-dependent apoptosis (RDA) via caspase-8, and emerging evidence suggests RIPK1 can also regulate proinflammatory cytokine and chemokine production (Najjar et al., 2016; Zhu et al., 2018). Thus, in the context of neurodegeneration, RIPK1 may be a cell death regulator that can also cause a detrimental neuroinflammatory environment. However, it is unclear whether differential signaling exists downstream of distinct RIPK1-activating stimuli and what the cellular contribution to inflammation and cell death is in the context of neurodegeneration and MS disease progression. Our data suggest RIPK1 can be activated in both microglia and astrocytes in MS. We show that unlike in microglia, in which RIPK1 activity mediates inflammation and cell death, astrocytes have lower MLKL expression and do not undergo necroptosis. However, RIPK1 activation mediates a strong inflammatory response in astrocytes, suggesting RIPK1 can propagate deleterious inflammation. Importantly, astrocyte resistance to RIPK1-kinase-mediated cell death allows clear uncoupling of inflammatory signaling from cell-death-associated inflammation. We used an RNA sequencing (RNA-seq) approach to better understand RIPK1-kinase-dependent regulation. By interrogating multiple CNS cell types, we derive a core RIPK1-kinase-dependent transcriptional signature and demonstrate its translational relevance to inflammatory and MS pathogenesis.

Our data indicate RIPK1 expression and activity are increased in progressive MS. To mimic the CNS milieu, we used a mixed culture system containing microglia and astrocytes and demonstrated that non-cell-autonomous signaling results in loss of oligodendrocyte precursor cells (OPCs) and reduced myelination in a RIPK1-kinase-dependent manner. These data suggest RIPK1 kinase activation creates an inflammatory CNS environment that results in oligodendrocyte dysfunction and accelerates MS progression. Similar to previous reports (Ofengeim et al., 2015; Yoshikawa et al., 2018), we show RIPK1 kinase inhibition attenuates disease in the C57BL/6 experimental autoimmune encephalomyelitis (EAE) model of MS. Therapeutic administration of a RIPK1 inhibitor attenuates disease phenotype in a dose-dependent manner. Furthermore, we identify a RIPK1-kinase-dependent gene signature in both microglia and astrocytes during EAE. Finally, we use the non-obese diabetic EAE (NOD-EAE) mouse model to examine the role of RIPK1 in the progression of clinical symptoms. We show RIPK1 expression is increased and demonstrate that RIPK1 kinase inhibition slows disease progression.

## RESULTS

### RIPK1 signaling is upregulated in progressive MS

To explore the role of RIPK1 in MS, we examined RIPK1 expression in post-mortem brain samples from patient-derived white matter lesions and normal-appearing white matter (NAWM) in control subjects. RIPK1 protein levels were increased in MS brains compared with NAWM controls, especially in the insoluble protein fraction (Figure S1A). To determine whether RIPK1 is increased in specific MS stages, we assessed post-mortem samples from RRMS or progressive MS (SPMS and PPMS). Although RIPK1 reactivity was increased in the Tris-buffered saline (TBS)/Triton-soluble fraction in MS brain samples compared with NAWM controls, RIPK1 expression was significantly elevated in the insoluble (radioimmunoprecipitation assay [RIPA]/urea soluble) fraction of PPMS samples (Figures 1A and 1B). Using a phospho-RIPK1 (pRIPK1) antibody to examine RIPK1 activation status, we observed pRIPK1 was associated with all forms of MS but especially elevated in PPMS (Figure 1A). Interestingly, elevated RIPK1 levels in PPMS patients correlated with the loss of myelin basic protein (MBP) expression, suggesting increased demyelination may be linked to RIPK1 activation (Figures S1A and S1B). We used the sensitivity of the Meso Scale Discovery (MSD) platform to assess RIPK1 activation and expression levels, demonstrating increased pRIPK1 and total RIPK1 levels in progressive MS compared with RRMS and NAWM controls (Figures S1C and S1D). The downstream necroptosis executioner MLKL is phosphorylated to induce its oligomerization and activation (Wang et al., 2014). We observed a trend of increased MLKL activation and a significant increase in MLKL levels in progressive MS brains (Figures S1E and S1F). Caspase-8 levels were increased in MS samples compared with NAWM controls, but there was no significant distinction across the various MS subtypes (Figures S1G and S1H). Thus, although caspase-8 expression appears elevated in MS, these data clearly demonstrate that RIPK1 is activated in progressive MS, suggesting RIPK1 may have a key and unique regulatory role in progressive MS.

To determine whether increases in RIPK1 result from increased transcription, we assessed *RIPK1* mRNA levels. We observed no changes in *RIPK1* RNA levels in MS brain samples compared with NAWM controls by qPCR or *in situ* hybridization (ISH) analysis (Figures 1C-1E), suggesting increased protein levels in PPMS are regulated post-translationally. To elucidate the cell types that express RIPK1 in MS lesions, we used single-nucleus RNA-seq from control and MS patients (Schirmer et al., 2019), which demonstrated *RIPK1* is ubiquitously expressed in the CNS (Figure 1F). We observed similar expression in control and MS patients in microglia and astrocytes, key cell types contributing to CNS homeostasis and neuroinflammation (Figure 1G). To confirm these results, we used a dual ISH and immunohistochemistry approach to validate *RIPK1* mRNA is expressed in IBA1+ microglia and GFAP+ astrocytes at similar levels in NAWM controls and progressive MS samples (Figures 1H and S1I-S1K). Although microglia migrate near the lesion edge, *RIPK1* mRNA did not appear increased in this area (Figure S1I). Our results suggest RIPK1 signaling may be activated post-translationally in microglia and/or astrocytes and contribute to the overall increase in RIPK1 protein levels in progressive MS. This is consistent with emerging evidence suggesting MS progression partly results from an altered innate immune response within the CNS and in particular dysregulation of microglial homeostasis (Baecher-Allan et al., 2018; Ponath et al., 2018b; Voet et al., 2019; Zrzavy et al., 2017).

### RIPK1 signaling in microglia is pro-inflammatory and deleterious

To date, RIPK1 has been extensively studied in the context of the immune response. Microglia regulate the CNS innate immune response, and RIPK1 can be activated by various stimuli. However, the outcome of the RIPK1 response is unclear. To better understand the consequences of RIPK1 activation and signaling in microglia, we used two stimulations to induce RIPK1 kinase activity. Tumor necrosis factor (TNF, further shortened to T) stimulation with 5z-7 (5z), a TAK1 kinase inhibitor, can induce RDA (Geng et al., 2017), whereas TNF stimulation with Smac mimetic (S) and the pan-caspase inhibitor zVAD (Z) (Wang et al., 2008) leads to necroptosis. After 2 h, T/5z or T/S/Z stimulation upregulated pRIPK1, whereas the signal was abrogated by Nec-1s (N), a small-molecule RIPK1 kinase inhibitor (Figure 2A; Degterev et al., 2005, 2008). Furthermore, both stimulations induced significant cell death, which was attenuated in the presence of Nec-1s (Figure 2B). Cell death occurred within 6 h and was accompanied by morphological changes, whereas T/5z led to RIPK1-kinase-independent apoptosis with delayed induction kinetics (Figures 2B-2D). These data indicate RIPK1 activation in microglia can lead to both apoptosis and necroptosis.

Recently, RIPK1 kinase activity has been implicated in both transcriptional regulation of cell-death-independent cytokine/chemokine production and a pro-inflammatory transcriptional program that accompanies cell death (Najjar et al., 2016; Zhu et al., 2018). To assess whether microglial RIPK1 kinase activation regulates an inflammatory gene profile, we examined transcriptional changes in these cells. T/5z or T/S/Z stimulation upregulated pro-inflammatory gene expression and protein secretion in a RIPK1-kinase-dependent manner (Figures 2E and S2A), demonstrating microglial RIPK1 kinase activation can lead to both inflammatory response and cell death. However, because RIPK1 kinase activation leads to rapid microglial death, we compared the temporal sequence of these two processes. The immediate transcriptional response was largely independent of RIPK1 kinase activity, but as the cell death machinery is engaged, the inflammatory response becomes driven by RIPK1 kinase (Figures S2B and S2C).

To uncouple inflammation from cell death, we used two additional stimulations to activate pRIPK1: TNF with Smac (T/S), which can lead to apoptosis (Wang et al., 2008), and TNF and zVAD (T/Z), a weaker inducer of necroptosis (Holler et al., 2000). In microglia, both stimulations increased RIPK1 kinase activity, and this response was blocked by Nec-1s (Figure S2D). T/S induced minimal cell death, whereas T/Z-induced necroptosis occurred at lower levels and with slower kinetics compared with T/5z or T/S/Z stimulation (Figures S2E and S2F). Both T/S and T/Z treatment upregulated the transcription and secretion of inflammatory chemokines (Figures S2G and S2H), whereas TNF alone induced transient, low-level RIPK1 activation but no cell death (Figures S2I and S2J). Furthermore, TNF-induced transcriptional upregulation of inflammatory chemokines was independent of RIPK1 kinase (Figure S2K). Because both T/S- and T/Z-induced transcriptional responses occurred before cell death, these data suggest RIPK1 kinase activity can regulate a death-independent transcriptional response.

To clarify the role of RIPK1-kinase-dependent transcriptional signaling in microglia, we used RNA-seq to profile the transcriptome of T/5z- and T/S/Z-treated microglia. Both stimuli induced a robust response that depended partially on RIPK1 kinase activity (Figure 2F). Although the kinase-independent response was mediated by TNF, Nec-1s stimulation had no effect, whereas T/5z and T/S/Z treatment broadly altered the microglial transcriptome compared with DMSO control (Figures 2G and 2H). The top putative upstream regulators included transcription factors of the Sp1, nuclear factor κB (NF-κB) and AP-1 families (Figures S3A-S3C). We identified more than 300 genes modulated in a RIPK1-kinase-dependent manner in response to either stimulation, but the transcriptional response downstream of these two stimuli did not fully overlap, suggesting the RIPK1-driven transcriptional response is context specific (Figure 2I). The core RIPK1-kinase-dependent genes consisted of an immune/inflammatory-related signature, demonstrating the harmful inflammatory nature of RIPK1 kinase activation in microglia (Figure S3D). Importantly, the gene signature consisted of various cytokines and chemokines elevated in the serum or cerebrospinal fluid (CSF) of MS patients, including CXCL1, CCL2, CCL3, CCL4, and interleukin-6 (IL-6) (Figure 2J; Göbel et al., 2018; Khaibullin et al., 2017; Soleimani et al., 2019; Stampanoni Bassi et al., 2018). Genes involved in lipid metabolism or the transcription factor *Bhlhe40* and microRNA *mir155hg*, both of which have been implicated as detrimental in a mouse model of MS (Lin et al., 2014; Murugaiyan et al., 2011; O’Connell et al., 2010), were upregulated in a RIPK1-kinase-dependent manner (Figure S3E). Using a gene-disease association database, we identified MS and inflammatory disorders as the diseases most significantly associated with the core RIPK1-kinase-dependent gene signature (Figure 2K). These results suggest microglial RIPK1 activation drives a transcriptional program that may modulate neuroinflammation and contribute to MS pathology and progression.

### RIPK1 signaling in astrocytes is pro-inflammatory but does not induce cell death

Although RIPK1 is expressed in microglia, there are significant levels present in other CNS cells, such as astrocytes (Figures 1F-1H). These glial cells are critical for CNS function, and their dysfunction has been suggested to contribute to MS pathophysiology (Lassmann, 2019; Ponath et al., 2018b; Voet et al., 2019). Furthermore, microglia work in concert with other CNS cells to maintain homeostasis. To explain the role of microglial RIPK1 signaling in the presence of other cell types, we used a mixed glial culture system consisting of astrocytes, endothelial cells, OPCs and microglia, and exogenously applied, fluorescently labeled microglia. The mixed cultures were resistant to T/5z- and T/S/Z-induced cell death, but when we specifically examined GFP+ microglia, we observed loss in a RIPK1-kinase-dependent manner (Figures 3A-3C). These data suggest changes in mixed glial viability were not detected because only a subset of cells, the microglia, undergo cell death. When we stimulated astrocytes with T/5z and T/S/Z, we observed no RIPK1-kinase-dependent decrease in viability (Figures 3D and 3E). To ensure RIPK1 signaling in astrocytes was intact, we confirmed RIPK1 is expressed and recruited to the TNF receptor after brief TNF stimulation. RIPK1 was rapidly recruited to TNFR1 and heavily ubiquitinated, and by 15 min, the levels of RIPK1 at the receptor had returned to baseline (Figure 3F). Furthermore, microglia, astrocytes, and mixed glial cells underwent RIPK1 auto-iksphorylation at S166 upon T/S/Z stimulation, and this response was abrogated by Nec-1s (Figure 3G). MLKL appeared to be expressed at lower levels in astrocytes compared with microglia. Consequently, T/S/Z stimulation induced phospho-MLKL (pMLKL) in a RIPK1-kinase-dependent manner in microglia, but not astrocytes (Figure 3G). In mixed glial cultures, pMLKL was weakly activated downstream of T/S/Z stimulation, suggesting the detected signal comes from microglia present in the mixed culture.

Although both mixed glia and astrocytes are capable of pRIPK1 induction upon T/5z or T/S/Z stimulation (Figures 3G, 3H, and 3J), unlike microglia, the astrocytes do not undergo RIPK1-kinase-dependent cell death. Similarly, T/S and T/Z stimulation in astrocytes increased pRIPK1 levels but did not induce RIPK1-dependent cell death (Figures S4A and S4B). To determine the role of RIPK1 signaling in astrocytes, we examined whether RIPK1 regulates a transcriptional response in the absence of cell death. In a mixed glial culture, which contains a subset of microglial cells, T/5z or T/S/Z treatment induced a RIPK1-kinase-dependent chemokine response (Figure 3I). To confirm this transcriptional response did not occur exclusively in microglia, we treated isolated astrocytes with T/5z or T/S/Z. Both stimuli strongly increased chemokine expression in a RIPK1-kinase-dependent manner (Figure 3K). In addition, T/S and T/Z stimulation in astrocytes upregulated inflammatory gene expression in a RIPK1-kinase-dependent manner, whereas the TNF-induced response was independent of RIPK1 kinase activity (Figure S4C). In addition, T/S/Z-induced IL-6 secretion required RIPK1 kinase activity (Figure S4D). To confirm the role of RIPK1 in this transcriptional response, we used small interfering RNA (siRNA) to reduce *Ripk1* expression before stimulating astrocytes. Following *Ripk1* knockdown, we observed a blunted inflammatory response upon T/5z or T/S/Z treatment (Figure S4E). Our data suggest RIPK1 activity regulates an inflammatory transcriptional program in both microglia and astrocytes *in vitro*, but in astrocytes this program is uncoupled from RIPK1-mediated cell death.

Recent studies suggest necroptosis can activate inflammatory gene expression in a cell-autonomous manner and that the second wave of cytokine production involves NF-κB signaling downstream of RIPK1 and RIPK3 activation (Zhu et al., 2018). To determine whether similar mechanisms regulate inflammatory transcriptional programs in microglia and astrocytes, we assessed the roles of RIPK1, RIPK3, and NF-κB using a pharmacological approach. In both cell types, we found T/S/Z-induced transcriptional upregulation of chemokines depended on inhibitor of nuclear factor-κB kinase (IKK)/NF-κB signaling, as assessed by the IKKα/β inhibitor TPCA-1, and the kinase activity of RIPK3 (Figures S4F and S4G). Thus, in addition to RIPK1 kinase activation, the T/S/Z-induced transcriptional program in microglia and astrocytes requires RIPK3 kinase activity and NF-κB signaling.

To definitively assess the RIPK1-kinase-driven transcriptional response in the absence of cell death, we used MLKL-deficient cells (Murphy et al., 2013). As expected, *Mlkl*^−/−^ microglia and astrocytes were resistant to T/S/Z-induced necroptosis. Conversely, T/5z-induced apoptosis occurred independently of both RIPK3 kinase activity and MLKL in microglia, whereas astrocytes were resistant to RDA (Figures S4H and S4J). Importantly, we observed RIPK1-kinase-dependent regulation of a transcriptional response in MLKL-deficient cells. In microglia, this inflammatory response was independent of RIPK3 kinase activity, whereas in astrocytes, it was partially dependent on RIPK3 (Figures S4I and S4K). These data demonstrate RIPK1 kinase activation can drive a transcriptional response in microglia and astrocytes independently of cell death.

### RIPK1 signaling in astrocytes drives a disease-relevant gene signature

Our data suggest astrocytes represent a cell type in which RIPK1 kinase activity regulates neuroinflammatory responses in the absence of cell death. To examine the role of RIPK1 in transcriptional regulation in astrocytes, we performed RNA-seq. T/S/Z stimulation induced a strong transcriptional alteration that partially depended on RIPK1 (Figure 4A). The RIPK1-kinase-dependent response was visualized by principal-component analysis (PCA) and heatmap clustering (Figures 4B and 4C). We identified an overlap of 87 RIPK1-kinase-dependent genes between microglia and astrocytes. A subset of these highly induced genes (fold change [FC] > 2) consisted of primarily cytokines and chemokines, and Gene Ontology analysis revealed a strong immune/inflammatory signature (Figures 4D-4F). Putative upstream regulators in astrocytes included members of the NF-κB and AP-1 families and a 50% overlap with the top 20 putative microglial transcription factors (Figures 4G and 4H). To explain the differential susceptibility of microglia and astrocytes to necroptosis, we examined *Ripk1, Ripk3*, and *Mlkl* expression in our RNA-seq datasets. Although *Ripk1* and *Ripk3* levels were similar, *Mlkl* expression was lower in astrocytes compared with microglia, consistent with protein levels (Figures 3G and 4I). Thus, astrocytes may be resistant to RIPK1-kinase-mediated necroptosis because of low MLKL expression. The overlapping inflammation-related signature suggests RIPK1 signaling in CNS cells may regulate various cytokines and chemokines implicated in MS pathogenesis (Figure 4J; Göbel et al., 2018; Jafarzadeh et al., 2014; Khaibullin et al., 2017; Li et al., 2017; Ofengeim et al., 2017; Seppi et al., 2014; Soleimani et al., 2019). Genes involved in lipid signaling and metabolism previously linked to MS and its progression were modulated in a RIPK1-kinase-dependent manner in astrocytes and microglia (Figure 4K; International Multiple Sclerosis Genetics Conssortium(IMSGC), 2010; Al Nimer et al., 2016; Bove et al., 2019; Forwell et al., 2016; Keyhanian et al., 2019; Lee and Bou Dagher, 2016). Because our RNA-seq data identified multiple genes linked to cholesterol signaling and function, we assessed the role of RIPK1 in modulating lipid metabolism by performing lipidomic analysis of sterols in astrocytes. Astrocytes were chosen so that we could uncouple cell death and lipid homeostasis. T/S/Z-activated astrocytes significantly upregulated various sterol intermediates in a RIPK1-kinase-dependent manner (Figures 4L and 4M), suggesting a disruption of the homeostatic cholesterol biosynthesis pathway. These results show RIPK1 kinase activation regulates a common, disease-relevant signaling cascade in astrocytes and microglia in a cell-autonomous manner.

### RIPK1 kinase activation is detrimental in human cells

To investigate the susceptibility of other CNS cells to RIPK1-kinase-dependent death, we examined neurons and OPCs. Similar to astrocytes, these cells did not undergo RIPK1-kinase-dependent death, although OPCs appear sensitive to RIPK1-independent apoptosis (Figures S5A and S5B). To determine the consequence of RIPK1 activation in human-derived cells, we stimulated human monocyte-derived macrophages and found them to be susceptible to T/5z- and T/S/Z-induced death (Figure S5C). Furthermore, RIPK1 can be activated in both induced pluripotent stem cell (iPSC)-derived microglia and human fetal-derived astrocytes upon T/S/Z stimulation (Figures S5D and S5E). Similar to murine cells, human microglia, but not astrocytes, were susceptible to necroptosis (Figures S5F and S5G). Previous RNA-seq data have shown human fetal-derived astrocytes express lower levels of MLKL compared with microglia (Figure S5H; Zhang et al., 2016), consistent with the lack of necroptotic response in astrocytes. Interestingly, T/S/Z induced inflammatory gene transcription in a RIPK1-kinase-dependent manner in human microglia but to a lesser extent in astrocytes (Figures S5I and S5J). To elucidate signaling unrelated to cell death in human astrocytes, we performed RNA-seq and identified a RIPK1-kinase-dependent transcriptional signature related to interferon (IFN) signaling and antiviral response (Figures S5K-S5M). These data extend our findings from murine cells to disease-relevant human-derived glia and show RIPK1 kinase signaling in astrocytes and microglia may drive MS pathogenesis.

### RIPK1 kinase activation is detrimental to oligodendrocytes in a non-cell-autonomous manner

Although OPCs were resistant to RIPK1-kinase-mediated death, we wanted to assess whether RIPK1 activation affected OPCs in a non-cell-autonomous manner. We added OPCs to a mixed glial culture and stimulated the cells with a RIPK1-activating stimulus. Although TNF stimulation had limited effect on viability, T/Z stimulation significantly reduced CSF1R+ microglia in a RIPK1-dependent manner (Figures 5A and 5B). Immunofluorescence staining for Olig2 indicated OPCs and oligodendrocytes were reduced in a RIPK1-kinase-dependent manner upon stimulation with T/Z, but not TNF, in the co-culture system. OPC maturation and myelinating oligodendrocytes were also decreased in a RIPK1-kinase-dependent manner upon T/Z treatment, as quantified by MBP+ area (Figures 5A, 5C, and 5D). These results suggest RIPK1 activation in microglia and/or astrocytes is harmful and reduces OPC differentiation and myelinating capacity. To determine whether these effects are mediated by secreted factors, we added mixed glia conditioned media to OPCs. The number of Olig2+ cells was not altered, suggesting secreted factors by mixed glial cells are insufficient to alter oligodendrocyte differentiation and survival (Figure 5E). Because microglia and astrocytes upregulate RIPK1 kinase activity, we wanted to determine which cell type mediates the deleterious effects on OPCs. However, we did not detect reductions in Olig2+ cells or MBP+ area when OPCs were co-cultured with T/Z-stimulated astrocytes or microglia or with their conditioned media (Figures 5F-5I). These data show direct cell-cell contact with both microglia and astrocytes is required for deleterious RIPK1-kinase-mediated effects on OPCs. This suggests RIPK1 activation in glial cells can affect myelination through direct interactions with OPCs and regulation of cytokine and chemokine synthesis may recruit peripheral immune cells in a disease context.

### RIPK1 kinase inhibition attenuates EAE severity and disease progression

Having established the deleterious role of RIPK1 activation *in vitro*, we investigated its role in a murine model of MS. Previous groups have used RIPK1 kinase inhibitors prophylactically to reduce disease scores in the C57BL/6 EAE model (Harris et al., 2019; Ofengeim et al., 2015; Yoshikawa et al., 2018; Zhang et al., 2019). Therefore, we tested RIPK1 inhibition after disease onset. Therapeutic administration of a CNS-penetrant RIPK1 kinase inhibitor was efficacious in reducing EAE disease severity in a dose-dependent manner, as assessed by mean and cumulative disease scores (Figures 6A and 6B). Therapeutic administration of the 60 mg/kg dose halted clinical disease score increases and reduced plasma neurofilament levels, a marker of axonal and neuronal damage (Figure 6C; Dujmovic, 2011; Petzold, 2005). Therefore, RIPK1 kinase inhibition can attenuate disease severity in this EAE model.

Because the C57BL/6 EAE model has a weaker, monophasic disease course (Berard et al., 2010; Bittner et al., 2014) and we observe RIPK1 upregulation, particularly in progressive MS brain samples (Figures 1A and 1B), we wanted to investigate the role of RIPK1 in a progressive model. We used the NOD-EAE model, in which mice endure initial attacks and remissions before entering a progressively worsening disease phase (Ignatius Arokia Doss et al., 2015; Levy et al., 2010). pRIPK1 and total RIPK1 were elevated in spinal cords of mice in the progressive disease phase (Figures S6A-S6C). To test whether RIPK1 kinase inhibition is beneficial in this model, we randomized animals into vehicle or inhibitor groups after the initial remission and relapse phase. RIPK1 inhibition significantly attenuated disease progression, as measured by mean disease score (Figure S6D). Our data indicate RIPK1 kinase inhibition is beneficial when administered therapeutically in multiple preclinical MS models.

To examine whether RIPK1 kinase signaling in astrocytes or microglia contributes to EAE, we sorted spinal cord astrocytes and microglia after 3 days of treatment with a RIPK1 inhibitor and performed RNA-seq analysis (Figure S6E). 

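EAE (experimental autoimmune encephalomyelitis) is an induced autoimmune disease of the CNS. Female C57BL/6J mice with EAE received RIPK1inh-1 at 50 mg/kg or vehicle BID for 3 days, and the vehicle was 20% Captisol, a modified cyclodextrin that keeps compounds in solution. Microglia and astrocytes were sorted from the spinal cords of 4 naive, 6 EAE-vehicle and 5 EAE-RIPK1inh-1 mice, which gave 15 libraries of each cell type. The authors deposited 1 table of 30952 genes by 30 libraries in log2 FPKM (fragments per kilobase of exon, scaled to all mapped fragments), aligned, quantified and quantile-normalized over all 30 libraries in OmicSoft Array Studio. The paper's text does not name the offset added before the logarithm, so a fold change of a gene at low values depends on it. Quantile normalization gives every library the same distribution, and all 30 libraries held the same sorted values, from 0 to 15.34. It removes the steps that single fragments leave, so the depth of each library is unknown and no interval from counts is given. Genes without signal in a library shared its lowest stretch of values, which rose with the gene's place in the file, up to 2.74 in 1 EAE-vehicle astrocyte library. Above this stretch, 8710 to 20398 genes per microglia library and 6728 to 22981 per astrocyte library had signal. The annotation marks 15717 genes as confounded with another gene, and the positions of the 43 genes examined singly are those of GRCm38. Astrocyte marker genes averaged at least 8.03 log2 units in astrocyte libraries and at most 2.16 in microglia libraries. Microglia marker genes averaged at least 9.68 in microglia libraries and at most 5.02 in astrocyte libraries. Pearson's r across genes between libraries of 1 group was 0.704 to 0.959 in microglia and 0.514 to 0.836 in astrocytes, where genes are not independent replicates. Groups were compared with limma's moderated test (lmFit, then eBayes with a trend), with the 3 groups of a cell type in 1 fit, over the 28958 genes in microglia and 30718 in astrocytes whose values differed among the 15 libraries. A gene was called, as in the study, at a fold change over 1.5 in either direction and an unadjusted p under 0.05. Benjamini-Hochberg adjusted values were computed over all genes tested. On values simulated independently for each gene, 200 genes of a mean log2 value of at least 3 were shifted by 2 log2 units. For EAE-vehicle against naive, 186 of them were called in microglia and 128 in astrocytes, and 100 and 20 of them passed an adjusted p of 0.05. Of the genes left unshifted, 636 in microglia and 1027 in astrocytes were called as well. These counts do not cover shifted genes at lower values or the comparison of RIPK1inh-1 with vehicle.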

We identified RIPK1-kinase-dependent transcriptional alterations in both cell types during EAE (Figures 6D-6I, S6F, and S6G). 

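In microglia, 3473 genes were called between EAE-vehicle and naive mice, 1775 of them higher in EAE and 1698 lower. Without naive library 1, 2 or 4 the higher genes, 1803, 1789 and 1648, were outnumbered by the lower, 1814, 1790 and 1746. RIPK1inh-1 against vehicle called 511 microglial genes, 308 higher and 203 lower. At an unadjusted p under 0.05 there were 832 genes in this comparison, where uniform p-values would give 1448 of 28958 tests. With the vehicle and inhibitor labels exchanged, the other splits called a median of 351 genes. Of 100 splits, the real one included, 25 called as many as 511. In the real comparison, 1 gene passed an adjusted p of 0.05. This gene, Gm49125 (ENSMUSG00000115148), lies on chromosome 14 from 45612772 to 45614066, has no assigned function and is marked as confounded with another gene. It was listed at 0 in all 4 naive libraries, at 0.10 ± 0.16 (SD, n = 6) in EAE-vehicle microglia and at 1.22 ± 0.16 (SD, n = 5) with RIPK1inh-1. Its log2 fold change with RIPK1inh-1 was 1.12 (standard error 0.12, adjusted p = 0.00718 from limma), and it was chosen after its values were seen. In astrocytes, EAE-vehicle against naive called 2060 genes, 827 higher and 1233 lower. With each library centred on its median there were 1062 higher and 1013 lower, so the excess of lower genes depends on the scaling. RIPK1inh-1 against vehicle called 927 astrocytic genes, 564 higher and 363 lower, and 0 passed adjustment, with 0.840 as the smallest adjusted p from limma. The excess of higher genes rests on single libraries: there were 420 higher and 438 lower without EAE-vehicle library 1, 477 and 457 without library 2, and 675 and 693 with quality weights. The astrocytic genes at an unadjusted p under 0.05 numbered 998, against 1536 for uniform p-values. With labels exchanged, the other splits called a median of 914 genes, and 46 of 100 splits called as many as 927. The alternative that moved a count of called genes most was a weight for the quality of each library, which gave 2730 genes for RIPK1inh-1 in microglia, and without RIPK1inh-1 microglia library 2 the unweighted count was 953. The difference between the cell types in the effect of RIPK1inh-1, tested as an interaction term over 30952 genes, passed adjustment for 0 genes. At an unadjusted p under 0.05 there were 1066 genes, against 1548 for uniform p-values and a median of 1123 in the other splits. Of 100 splits, 57 had as many. The fit took the 30 libraries as independent, though both cell types came from the same mice. With the replicate number as a block, 0 genes passed as well.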

Strikingly, only about 5% of genes differentially expressed in microglia in EAE were modulated by RIPK1 kinase inhibition, suggesting highly selective RIPK1 function in these cells. 

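Of the 3473 microglial genes called in EAE, 227 were also called with RIPK1inh-1 in the opposite direction, which is 6.54% (95% Wilson interval 5.76 to 7.41). The interval covers counting error only and treats genes as independent. A further 7 genes were called with RIPK1inh-1 in the direction of EAE, and 3239 were not called with it. Without a fold change cutoff on the effect of RIPK1inh-1, the percent reversed was 7.26. Both comparisons use the EAE-vehicle libraries, so an error in these libraries moves a gene up in one comparison and down in the other. In 20 simulated datasets without an effect of RIPK1inh-1, the median percent reversed in microglia was 3.89 (3.498 to 4.55). Each gene was drawn independently, so this range leaves out the correlation between genes and cannot show that 6.54% is beyond chance. With the vehicle and inhibitor labels exchanged among the real EAE libraries, other splits gave 1.49 to 14.2%. Of 100 splits, the real one included, 13 gave a percent as large. Among the fits that each left out 1 library, the percent ran from 3.88 without RIPK1inh-1 microglia library 5 to 11.5 without library 2. With quality weights it was 29.7.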

Meanwhile, in astrocytes, a quarter of differentially expressed genes were regulated in a RIPK1-kinase-dependent manner, suggesting a broader RIPK1 role in pathologic transcriptional changes in astrocytes. 

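In astrocytes, 347 of the 2060 genes called in EAE were called with RIPK1inh-1 in the opposite direction, which is 16.8% (Wilson interval 15.3 to 18.5), and 3 were called in the same direction. The simulated datasets without an effect of RIPK1inh-1, with genes again drawn independently, gave a median of 9.95% in astrocytes (9.07 to 11.2). With the labels exchanged among the real EAE libraries, other splits gave 6.00 to 23.9%. Of 100 splits, the real one included, 10 gave a percent as large. Leaving out 1 library at a time gave 11.7% without RIPK1inh-1 astrocyte library 5 and up to 22.2% without EAE-vehicle library 4. The percent in astrocytes exceeded that in microglia by 10.3 points. The vehicle and inhibitor labels were then exchanged among the EAE libraries of each cell type separately. Of 100 pairs of such splits, the real one included, 20 gave a difference as large. Both cell types came from the same mice, and this exchange did not keep the libraries of 1 mouse together. With quality weights the percent in microglia was 29.7, but the 16.8 of astrocytes is from the unweighted fit, so the 2 are not like for like. The weights differed by 45.4 times between microglia libraries. Without the library of the highest weight, the weighted calls for RIPK1inh-1 in microglia fell from 2730 to 1215. Whether the direction of the difference between the cell types depends on the setting is not settled by these values.

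**Figure D1:**
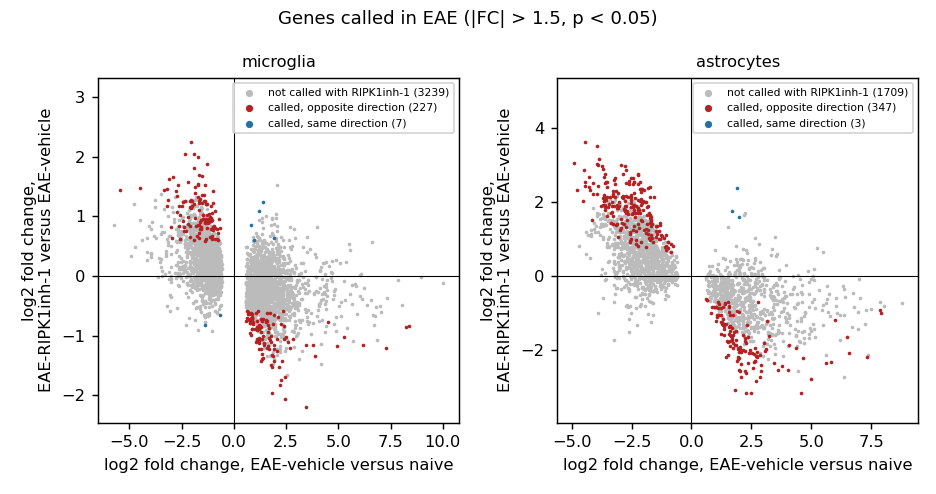
Log2 fold change of EAE-vehicle against naive (x axis) and of RIPK1inh-1 against vehicle (y axis) for the genes called in EAE in each cell type, one point per gene. Grey genes were not called with RIPK1inh-1 (3239 in microglia, 1709 in astrocytes), red genes were called in the opposite direction (227 and 347) and blue genes in the same direction (7 and 3).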

The top RIPK1-dependent pathways included oxidative phosphorylation and mitochondrial dysfunction in microglia and EIF2 signaling and cholesterol biosynthesis in astrocytes (Figures 6F and 6I). 

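The study's pathway software was not used here, and of its gene lists only that of Figure 6N was used. The study found these pathways in the same libraries, so a test of them here is not independent evidence. They were tested as sets of genes picked by symbol before the data were examined. These were 77 nuclear genes for subunits of the respiratory chain and ATP synthase, 13 protein-coding genes of the mitochondrial genome, 83 cytosolic ribosomal protein genes, 49 translation initiation genes, the 11 cholesterol biosynthesis genes of Figure 6N and 21 genes of the whole pathway. Each set was tested with limma's camera at a preset correlation between genes of 0.01, and again with fry and with a correlation estimated from the data. For RIPK1inh-1 against vehicle in microglia, the 77 oxidative phosphorylation genes had a camera p of 1.23e-07, a fry p of 0.104 and a p of 0.106 with the estimated correlation. In astrocytes under RIPK1inh-1, the ribosomal protein genes had p values of 2.21e-09, 0.0270 and 0.0558 from the 3 tests in that order. The translation initiation genes had 0.0751, 0.0870 and 0.170, and the cholesterol genes of Figure 6N had 7.05e-07, 0.0382 and 0.0275. Among these 4 results for RIPK1inh-1, only the fall of the ribosomal protein genes and the rise of the cholesterol genes held under fry, and only the latter held with the estimated correlation. In the other cell type, the median log2 fold change with RIPK1inh-1 was -0.09 for oxidative phosphorylation genes in astrocytes, and -0.03 for ribosomal protein genes and 0.28 for the cholesterol genes in microglia.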

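In EAE-vehicle microglia, 73 of the 77 oxidative phosphorylation genes were higher than in naive microglia, with a median log2 fold change of 1.11 (camera p of 1.08e-37, fry p of 1.51e-05). Of the 77 genes, 48 passed an adjusted p of 0.05 adjusted over the list alone, and 29 over all genes tested. With RIPK1inh-1, 62 of the 77 genes were lower than with vehicle, with a median of -0.34. This median ran from -0.38 without EAE-vehicle library 2 to -0.22 without EAE-vehicle library 6. Of the 77 genes, 13 had an unadjusted p under 0.05 for RIPK1inh-1 but 0 passed adjustment over the list alone. The mean of the set was 6.08 ± 0.26 (SD, n = 4) in naive, 7.21 ± 0.23 (SD, n = 6) in EAE-vehicle and 6.90 ± 0.28 (SD, n = 5) in EAE-RIPK1inh-1 libraries, so the fall with RIPK1inh-1 was about as large as the spread between mice. The 13 genes of the mitochondrial genome had a median change of -0.09 with RIPK1inh-1 (camera p of 0.443). Ndufa2 (ENSMUSG00000014294, chromosome 18 from 36742332 to 36744557), which encodes a complex I subunit and is marked as confounded with another gene, was at 6.97 ± 0.53 (SD, n = 4) in naive, 8.69 ± 0.46 (SD, n = 6) in EAE-vehicle and 8.07 ± 0.39 (SD, n = 5) in EAE-RIPK1inh-1 microglia. It rose by 1.73 in EAE (standard error 0.29, adjusted p = 0.00237 from limma). RIPK1inh-1 changed it by -0.62 (standard error 0.27, adjusted p = 0.930 from limma, exact permutation p = 0.0693, two-sided). Uqcrq (ENSMUSG00000044894, chromosome 11 from 53427922 to 53430831), a complex III subunit, rose by 2.27 in EAE (standard error 0.36, adjusted p = 0.00159 from limma) and changed by -0.80 with RIPK1inh-1 (standard error 0.33, exact permutation p = 0.0606). For Ndufa3, Ndufb2, Ndufb4 and Sdhb, the rise in EAE was 0.87 (Sdhb) to 1.58 (Ndufb2) and the change with RIPK1inh-1 was between -0.93 (Ndufb4) and -0.68 (Ndufb2), with exact permutation p values from 0.0303 (Sdhb) to 0.106 (Ndufb2). Ndufa3 and Ndufb2 are marked as confounded with another gene. When each of the 15 libraries was left out in turn, Ndufa2, Ndufa3 and Uqcrq each lost an unadjusted p under 0.05 for RIPK1inh-1 in 5 fits (changes of -0.74 to -0.47), Sdhb lost it without RIPK1inh-1 library 5 (-0.59), and Ndufb2 gained it in 3 fits (-0.89 to -0.81).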

Genes involved in mitochondrial signaling were upregulated in a RIPK1-kinase-dependent manner in microglia during EAE. Consistent with published data, homeostatic microglial markers like *Cx3cr1* and *Siglech* were reduced during EAE (Dubbelaar et al., 2018), but RIPK1 kinase inhibition restored expression to normal levels (Figure 6J). 

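Cx3cr1 (ENSMUSG00000052336, chromosome 9 from 119901616 to 120069879, a chemokine receptor marked as confounded with another gene) was at 9.13 ± 1.37 (SD, n = 4) in naive, 6.49 ± 0.49 (SD, n = 6) in EAE-vehicle and 8.01 ± 1.63 (SD, n = 5) in EAE-RIPK1inh-1 microglia. The log2 fold change was -2.65 in EAE (standard error 0.72, adjusted p = 0.0590 from limma, exact permutation p = 0.00476, the smallest p that 4 mice against 6 allow). With RIPK1inh-1 it was 1.52 (standard error 0.68, adjusted p = 0.930 from limma, exact permutation p = 0.0758), and 4 of 5 libraries lay above the vehicle mean. Its unadjusted p was no longer under 0.05 in 7 of the 15 fits that left out 1 library, where the change ran from 1.17 without RIPK1inh-1 library 5 to 2.06 without library 2. Siglech (ENSMUSG00000051504, chromosome 7 from 55768178 to 55778925, a sialic acid binding lectin) was at 9.60 ± 0.42 (SD, n = 4), 6.98 ± 0.38 (SD, n = 6) and 8.15 ± 0.73 (SD, n = 5), with 1 naive library at 10.23 apart from the others. It changed by -2.63 in EAE (standard error 0.33, adjusted p = 2.38e-04 from limma) and by 1.18 with RIPK1inh-1 (standard error 0.31, exact permutation p = 0.0108), where 5 of 5 libraries lay above the vehicle mean and adjustment over all genes gave 0.930. Both group means with RIPK1inh-1 lay between those of vehicle and naive mice. Over 12 homeostatic microglial genes fixed before the data were examined, EAE lowered all 12, with a median of -2.51 (camera p of 6.38e-23), and 10 of them passed an adjusted p of 0.05 over all genes tested. In the same libraries 9 monocyte and neutrophil marker genes changed by a median of 1.49 in EAE (fry p of 0.147). RIPK1inh-1 raised 11 of the 12, with a median of 0.40 (camera p of 1.25e-06, fry p of 0.0578, p of 0.0281 with the estimated correlation). The 9 monocyte and neutrophil marker genes were all lower with RIPK1inh-1, with a median of -0.53 (camera p of 0.0395, fry p of 0.326).

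**Figure D2:**
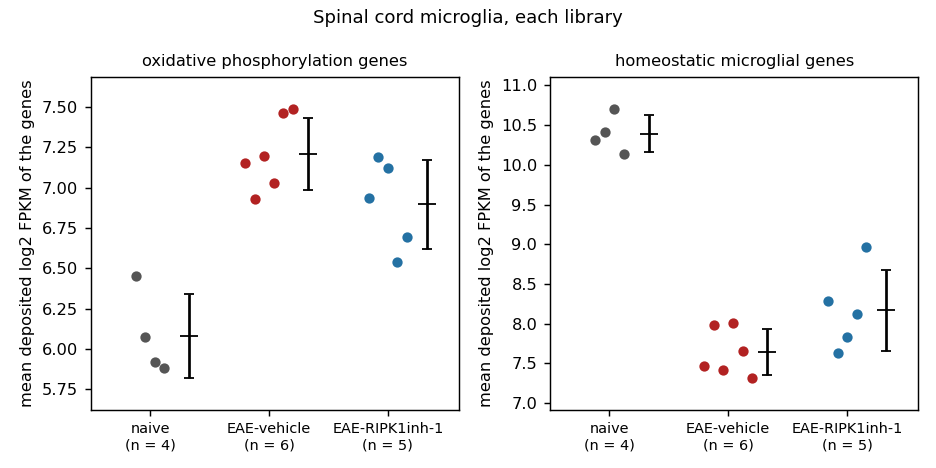
Mean log2 FPKM of 77 oxidative phosphorylation genes and of 12 homeostatic microglial genes in each microglia library (y axis) by group (x axis). Points are libraries and bars are means ± SD. The homeostatic genes averaged 10.39 in naive, 7.64 in EAE-vehicle and 8.17 in EAE-RIPK1inh-1 libraries.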

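In EAE-vehicle astrocytes, 78 of the 83 cytosolic ribosomal protein genes were higher than in naive astrocytes, with a median log2 fold change of 1.04 (camera p of 4.08e-36, fry p of 2.83e-05). Of these genes, 46 passed an adjusted p of 0.05 adjusted over the list alone, and 4 over all genes tested. RIPK1inh-1 lowered 76 of the 83, with a median of -0.35. The mean of the set was 5.10 ± 0.08 (SD, n = 4) in naive, 6.08 ± 0.32 (SD, n = 6) in EAE-vehicle and 5.69 ± 0.25 (SD, n = 5) in EAE-RIPK1inh-1 libraries. The 49 translation initiation genes had a median of 0.38 in EAE, with 32 higher (camera p of 0.00521, fry p of 0.0172), and of -0.21 with RIPK1inh-1, with 33 lower. The camera p of the initiation genes fell under 0.05 for RIPK1inh-1 when only genes with a mean log2 value of at least 1 were used, and rose above 0.05 for EAE when each library was centred on its median. Rpl23 (ENSMUSG00000071415, chromosome 11 from 97777527 to 97782437), marked as confounded with another gene, was at 5.63 ± 0.75 (SD, n = 4), 7.02 ± 0.34 (SD, n = 6) and 6.24 ± 0.15 (SD, n = 5) in the 3 groups. It rose by 1.39 in EAE (standard error 0.34, adjusted p = 0.0938 from limma) and changed by -0.77 with RIPK1inh-1 (standard error 0.31, adjusted p = 0.840 from limma, exact permutation p = 0.00433). Eif3a (ENSMUSG00000024991, chromosome 19 from 60761117 to 60790658), also marked as confounded, changed by -1.62 with RIPK1inh-1 (standard error 0.58, exact permutation p = 0.00216, the smallest that 5 mice against 6 allow). Its rise in EAE was 1.13 (standard error 0.62, exact permutation p = 0.0952), and was 0.41 without naive library 2. For Pabpc1, Rpl15 and Rps6, the rise in EAE was 1.02 (Rpl15, marked as confounded) to 1.26 (Pabpc1), and the change with RIPK1inh-1 was -0.83 (Pabpc1) to -0.64 (Rps6), with exact permutation p values from 0.0541 (Pabpc1) to 0.0844 (Rps6). The call for RIPK1inh-1 was lost for Rpl23 without EAE-vehicle library 6 (-0.70) or RIPK1inh-1 library 3 (-0.72). It was gained for Pabpc1 without RIPK1inh-1 library 4 (-1.10), for Rpl15 in 2 fits (-0.92 and -0.88) and for Rps6 in 2 (-0.82 and -0.76).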

In astrocytes, ribosome and translation initiation-related genes were increased in EAE, suggesting robust induction of translational apparatus during disease (Figure 6K). *Rgs1*, an MS risk allele, and the chemokine *Ccl2* were increased in astrocytes during EAE and reduced with RIPK1 kinase inhibition (Figure 6K). 

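Rgs1 (ENSMUSG00000026358, chromosome 1 from 144242296 to 144249242), a regulator of G-protein signaling, was listed at 0 in all 4 naive astrocyte libraries, so no fold is given for EAE. It was at 3.49 ± 2.24 (SD, n = 6) in EAE-vehicle astrocytes, with no signal in 1 library, and at 1.37 ± 2.36 (SD, n = 5) with RIPK1inh-1, with no signal in 2. The difference in EAE had an adjusted p of 0.380 from limma and an exact permutation p of 0.0286 (two-sided). With RIPK1inh-1 the log2 fold change was -2.12 (standard error 1.13, adjusted p = 0.840 from limma, exact permutation p = 0.160). RIPK1inh-1 library 4 was at 5.54 and the other 4 at or below 0.93, and without it the change was -3.16 and the unadjusted p fell under 0.05, as it did without EAE-vehicle library 1 (-2.81) or 4 (-2.53). Over the 11 EAE astrocyte libraries, Rgs1 rose with the mean of 9 T cell marker genes (Pearson's r = 0.677, permutation p = 0.0279, Spearman's rho = 0.606, permutation p = 0.0541), and without the 2 libraries farthest from the median marker level r was 0.761. Of 3 such relations computed, none passed adjustment, with 0.0837 as the smallest adjusted permutation p. Ccl2 (ENSMUSG00000035385, chromosome 11 from 82035571 to 82037453), marked as confounded with another gene, was at 0.62 ± 0.87 (SD, n = 4) in naive, 3.82 ± 1.92 (SD, n = 6) in EAE-vehicle and 2.12 ± 2.37 (SD, n = 5) in EAE-RIPK1inh-1 astrocytes. It rose by 3.20 in EAE (standard error 1.15, adjusted p = 0.426 from limma, exact permutation p = 0.0429), and 2 of the 4 naive libraries had no signal for it. The change with RIPK1inh-1 was -1.70 (standard error 1.08, exact permutation p = 0.216). Ccl2 was at 0 in EAE-vehicle library 1 and at 4.05 or more in the other 5, and without this library the change with RIPK1inh-1 was -2.47, with an unadjusted p under 0.05, as without RIPK1inh-1 library 5 (-2.33). For both genes the difference between EAE-vehicle and EAE-RIPK1inh-1 astrocytes was smaller than the SD of either group.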

CCL2 is upregulated in astrocytes in human MS lesions (Van Der Voorn et al., 1999) and is necessary for recruitment of peripheral T cells, dendritic cells, and monocytes in EAE (Dogan et al., 2008; Kim et al., 2014). 

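Of the 11 cholesterol biosynthesis genes of Figure 6N (Lss, Sqle, Msmo1, Cyp51, Lbr, Tm7sf2, Nsdhl, Hsd17b7, Ebp, Sc5d and Dhcr7), 10 were lower in EAE-vehicle than in naive astrocytes, with a median log2 fold change of -1.66 (camera p of 5.38e-07, fry p of 0.0127). With RIPK1inh-1, 10 of the 11 were higher than with vehicle, with a median of 1.33. The study chose these genes on the same libraries, so the set is not independent evidence. The 21 genes of the whole pathway were fixed by membership, but the study found the pathway in these libraries too. Those 21 genes had medians of -1.05 in EAE and 1.03 with RIPK1inh-1 (fry p of 0.0198 and 0.0475). The mean of the 11 genes was 5.18 ± 0.61 (SD, n = 4) in naive, 3.40 ± 1.15 (SD, n = 6) in EAE-vehicle and 4.74 ± 0.90 (SD, n = 5) in EAE-RIPK1inh-1 libraries. The lowest mean, 1.29, was that of EAE-vehicle library 1, which had signal for 6728 genes, and without it the median changes were -1.001 and 1.08. In the same libraries 8 astrocyte marker genes changed by a median of -1.46 in EAE and 0.68 with RIPK1inh-1. Msmo1 (ENSMUSG00000031604, chromosome 8 from 64718139 to 64733792), a methylsterol monooxygenase, was at 8.13 ± 0.74 (SD, n = 4), 4.58 ± 2.57 (SD, n = 6) and 7.13 ± 1.11 (SD, n = 5) in the 3 groups. It changed by -3.56 in EAE (standard error 1.07, adjusted p = 0.245 from limma) and by 2.56 with RIPK1inh-1 (standard error 1.00, adjusted p = 0.840 from limma, exact permutation p = 0.0563). The call with RIPK1inh-1 was lost without EAE-vehicle library 1 (2.24) or RIPK1inh-1 library 5 (2.14). Dhcr7 (ENSMUSG00000058454, chromosome 7 from 143823145 to 143848410), which encodes the reductase of 7-dehydrocholesterol, fell by 3.75 in EAE (standard error 0.91, adjusted p = 0.0967 from limma). It rose by 1.56 with RIPK1inh-1 (standard error 0.86, exact permutation p = 0.145). The rise was 2.30 with a call when RIPK1inh-1 library 4 was left out, and 1.01 without library 5.

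**Figure D3:**
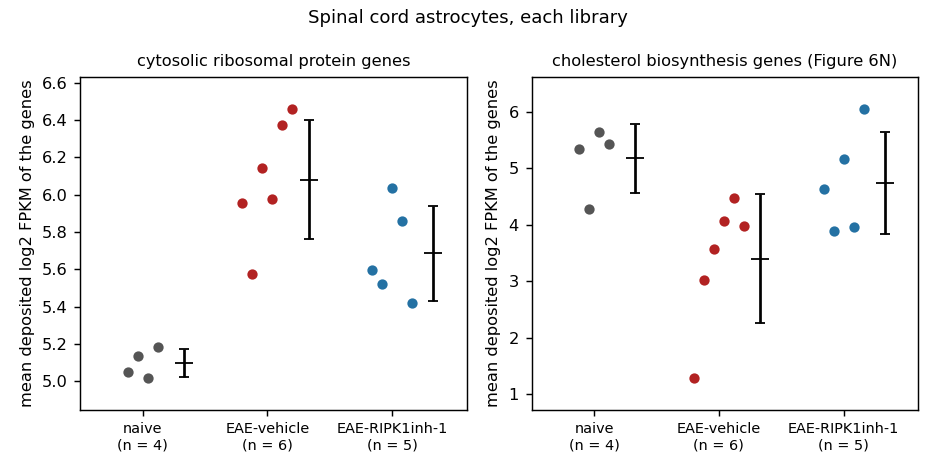
Mean log2 FPKM of 83 cytosolic ribosomal protein genes and of the 11 cholesterol biosynthesis genes of Figure 6N in each astrocyte library (y axis) by group (x axis). Points are libraries and bars are means ± SD. The cholesterol genes spread from 1.29 to 4.48 over the 6 EAE-vehicle libraries.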

Meanwhile, multiple genes involved in cholesterol biosynthesis were reduced in a RIPK1-kinase-dependent manner in astrocytes during EAE (Figures 6L-6N). Thus, RIPK1 activity appears to contribute to mitochondrial dysfunction in microglia and altered translation and cholesterol biosynthesis in astrocytes during EAE. These data demonstrate a role for RIPK1 in microglia and astrocytes *in vivo* and suggest RIPK1 kinase inhibition in an MS disease model may be beneficial through various modes of action.

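The genes that the paper names in Figure 6J, 6K, 6M and 6N were also adjusted as lists. In microglia, the 8 named genes all passed an adjusted p of 0.05 adjusted over the list alone for EAE, and 5 passed over all genes tested. For RIPK1inh-1, 7 of the 8 passed adjusted over the list alone and 0 over all genes. In astrocytes, 10 of 19 named genes passed adjusted over the list alone for EAE and 0 over all genes, and for RIPK1inh-1 the counts were 0 and 0, with 5 genes at an unadjusted p under 0.05. The study picked these genes on the same libraries, so a count adjusted over the list alone is not independent evidence. The paper reasons from genes that changed in EAE and moved back with RIPK1inh-1 in microglia (mitochondrial genes) and in astrocytes (translation and cholesterol biosynthesis genes), and concludes that RIPK1 activity appears to take part in these changes during EAE.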

## DISCUSSION

Here, we demonstrate RIPK1 is activated and its expression is increased in progressive MS patients. Furthermore, RIPK1 kinase activation in microglia and astrocytes *in vitro* drives an inflammatory transcriptional response with harmful non-cell-autonomous consequences to oligodendrocytes and translational relevance to MS pathology. Our results demonstrate the importance of RIPK1 kinase activation to neuroinflammation and MS progression. In line with previous findings regarding RIPK1 activation in MS (Ofengeim et al., 2015), we found RIPK1 is auto-phosphorylated (pS166) and its expression is increased, particularly in the insoluble protein fraction. Importantly, we show RIPK1 is activated in post-mortem progressive MS samples, pointing to a key role for RIPK1 activation in disease progression. Studies have demonstrated microglia and astrocytes are key contributors to the neuroinflammatory environment and progression of MS (Lassmann, 2019; Ponath et al., 2018b; Voet et al., 2019), and we confirmed *RIPK1* expression in microglia and astrocytes from post-mortem progressive MS samples. Thus, RIPK1 activation in astrocytes or microglia may contribute to MS progression.

As suggested previously (Kim and Li, 2013), we found that RIPK1 kinase activation in murine microglia, but not astrocytes, neurons, or OPCs, drives RIPK1-kinase-mediated death *in vitro*. RIPK1 kinase activation downstream of TNFR1 signaling led to rapid apoptosis and necroptosis in microglia. Although all CNS cells appear to express RIPK1, RIPK3, and MLKL (Ofengeim et al., 2015), differences in expression levels and sensitivity thresholds among cell types may explain the variable susceptibility to death. We observed deleterious non-cell-autonomous effects when OPCs were co-cultured with mixed glial cells. Reduced myelination upon RIPK1 inhibition when OPCs were co-cultured with microglia or astrocytes is consistent with the dual deleterious and regenerative potential of inflammatory signaling, indicating basal RIPK1 activity may support secretion of OPC differentiation factors. However, in a more biologically relevant mixed glial culture, excess RIPK1 activation has detrimental effects on OPC differentiation and myelinating capacity. These findings suggest RIPK1 kinase activation may drive a neuroinflammatory CNS milieu that is harmful to oligodendrocyte function and survival, contributing to demyelination and MS pathology.

Because RIPK1 kinase activity can mediate inflammatory signaling and cell death (Najjar et al., 2016; Yuan et al., 2019; Zhu et al., 2018), the lack of death in astrocytes does not mean RIPK1 is not activated and potentially detrimental. We found astrocytes and microglia can strongly activate RIPK1, leading to an inflammatory transcriptional signature *in vitro*. In line with previous studies, some of the top transcription factors regulating these genes involve members of the NF-κB and AP-1 families (Najjar et al., 2016; Ofengeim et al., 2017; Zhu et al., 2018). Thus, RIPK1 kinase activation regulates a core transcriptional signature in various cell types. Neurons have been shown to regulate Toll-like receptor (TLR)- and viral-induced chemokine expression in a RIPK1-kinase-dependent manner independently of cell death (Daniels et al., 2017). Here, we identify astrocytes as unique CNS cells in which RIPK1 kinase activation regulates a death-independent inflammatory gene signature and microglia as cells in which RIPK1 regulates inflammation and cell death, with both processes appearing to occur concurrently. Previous studies have presented various mechanisms to explain the significance of this co-regulation, including a switch from cell death to inflammation in an IFNβ-dependent manner and persistent translation after cell lysis (Muendlein et al., 2020; Orozco et al., 2019). Crucially, we show that in the absence of cell death in MLKL-deficient astrocytes and microglia, RIPK1 activation mediates an inflammatory transcriptional program. We confirmed our findings in human cells, demonstrating RIPK1 kinase activation drives inflammatory gene transcription and necroptosis in iPSC-derived microglia but an interferon and antiviral gene response in necroptosis-resistant astrocytes. Thus, the ability of RIPK1 to propagate inflammation may be a critical function of RIPK1-expressing cells, irrespective of their ability to undergo RIPK1-kinase-mediated death.

Our study provides a comprehensive overview of the RIPK1-dependent transcriptional landscape in microglia and astrocytes. Consistent with the translational relevance of microglial RIPK1 kinase activation, the core RIPK1-kinase-dependent transcriptional signature contained many pro-inflammatory cytokines and chemokines, such as *Ccl3, Ccl4, Il1β, Il6*, and *Cxcl1*, elevated in MS patients and implicated in MS pathogenesis (Göbel et al., 2018; Khaibullin et al., 2017; Soleimani et al., 2019; Stampanoni Bassi et al., 2018). Importantly, we found a similar RIPK1-kinase-dependent gene signature in astrocytes. Our global transcriptomic approach confirmed the role of RIPK1 in modulating the lipid metabolism regulator *Ch25h* (Ofengeim et al., 2015), and CH25H deficiency is protective in EAE (Chalmin et al., 2015). We found RIPK1 kinase activation in microglia and astrocytes induced expression of various genes whose deficiency is protective in EAE or whose expression is increased in MS patients, including *Bhlhe40, Mir155hg, Rgs1*, and *Lcn2* (Al Nimer et al., 2016; Lee and Bou Dagher, 2016; Lin et al., 2014; Murugaiyan et al., 2011; O’Connell et al., 2010). In addition, lipidomic analysis of sterol intermediates demonstrated RIPK1 activation in astrocytes disrupts the cholesterol biosynthesis pathway. Thus, RIPK1 kinase activation in microglia and astrocytes drives a disease-relevant inflammatory gene expression profile and may regulate lipid- and metabolism-related genes implicated in MS pathogenesis.

We used two mouse strains to demonstrate the importance of RIPK1 kinase signaling in the EAE model of MS. Our data revealed RIPK1 inhibition can block increases in plasma neurofilament levels, suggesting an attenuation of neurodegeneration, and demonstrated that therapeutic administration of a CNS-penetrant RIPK1 kinase inhibitor effectively blocks disease symptoms. Furthermore, we provided evidence for the role of RIPK1 kinase signaling in the progressive NOD-EAE model, in which we observed spinal cord increases in RIPK1 activation, similar to our findings in progressive MS patients. Therapeutic RIPK1 kinase inhibition significantly attenuated disease progression in the NOD-EAE model. We confirmed the relevance of RIPK1-kinase-mediated signaling in microglia and astrocytes *in vivo* during EAE by RNA-seq. 

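The RIPK1-dependent genes that the paper lists from cultured cells in Figures 2J and 4E were looked up in the EAE libraries, where 74 of them were tested in microglia and 76 in astrocytes. These lists come from other samples, so they were not picked on the EAE libraries. With RIPK1inh-1 their median log2 fold change was 0.09 in microglia (camera p of 0.0179, fry p of 0.345) and -0.08 in astrocytes (camera p of 0.880). In microglia 44 of 74 were higher with RIPK1inh-1, and in astrocytes 32 of 76 were. With the genes of Figure 4E alone, the medians with RIPK1inh-1 were 0.11 and -0.18, and with genes of a mean log2 value of at least 1 the median in astrocytes was 0.33, the opposite direction.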

Although our *in vitro* analysis in response to acute RIPK1 kinase activation demonstrated a pro-inflammatory transcriptional signature, the *in vivo* EAE signature revealed specific and distinct RIPK1-kinase-dependent regulation in microglia and astrocytes. Homeostatic microglial markers and mitochondrial dysfunction pathways were modulated in a RIPK1-kinase-dependent manner. 

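Psmb8, Lcn2 and Gbp2 had the largest rises in EAE astrocytes among genes with an adjusted p under 0.05 and a mean log2 value of at least 1, and they changed by -0.73, -0.81 and -1.01 with RIPK1inh-1, with exact permutation p values of 0.0736, 0.318 and 0.0433. Lrp3, Chst8 and Slc15a2, which had the largest falls, changed by 2.35, 2.02 and 3.64, with exact permutation p values of 0.0325, 0.0519 and 0.0108. The adjusted p from limma was 0.840 for each of these 6 genes. Psmb8, Gbp2, Lrp3 and Slc15a2 are marked as confounded with another gene. The change of Lcn2 ran from -1.25 without RIPK1inh-1 library 2 to -0.21 without RIPK1inh-1 library 5. Gbp2 no longer met the unadjusted p of 0.05 without EAE-vehicle library 5 (-0.86) or 6 (-0.87) or RIPK1inh-1 library 1 (-0.89) or 5 (-0.85), and Chst8 without RIPK1inh-1 library 5 (1.49), whereas Psmb8 met it without EAE-vehicle library 2 (-0.81) or 4 (-0.88) or RIPK1inh-1 library 4 (-0.96). In microglia, H2-Aa and H2-Eb1, among the largest rises, changed by -0.12 and -0.01 with RIPK1inh-1, with an adjusted p of at least 0.941 from limma, and 1 RIPK1inh-1 library, at 11.81, lay apart for H2-Aa. H2-Eb1 changed direction without any of 4 libraries, to 0.06 without EAE-vehicle library 2, 0.0015 without EAE-vehicle library 3, 0.07 without RIPK1inh-1 library 1 and 0.12 without RIPK1inh-1 library 2. Cd74 sat at the highest value of the files in all 6 EAE-vehicle microglia libraries, so the size of its change with RIPK1inh-1 (-0.84, exact permutation p = 0.0152) is limited by that ceiling. Fcrls, Serpinf1 and Fos, the largest falls in EAE microglia, changed by 0.85, 1.45 and 0.33 with RIPK1inh-1, with exact permutation p values of 0.351, 0.0433 and 0.792 and an adjusted p of at least 0.930 from limma. Fos changed direction without EAE-vehicle library 6 (-0.28) or RIPK1inh-1 library 1 (-0.42) or 3 (-0.24). Fcrls met the unadjusted p of 0.05 without RIPK1inh-1 library 4 (1.46), but changed by 0.26 without RIPK1inh-1 library 5. These 12 genes were chosen by their change against the same EAE-vehicle libraries, and a choice of that kind pulls the 2 changes in opposite directions.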

Although transcriptional regulation of inflammation does not appear to be a primary function of RIPK1 during EAE, the critical chemokine CCL2 was downregulated by RIPK1 kinase inhibition in astrocytes (Dogan et al., 2008; Kim et al., 2014; Van Der Voorn et al., 1999). We confirmed astrocytes downregulate cholesterol synthesis genes during EAE (Itoh et al., 2018) and demonstrated RIPK1-kinase-mediated signaling regulates ribosomal and cholesterol biosynthesis genes. 

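Among the 21 genes of the cholesterol pathway, 18 were lower in EAE-vehicle than in naive astrocytes and 19 were higher with RIPK1inh-1 than with vehicle. In microglia, 9 of the 21 were lower in EAE and 11 were higher with RIPK1inh-1. The fry p for RIPK1inh-1 on these genes in microglia was 0.779, and the difference between the cell types for RIPK1inh-1 had a median of 1.00 (camera p of 1.52e-06, fry p of 0.0322).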

Further study is needed to explore the role of RIPK1 in lipid metabolism, but our results of RIPK1 kinase activation modulating cholesterol biosynthesis in astrocytes *in vitro* and in EAE suggest this regulation may occur in various diseases. Thus, our study implicates RIPK1-kinase-dependent signaling in both astrocytes and microglia in neuroinflammation and MS pathology and suggests RIPK1 as a therapeutic target, particularly in progressive MS.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Dimitry Ofengeim ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

The accession numbers for the RNA-seq data reported in this paper are GEO: GSE154228 (EAE astrocytes and microglia), GEO: GSE154230 (murine microglia and astrocytes *in vitro)* and GEO: GSE172027 (human astrocytes).

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Cell culture and plating

For murine mixed glial cultures, brains from four-day old C57BL/6 mice were harvested and pooled in DMEM/F12-Glutamax media with 10% FBS transferred into warm 0.25% trypsin (2mL/brain) and incubated at 37°C while rotating for 30 minutes. The tissues were dissociated and filtered through a 70μM cell strainer. The single-cell suspension was plated in T150 tissue culture flasks (1 flask/mouse) and the cells were fed with a complete medium change 5, 8 and 11 days later. Mixed glia were also seeded at 2.5x10^4 cells/well in PDL-coated black 96-well plates, 1.5x10^5 cells/well in 12-well plates, or 3x10^5 cells/well in 6-well plates and cultured for 12 days for use in *in vitro* experiments. On day 12 mixed glial cells were trypsinized and the single cell suspensions were counted. To isolate primary murine microglia, the EasySep Mouse CD11b Positive Selection Kit (StemCell #18970) was used with EasySep Magnets (StemCell #18000) according to manufacturer’s instructions. Primary murine astrocytes were isolated from the microglia negative fraction, with the EasySep Mouse APC Positive Selection Kit (StemCell #18452) and plated in DMEM high glucose with 10% FBS and N2 supplement (1:100 dilution; Thermo Fisher Scientific #17502-048). For cell viability, ELISA and MSD experiments, isolated microglia and astrocytes were plated at 5x10^4 cells/well in PDL-coated 96-well plates. For qRT-PCR experiments, microglia were seeded at 1.5x10^6 cells/well and astrocytes plated at 1x10^6 cells/well in 12-well plates. For western blot experiments, microglia were seeded at 3x10^6 cells/well and astrocytes at 2x10^6 cells/well in 6-well plates. Cells were typically rested for 24-48 hours prior to stimulation. Cortical neurons were isolated from E16.5 C57BL/6 embryos and seeded at 4x10^4 cells/well in PDL and laminin-coated 96-well plates. Neurons were maintained in Neurobasal media with L-glutamine and B27 supplement prior to treating at day 6 in culture. OPCs were isolated from 2-5 day old Sprague Dawley rat pups with anti-A2B5 microbeads (Miltenyi #130-093-388) and maintained in DMEM/F12 media with B27 supplement (GIBCO #12587010) and supplemented with bFGF (2ng/mL; Thermo Fisher Scientific #PHG0024) and PDGF-AA (2ng/mL; Thermo Fisher Scientific #PHG0035). OPCs were seed on top of mixed glia or directly into PDL-coated black 96-well plates at 1x10^4 cells/well. Human macrophages were differentiated from CD14+ monocytes isolated from donor PBMCs and maintained in RPMI with 10% FBS and hM-CSF (100ng/mL; R&D Systems #216-MC). Human iPSC-derived microglia (FujiFilm #01279) were seeded at 2x10^4 cells/well in PDL-coated 96-well plates or 2.5x10^5 cells/well in PDL-coated 12-well plates and maintained in iCell Glial Base Medium with supplements. Human astrocytes (GIBCO #N7805-100) were seeded at 2.5x10^4 or 5x10^5 cells/well on Matrigel-coated 96- or 12-well plates, respectively, and maintained in DMEM with 10% FBS and N2 supplement.

#### C57BL/6 and NOD-EAE induction and scoring

All animal studies were conducted in compliance with the ethical regulations and full approval of Sanofi’s Institutional Animal Care and Use Committee (IACUC) and Tufts University IACUC. Female C57BL/6J mice, at 8-10 weeks of age, were immunized with an emulsion of MOG_35-55_ peptide (250μg/mouse; New England Peptides) in 2mg/mL complete Freund’s adjuvant (CFA; Chondrex Inc #7009). The emulsion was delivered by two subcutaneous injections to the lower back in a volume of 100μL per injection site. *Bordetella pertussis toxin* (PTX; Sigma-Aldrich #P7208) was administered via tail vein injection on Day 0 and Day 2 at a dose of 280ng/animal in 100μL of PBS. Following EAE induction, mice were monitored daily for paralytic symptoms and scored for their clinical presentation using a progressive scoring system (Score 0: no disease; Score 1: flaccid tail; Score 2: hindlimb weakness; Score 3: hindlimb paralysis; Score 4: Front limb weakness or partial paralysis; Score 5: death). On days 11 to 13 mice were randomized into treatment groups upon reaching a clinical score of 1, and twice daily dosing (BID) of vehicle (0.5% methyl cellulose in water) or RIPK1_inh_-1 (30mg/kg and 60mg/kg) was initiated.

Female NOD/ShiLtJ mice, at 8-10 weeks of age, were immunized with an emulsion of MOG_35-55_ peptide (150μg/mouse) in CFA. The emulsion was delivered by two subcutaneous injections to the lower back in a volume of 100μL per injection site. PTX was administered via intraperitoneal injection on Day 0 and Day 2 (150ng/mouse in 200μL PBS). Following EAE induction, the mice were monitored daily for paralytic symptoms and scored for their clinical presentation. On day 28 the mice were randomized into treatment groups and BID dosing of vehicle (0.5% methyl cellulose in water) or RIPK1_inh_-2 (30mg/kg) was initiated.

#### Human brain processing and sample preparation

Frozen human brain tissue was obtained from the Human Brain and Spinal Fluid Resource Center at University of California Los Angeles (http://brainbank.ucla.edu). Post-mortem derived tissue (50mg) was homogenized and lysed in 1% Triton lysis buffer (TBS), samples were centrifuged (13000xg), and the supernatant was collected as the soluble fraction. Lysis buffers contained protease and phosphatase inhibitors (1:100 dilution; Thermo Fisher Scientific #78444). The pellet was further lysed with RIPA buffer and sonicated with a fine tip sonicator. Prior to loading on a gel for western blot analysis, samples were diluted in 6M urea (Millipore Sigma #108487) in loading buffer.

### METHOD DETAILS

#### Reagents

Reagents and their final concentrations were as follows: recombinant human TNF (50ng/mL; R&D Systems #210-TA), FLAG-Tagged human TNF (1μg/mL; Enzo ALX-522-008-C050), recombinant mouse TNF (50ng/mL; R&D Systems #410-MT), Necrostatin-1 s (30μM; EMD Millipore #504297), LCL161 Smac mimetic (1μM; Selleck Chem #S7009), caspase inhibitor zVAD-fmk (20μM; Enzo Life Sciences #ALX-260-020), TAK1 inhibitor 5Z-7-Oxozeaenol (100nM; Sigma-Aldrich #O9890), RIPK3 inhibitor GSK’872 (3μM;Tocris Bioscience #6492), IKK inhibitor TPCA-1 (5μM; Selleck Chem S2824), DRAQ7 (1μM; abcam ab109202), CellTracker Green CMFDA dye (20μM; Thermo Fisher Scientific #C7025).

#### Cell stimulation and viability

Primary cells were stimulated for 2 hours for MSD experiments, for 4 hours for qRT-PCR experiments, and for 20 hours for cell viability and protein secretion readouts by CellTiter-Glo and ELISA, respectively. For OPC-related conditioned media cells were treated in serum-free OPC media for 24 hours and conditioned media was applied to OPCs for 72 hours. Typically, primary cells were pre-treated with TAK1 (5z-7, 100nM), cIAP1/2 (Smac mimetic, 1 μM), pan-caspase (zVAD, 20 μM), and RIPK1 kinase inhibitors (Nec-1 s, 30 μM)for 1 hour prior to stimulation with recombinant murine or human TNF (50ng/mL). After 20 hours, cell viability was assessed via CellTiter-Glo 2.0 (Promega #G9243; according to manufacturer’s instructions) and normalized to DMSO.

#### Immunoblotting

Cells were lysed in RIPA buffer, with protease/phosphatase inhibitors, and sonicated to extract protein. Protein concentration was measured using the BCA reagent (Thermo Fisher Scientific) and protein samples were run on NUPAGE 4%–12% Bis-Tris Midi Gels (Life Technologies, NP0321) along with 10 μL of Chameleon Duo Pre-stained protein ladder (LI-COR, 928-60000). The protein was transferred to a nitrocellulose membrane using the iBlot Transfer machine and iBlot gel transfer Stacks PVDF Regular (Life Technologies, 1340109). The membranes were blocked in Odyssey TBS blocking buffer (LI-COR, 927-50000) containing 0.1% Tween 20 for 1 hour at room temperature (RT). Membranes were incubated overnight at 4°C with the following primary antibodies: pRIPK1 (phospho-S166; 1:1000; Cell Signaling #31122 and #65746), RIPK1 (1:1000; BD Biosciences #610459 and Cell Signaling #3493), pMLKL (phospho-S345; 1:1000; abcam #ab196436 and phospho-S358; 1:1000; Cell Signaling #91689), MLKL (1:1000; Cell Signaling #14993 and #37705), MBP (1:1000; abcam ab62631), caspase-8 (1:1000; Cell Signaling #9746), and β-actin (1:5,000; Sigma-Aldrich #A5441). Membranes were incubated with LI-COR secondary antibodies at a 1:5000 dilution, imaged on the LI-COR Odyssey CLx and quantified with FIJI.

#### Co-immunoprecipitation

Co-immunoprecipitation was performed in primary murine astrocytes, plating 5x10^6 cells per 15cm dish and culturing for 3 days. Astrocytes were treated for 0, 5 or 15 minutes with 1μg/mL FLAG-hTNF. Cells were lysed in Pierce IP lysis buffer, supplemented with protease/phosphatase inhibitors and N-Ethylmaleimide (10mM; Thermo Fisher Scientific #23030), and 1mg lysates were incubated with 100uL bead slurry of Pierce Anti-DYKDDDDK Magnetic Agarose Beads (Thermo Fisher Scientific #A36797) for 4 hours, rotating at 4°C. Samples were washed 3 times using 1mL lysis buffer and bound proteins were eluted using 50μL of 1X Laemmli Sample Buffer (Boston BioProducts #BP-111R) and boiling the samples at 95°C for 5 min. Beads were retrieved using magnetic stand and solubilized proteins were analyzed by immunoblotting.

#### Immunohistochemistry and RNAscope hybridization

Fresh frozen human brain tissue was sectioned at 10 μm with a Microm HM560 cryostat and slides were stored at −80°C until use. *In situ* hybridization and immunohistochemistry were performed with the Roche Ventana Medical Systems DISCOVERY ULTRA platform. Briefly, slides were thawed for 2 minutes and placed in 10% neutral buffered formalin for 24 hours. Slides were subsequently rinsed twice in PBS for 5 minutes and wet loaded into the Ventana. Sections were further permeabilized with cell conditioning for 8 minutes followed by target retrieval at 97°C and protease treatment (16 min at 37°C) (ACD mRNA dewax, #323222; ACD mRNA target retrieval VS universal, #323221; ACD mRNA protease, #322218). RNAscope 2.5 VS Probe-*Hs-RIPK1* (ACDBio #596589) was then hybridized for 2 h at 43°C followed by RNAscope amplification. Final signal detection was carried out using mRNA HRP (ACD RNAscope VS Universal HRP Detection Reagents #323210). Slides were then rinsed in dish soap and running water before another wet load in Ventana for subsequent immunohistochemistry procedure. Primary antibodies rabbit anti-IBA1 (1:500; Wako, #019-19741) or mouse anti-GFAP (1:10,000; BioLegend #837504, clone SMI 25) were diluted in antibody dilution buffer (Roche, #ADB250) and applied to the slides (100 μL/slide). Slides were incubated at 37°C for 1 hour prior to addition of UltraMap anti-Rabbit HRP (Roche, #760-4315) or anti-Mouse HRP (Roche, #760-4313). The signal detection was carried out using Discovery Purple (Roche, #760-229) and counterstaining with hematoxylin (Roche, #760-2021) and bluing solution (Roche, #760-2037). Finally, slides were removed from the Ventana, dehydrated, and coverslipped with Cytoseal XYL. Slides were dried and then imaged using a Zeiss Imager.Z1 microscope equipped with a Zeiss AxioCam MRm digital camera and Zen Pro 2012 Imaging Software. HALO (Indica Labs, version 2.3) was used to assess RIPK1 ISH and IBA1+ or GFAP+ marker co-localization.

#### Immunocytochemistry and immunofluorescence

Cells were fixed with 4% PFA for 20 minutes at RT prior to washing 3 times for 5 minutes in 0.2% PBT (0.2% Triton X-100 in PBS) and blocking with 10% donkey serum/0.2% PBT for 1 hour. Cells were incubated in the primary antibodies CSF1R (1:100; R&D Systems #AF3818), MBP (1:500; Biorad #MCA409S) and Olig2 (1:500; EMD Millipore #AB9610) diluted in 5% donkey serum/0.2% PBT overnight at 4°C. The next day, cells were washed and incubated in secondary antibodies from Life Technologies at a 1:1000 dilution, diluted in 5% donkey serum/0.2% PBT for 1 hour. Cells were then incubated in DAPI (1:20,000 in PBS) for 5 minutes, washed, and rinsed in PBS. Plates were imaged on the Phenix Opera or the IN Cell Analyzer 2200 with 9 fields of view acquired per well (Phenix: 0.384mm^2^ and IN Cell: 0.443mm^2^ per field of view), with all treatments done in at least technical triplicate per experiment. Quantification was performed on Harmony software (version 4.9) or the IN Cell Developer Toolbox (version 1.9.2), calculating the Olig2+ cell counts and the sum of the area (in μm^2^) of CSF1R+ and MBP+ staining. MBP+ area was normalized to Olig2 counts prior to normalization to DMSO control.

#### Incucyte live imaging

Cells were imaged in the Incucyte Zoom (Essen Bioscience). For monitoring dead cells, DRAQ7 was added at 1μM for 1 hour prior to stimulating cells in media containing 1μM DRAQ7. Microglia were labeled with CellTracker Green CMFDA by incubating in 20μM dye for 45 minutes at 37°C. Cells were washed once, centrifuged, and then added to mixed glial cultures at 4x10^4 cells/well prior to imaging in the Incucyte.

#### RIPK1 MSD ELISA

Lysates were prepared from cultured cells or frozen tissues homogenized in Cell Signaling lysis buffer (Cell Signaling #9803) or RIPA buffer, with protease/phosphatase inhibitors and benzonase (1:500 dilution; Sigma E1014). Biotinylated RIPK1 capture antibody (BD Bioscience #610459) was diluted in PBS to 1mg/mL and added to MSD Gold 96-well small spot streptavidin plates and incubated with shaking (700rpm) for 1 hour at RT. After blocking with MSD Blocker A for 2 hours with shaking (700rpm), 25-30 μL of lysates were incubated overnight at 4°C with shaking (600rpm). Phospho-RIPK1 (Cell Signaling #31122) or RIPK1 (Cell Signaling #3493) were diluted 1:500 in MSD Blocker A and added as detection antibodies for 1.5 hours with shaking (700rpm) at RT. Secondary detection antibody (goat anti-rabbit antibody, sulfo-TAG labeled, Meso Scale Discovery, R32AB-1) was diluted 1:1000 in MSD Blocker A and added for 1 hour at RT with shaking (700rpm). The assay was developed using 150 μL of 2x MSD read buffer (R92TC-3) and plates were read on an MSD Meso Sector imager S600. ECL counts were normalized to untreated controls or protein concentration.

#### LC-MS analysis of sterols

After thawing cell pellets at RT for 30 minutes, PBS (0.75mL) was added and mixed. The homogeneous solution was transferred to Screw Cap Culture Glass tubes (16x100mm). 3mL extraction solution (2:1 choloroform/methanol with 50ng/ml D5-zymosterol) was added using a glass pipette. The tube was capped and vortexed for 5 minutes. After centrifuging at 3,500 rpm for 5 minutes at 25°C, the lower layer organic solution was carefully transferred to a new glass tube with a glass pipette. 2mL of chloroform was added to the original tubes for a second extraction. The lower layer was combined into the tube containing the initial extraction. 2mL of PBS was added to the extracted organic solutions. After mixing and centrifuging at 3,500 rpm for 5 minutes, the lower layer was transferred into a new glass vial and dried under N2. The extracted lipids were reconstituted into 9:1 methanol:water (150uL) and transferred to a deactivated Qsert Vial for LC-MS analysis. Standard curves were prepared in 0.75mL PBS buffer. 14 sterol standards (linearity range 5-500 ng/mL) in the cholesterol biosynthesis pathway were prepared in a similar way. LC-MS was performed using a Waters ACQUITY UPLC system connected to a Sciex Q-TRAP 6500 mass spectrometer. Analyte (5 mL) was injected into the system with a partial loop in the needle overfill mode. An atmospheric pressure chemical ionization (APCI)+ source was used with the following parameters: curtain gas 16.0; ionSpray voltage 5.5 kV; temperature 380°C; ion source gas: 80 and 0; declustering potential 70V; entrance potential 10V; collision energy 38V; and collision cell exit potential 10V. The sterols were separated on a Waters ACQUITY UPLC CSH C18 Column (1.7 μm, 2.1 mm × 150 mm). The autosampler and column oven were maintained at 10°C and 30°C, respectively. The mobile phase consisted of Solvent A: 96% methanol with 0.1% acetic acid and Solvent B: methanol with 0.1% acetic acid. The gradient program was isocratic 100% A at 0.15 mL/min for 18 minutes, followed by a linear curve to 100% B at 18.5min, with the remainder of the run at 100% B at 0.25mL/min. 25 minutes per sample. MS Data were analyzed in MultiQuant. All data are normalized to the corresponding internal standard (D5-zymosterol), and data are plotted as concentration in nM per million cells.

#### RNA extraction, cDNA synthesis, and quantitative real-time PCR

RNA isolation from the brain was performed following manufacturer’s instructions with the RNeasy Lipid Tissue Mini Kit (QIAGEN #74804), with approximately 50 mg of human brain tissue homogenized in 1 mL of QIAzol Lysis Reagent with a handheld homogenizer. Cells were lysed in 350mL RLT Plus Lysis Buffer and RNA was extracted using the QIAGEN RNeasy Plus Mini kit (QIAGEN #74136) following manufacturer’s instructions. RNA quantity was measured with the Nanodrop 8000 and cDNA was synthesized using 500ng to 1mg total RNA with the Quantitect Reverse Transcription Kit (QIAGEN #205313) according to manufacturer’s instructions. For qRT-PCR, samples were run in a 384-well plate in triplicate on the QuantStudio 7 Real-Time PCR system (Applied Biosystems) with 2 mL cDNA per well used with Fastlane master mix, H_2_O and Taqman probes in a total volume of 20 μL. Relative gene expression was normalized to the housekeeping gene Rpl37a, and determined using the ΔΔCT method.

#### RNA sequencing and analysis

Primary murine microglia and astrocytes were stimulated for 4 hours as indicated, and cells were lysed in 350mL RLT Plus Lysis Buffer. RNA was extracted using the QIAGEN RNeasy Plus Mini kit following manufacturer’s instructions and RNA quantification and quality assessment was performed with the Agilent 2100 Bioanalzyer. The RNA was used for sequencing library preparation with polyA selection and sequenced on BGI DNBseq with paired-end 150bp reads. The samples’ raw RNA-seq data were uploaded, processed, and analyzed with the RNA-seq process pipeline in OmicSoft Array Studio software (version 10.1.1.3), including data quality control, alignment, quantification, normalization and log2 transformation to obtain the expression values (log2 FPKM) for each sample. The differentially expressed genes from each comparison were derived by paired t test on sample expressions with different cutoffs, e.g., ∣FC∣ >1.5 and p value < 0.05. ToppGene Suite (https://toppgene.cchmc.org/) and Ingenuity Pathway Analysis (QIAGEN) were used for gene ontology, pathway, and gene-disease association analysis.

#### siRNA silencing

Primary murine astrocytes were isolated and plated at 3x10^5 cells per well in a 24-well plate. 72 hours later, 1μM Accell Mouse Ripk1 siRNA SMARTpool (Dharmacon #E-040150-00-0010) was used to treat the astrocytes. After 72 hours, the cells were treated with T/5z-7 or T/S/Z for 4 hours as described previously and lysed for RNA extraction.

#### EAE Spinal Cord Isolation and FACS Sorting

EAE was induced in female C57BL/6J mice which were dosed for 3 days upon reaching a clinical score of 1, with BID dosing of vehicle (20% Captisol) or RIPK1_inh_-1 (50mg/kg). Mice were sacrificed and perfused with PBS. Spinal cords were extracted, chopped in Accutase (1mL/sample; Sigma), and homogenized with a 19-gauge needle. Samples were incubated at 4°C for a total of 20 minutes and homogenized with a 21-gauge needle at intervals of 10 minutes. Cells were then filtered through a 100μm cell strainer. Samples were pelleted, resuspended in 3mL PBS and 4mL 25% BSA in PBS, and centrifuged (1200 g, 10 minutes). Supernatants were aspirated to remove excess myelin and samples were resuspended in 5mL 25% BSA. The spin was repeated, and supernatants discarded. Cells were resuspended in 100μL FACS staining buffer (2% FBS, 2mM EDTA, 1% P/S in PBS) and treated with Fc block (CD16/32, 1:100; BD Biosciences, #553142) for 5 minutes. Cells were stained for FACS sorting at 4°C for 45 minutes with the following antibodies: anti-CD45 BUV395 (1:50; BD Biosciences #564279, clone 30-F11), anti-CD11b BV421 (1:50; BD Biosciences #562605, clone M1/70), anti-CX3CR1 BV711 (1:50; Biolegend, #149031, clone SA011F11), anti-CD140a PE (1:50; Biolegend, #135905, clone APA5), and anti-GLAST APC (1:10; Miltenyi Biotec, #130-095-822, clone ASCA-1). Astrocytes were defined as GLAST^+^CD11b^−^CD45^−^CD140a^−^ while microglia were defined as CD11b^+^CD45^int^CX3CR1^+^.

#### Plasma Neurofilament-H

Murine plasma neurofilament-heavy (NF-H) was assessed on 5μL murine plasma using the human SimplePlex Assay from R&D Systems (the kit is cross reactive with murine NF-H; Protein Simple #SPCKB-PB-000519) according to manufacturer’s instructions. The SimplePlex Assay performed on the Ella platform utilizes a microchip with capillaries coated with NF-H antibodies.

#### ELISA and Milliplex

Cell culture supernatants from astrocytes were subjected to murine IL-6 ELISA (R&D Systems) according to the manufacturer’s instructions. The concentration of cytokines in the media was adjusted based on the standard curve. Cell culture supernatants from microglia were run on a custom MILLIPLEX MAP mouse cytokine/chemokine magnetic bead panel (Millipore Sigma) following manufacturer’s instructions to determine the concentrations of CXCL1 and CXCL2.

### QUANTIFICATION AND STATISTICAL ANALYSIS

Data are presented as mean ± SD for *in vitro* experiments and mean ± SEM for *in vivo* and *ex vivo* samples. Statistical analyses were performed using GraphPad Prism software, version 8.4.2 and p values are indicated by * ≤ 0.05, ** ≥ 0.01, *** ≤ 0.001, and **** ≥ 0.0001. P values were determined by paired or unpaired 2-tailed Student’s t test with Welch’s correction, or one-way ANOVA or two-way ANOVA with post hoc Tukey, Sidak or Dunnett’s test. N represents biological replicates, with each point depicting an individual mouse or human sample, or the mean of technical replicates from cells isolated from separate litters of mice. When data are shown as representative of independent experiments, technical replicates are depicted from a representative experiment, and statistical analysis was not performed on graphs depicting technical replicates.

## Supplementary Material

Supplementary data

## Figures and Tables

**Figure 1.**
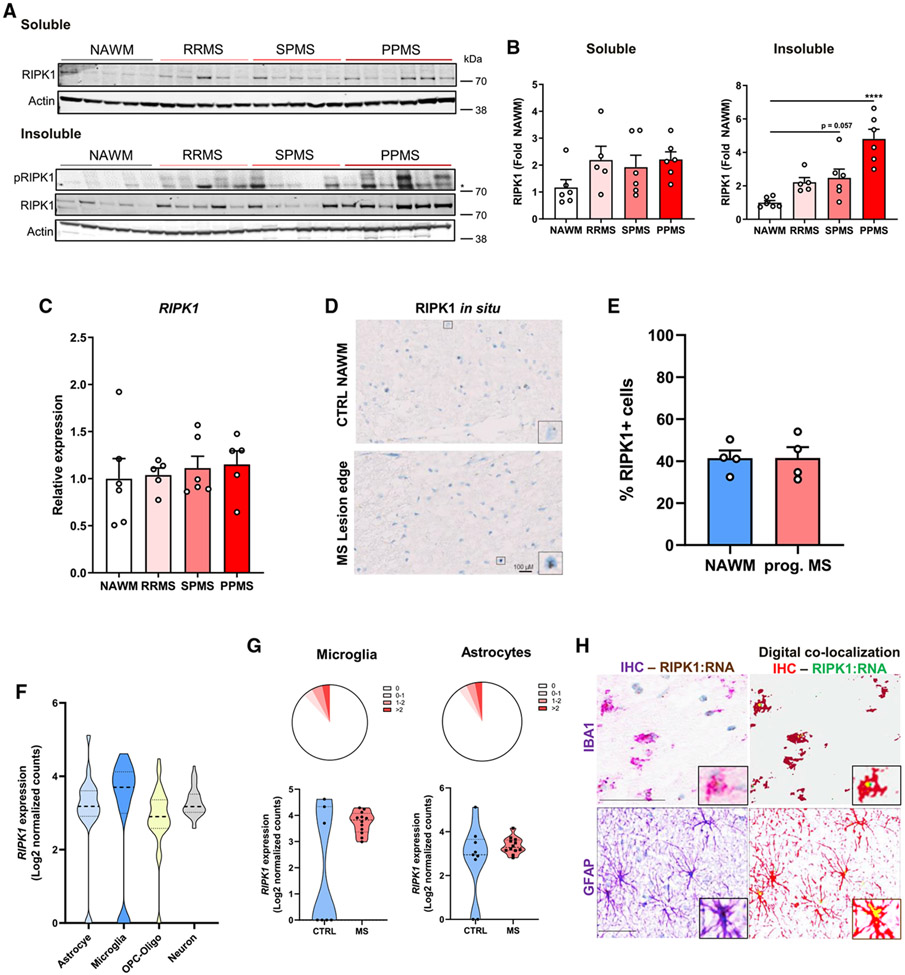
RIPK1 protein levels are elevated in progressive forms of MS (A) Protein levels assessed by immunoblotting soluble (TBS/Triton) and insoluble (RIPA/urea) brain lysates from control (CTRL) and MS patients; *non-specific band. (B) Quantification of blots in (A) normalized to NAWM control (n = 5 RRMS; n = 6 NAWM, SPMS, and PPMS samples). (C) qRT-PCR analysis of *RIPK1* expression in control and MS patient samples from (B). (D) RIPK1 *in situ* hybridization (ISH) of CTRL and progressive MS (prog. MS) brains (perilesion area). The inset depicts RIPK1+ ISH as brown dots. Scale bar: 100 μM. (E) Quantification of RIPK1+ ISH cells (n = 4 per group). 2–3 areas of similar size were quantified per sample, including lesion area in prog. MS samples. (F) Pseudo-bulk analysis of *RIPK1* expression in astrocytes, microglia, oligodendrocytes and OPCs, and neurons from control and MS patients from an RNA-seq database (Schirmer et al., 2019). (G) Single-cell *RIPK1* expression represented by read count distribution in microglia and astrocytes in control and MS patients (top), with violin plots (bottom) depicting pseudo-bulk analysis expression from (F) in individuals (n = 7–9 control, n = 12 MS). (H) ISH and immunohistochemistry (IHC) staining of prog. MS brains (perilesion area) depicting RIPK1+ ISH as brown dots and IBA1+ microglia/macrophages or GFAP+ astrocytes in purple. Digital co-localization of RIPK1 and IBA1 or GFAP is depicted in pseudo-yellow in the analysis image (inset), where RIPK1+ ISH is green and IBA1+ or GFAP+ IHC is red. Scale bar: 50 μM. Error bars represent mean ± SEM. Images are representative of 4 NAWM and 4 prog. MS samples (D and H). One-way ANOVA with Tukey post hoc test was performed (B). ****p < 0.0001. See also Figure S1 and Table S1.

**Figure 2.**
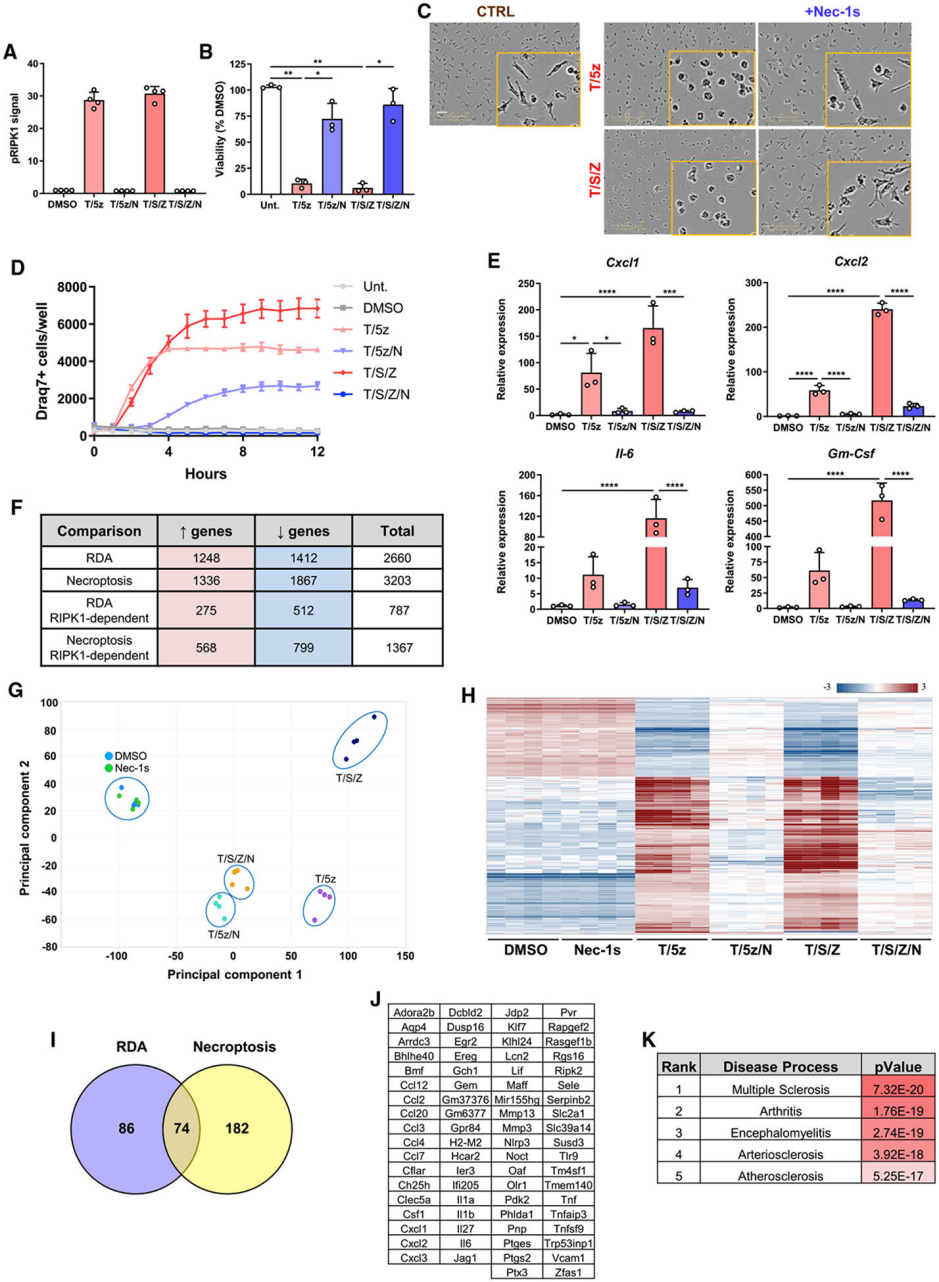
RIPK1 kinase activity regulates pro-inflammatory signaling and cell death in murine microglia *in vitro* (A) MSD assay quantifying pRIPK1 levels in microglia treated for 2 h. (B) Viability of microglia stimulated for 20 h (n = 3). (C) Representative images depicting microglial morphology 20 h after treatment. Scale bar: 100 μM. (D) Quantification of DRAQ7+ microglia imaged in the IncuCyte Zoom system. (E) Relative gene expression in microglia treated for 4 h (n = 3). (F) RNA-seq data in microglia treated with T/5z (RDA) or T/S/Z (necroptosis) for 4 h with or without Nec-1s (RIPK1-dependent), comparing upregulated and downregulated genes (cutoff ∣FC∣ > 1.5, p < 0.05). (G) PCA of RNA-seq microglia (n = 4). (H) Hierarchical heatmap clustering of RIPK1-kinase-dependent genes. (I) Overlap of RIPK1-dependent genes (cutoff ∣FC∣ > 2, p < 0.05). (J) List of overlapping RIPK1-dependent genes from (I). (K) Top 5 diseases associated with genes in (J) from the ToppGene database. Error bars represent mean ± SD. Data depict technical replicates and are representative of 2 (A) or 3 (D) independent experiments. One-way ANOVA with Tukey post hoc test was performed (B and E). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. T, TNF; S, Smac; Z, zVAD; N, Nec-1s. See also Figures S2 and S3.

**Figure 3.**
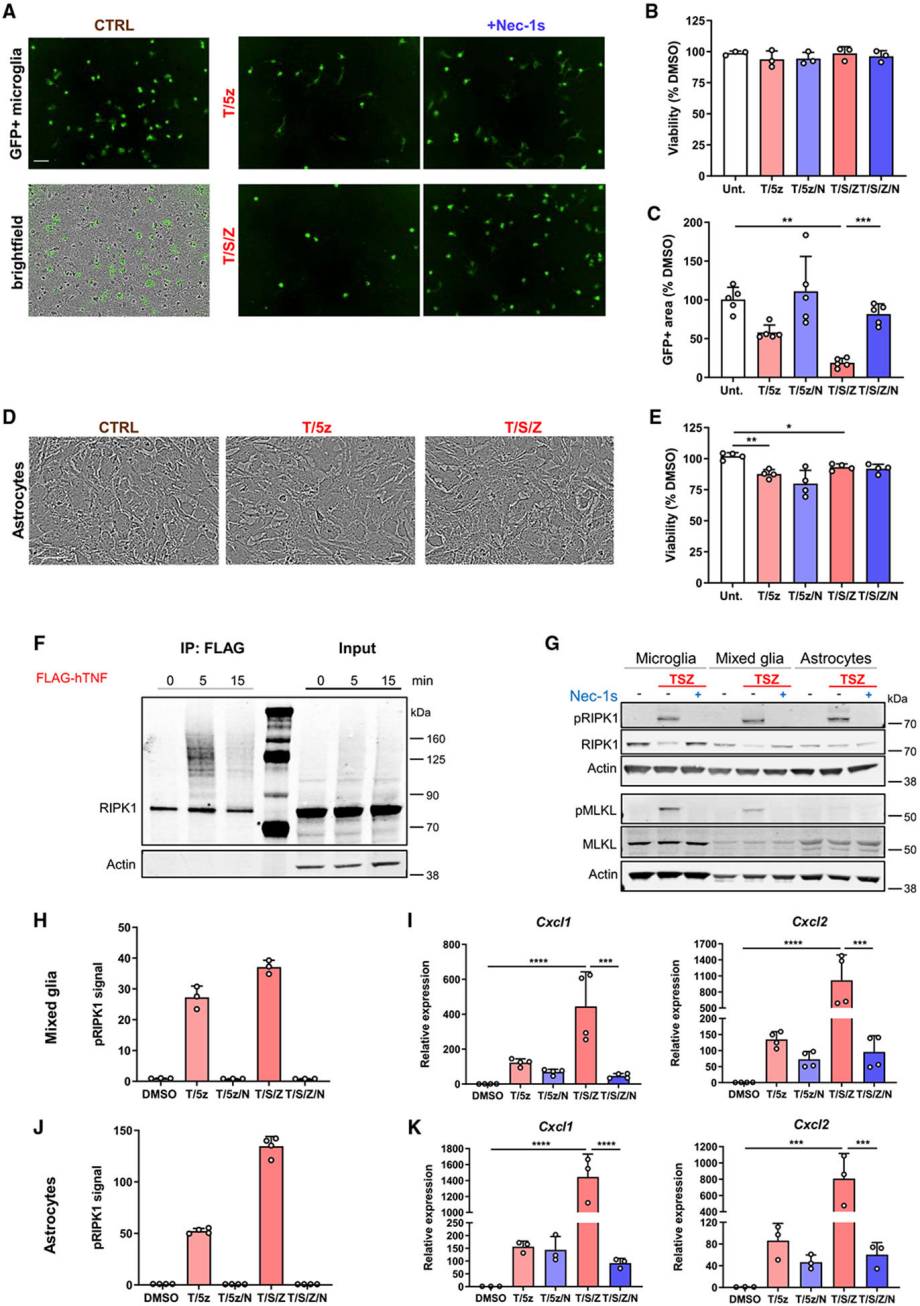
RIPK1 kinase activation mediates pro-inflammatory signaling, but not cell death, in murine mixed glia and astrocytes *in vitro* (A) Representative images depicting GFP+ microglia seeded on mixed glial culture and treated for 48 h. Scale bar: 100 μM. (B) Viability of mixed glia stimulated for 20 h (n = 3). (C) Quantification of GFP+ microglia in mixed glial culture measured as GFP+ area normalized to DMSO control (n = 5). (D) Representative images depicting astrocytes 20 h after treatment. Scale bar: 100 μM. (E) Viability of astrocytes stimulated for 20 h (n = 4). (F) Protein expression in astrocytes assessed by immunoblotting after stimulation with FLAG-tagged human TNF and immunoprecipitation with anti-FLAG. (G) Protein expression assessed by immunoblotting after 2 h stimulation in microglia, mixed glia, and astrocytes. (H–K) MSD quantification of pRIPK1 in mixed glia (H) or astrocytes (J) treated for 2 h. Relative gene expression in mixed glia (I) or astrocytes (K) treated for 4 h (n = 4 mixed glia, n = 3 astrocytes). Error bars represent mean ± SD. Data depict technical replicates and are representative of 2 independent experiments (F–H and J). One-way ANOVA with Tukey post hoc test was performed (C, E, I, and K). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. See also Figure S4.

**Figure 4.**
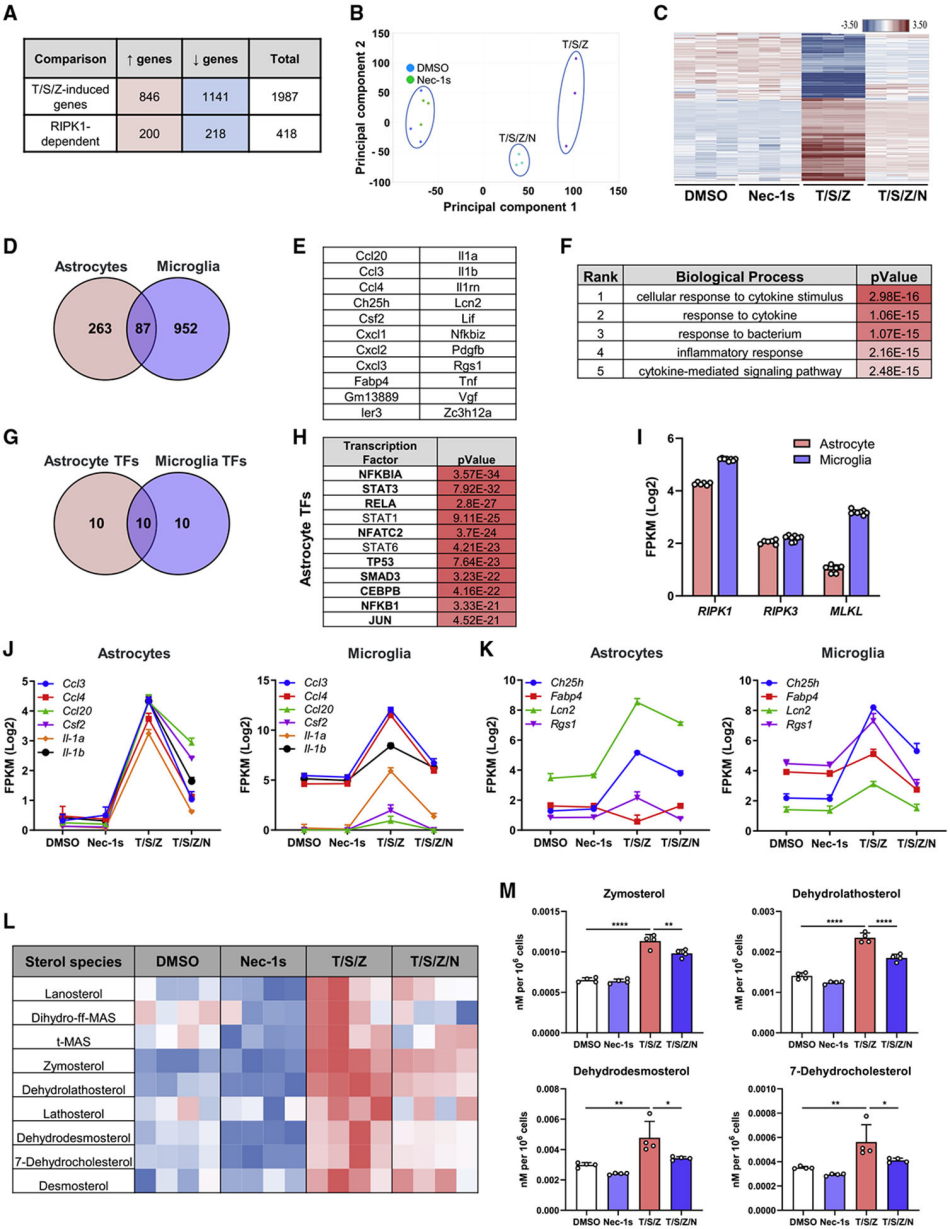
RIPK1 kinase activity regulates a pro-inflammatory transcriptional program in murine astrocytes *in vitro* (A) RNA-seq in astrocytes comparing upregulated and downregulated genes with T/S/Z or T/S/Z/N (RIPK1 dependent) stimulation (cutoff ∣FC∣ > 1.5, p < 0.05). (B) PCA of astrocytes (n = 3) treated for 4 h. (C) Hierarchical heatmap clustering of RIPK1-kinase-dependent genes. (D) Overlap of RIPK1-dependent genes from T/S/Z-stimulated microglia and astrocytes (cutoff ∣FC∣ > 1.5, p < 0.05). (E) List of overlapping RIPK1-dependent genes from (D), with cutoff ∣FC∣ > 2. (F) Gene Ontology terms for biological processes from ToppGene Suite for genes in (E). (G) Overlap of upstream transcriptional regulators predicted in Ingenuity Pathway Analysis (IPA) for genes in (D). (H) Top transcriptional regulators in astrocytes from (G), with overlapping transcription factors in bold. (I) Gene expression in astrocytes and microglia (n = 6 astrocytes, n = 8 microglia for DMSO and Nec-1s samples). (J and K) Expression of individual genes involved in inflammatory (J) or lipid and metabolism (K) signaling. (L) Heatmap of sterol profile from astrocytes treated for 24 h (n = 4). (M) Concentrations of altered sterol species in astrocytes treated for 24 h (n = 4). Error bars represent mean ± SD. One-way ANOVA with Tukey post hoc test was performed. *p < 0.05, **p < 0.01, ****p < 0.0001. See also Figure S5.

**Figure 5.**
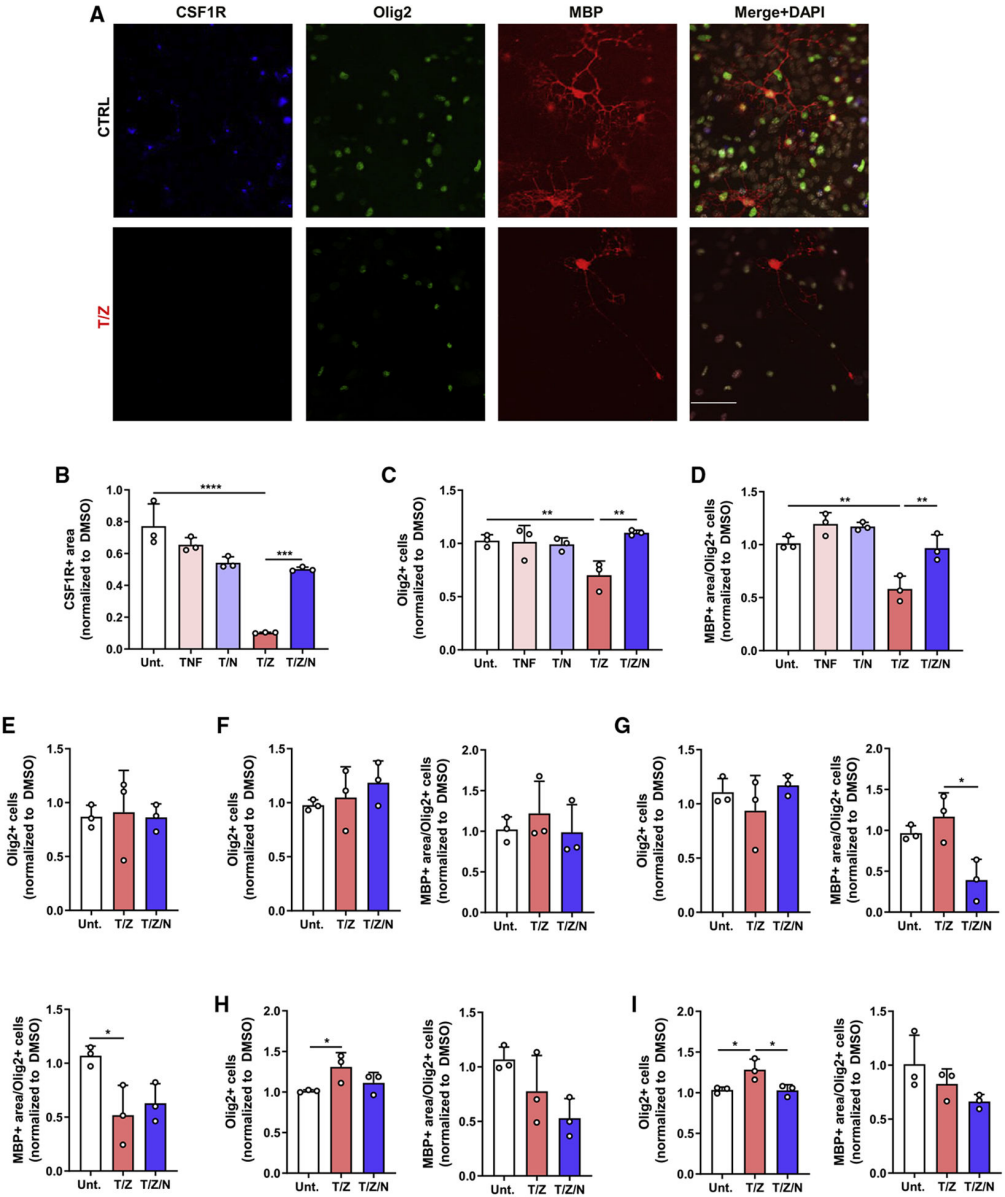
RIPK1 kinase activation in microglia and astrocytes mediates deleterious non-cell-autonomous signaling *in vitro* (A) Representative images depicting OPCs seeded on mixed glial cells, treated for 72 h, and stained with indicated antibodies. Scale bar: 50 μM. (B–D) Quantification of CSF1R+ area (B), Olig2+ cells (C), and MBP+ area (D) from OPCs co-cultured with mixed glial cells and treated for 72 h (n = 3). (E–I) Quantification of Olig2+ cells and MBP+ area from OPCs cultured with mixed glia (E), astrocyte (H), or microglia (I) conditioned media or OPCs co-cultured with astrocytes (F) or microglia (G) and treated for 48 h (E) or 72 h (F–I) as outlined (n = 3). Error bars represent mean ± SD. One-way ANOVA with Tukey post hoc test was performed. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

**Figure 6.**
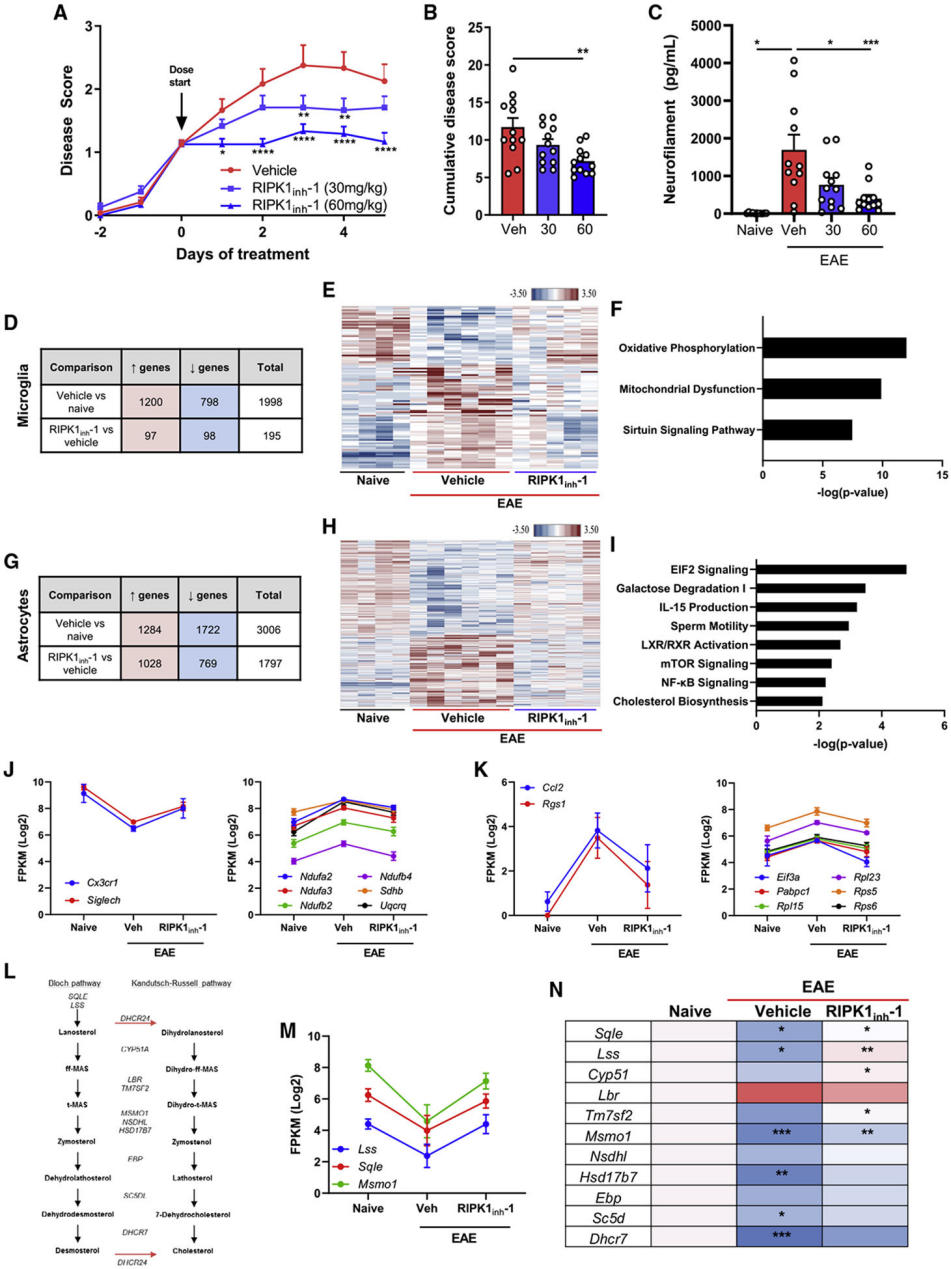
RIPK1 kinase inhibition attenuates clinical disease progression and suppresses microglial and astrocyte signaling pathways in a murine model of MS (A) Mean disease scores for vehicle (0.5% methylcellulose, twice a day [BID]) and RIPK1 kinase inhibitor groups (RIPK1_inh_-1, 30 or 60 mg/kg BID) in C57BL/6 EAE mice (n = 12 mice/group). (B) Cumulative disease scores for each mouse are depicted. (C) Neurofilament heavy levels measured in the plasma of naive or EAE-induced mice at sacrifice (n = 11 naive and vehicle, n = 12 RIPK1_inh_-1). (D–H) RNA-seq data in microglia (D) and astrocytes (G) isolated from naive or EAE-induced mice depicting upregulated and downregulated genes (cutoff ∣FC∣ 1.5, p < 0.05; n = 4 naive, n = 6 EAE-vehicle [20% Captisol], and n = 5 EAE-RIPK1_inh_-1 [50 mg/kg BID] mice). Hierarchical heatmap clustering of RIPK1-kinasedependent genes in microglia (E) and astrocytes (H). Top pathways predicted from IPA for RIPK1-kinase-dependent genes in microglia (F) and astrocytes (I). (J–M) Gene expression levels in RNA-sequenced microglia (J) and astrocytes (K and M); *Ccl2* p = 0.072 (EAE-vehicle versus EAE-RIPK1_inh_-1), all other genes p < 0.05. (L) Diagram of genes and sterol intermediates in the cholesterol biosynthesis pathway. (N) Heatmap of cholesterol biosynthesis genes from RNA-sequenced astrocytes, normalized to naive mice, with significant changes for naive versus EAE-vehicle and EAE-vehicle versus EAE-RIPK1_inh_-1 shown. Error bars represent mean ± SEM. One-way ANOVA with Tukey post hoc test (B and C) or two-way ANOVA with Dunnett test (A) was performed. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. See also Figure S6.

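At an adjusted p of 0.05 from limma, 1136 microglial genes differed between EAE-vehicle and naive mice, 685 of them higher in EAE and 451 lower. In astrocytes 178 genes did, 105 higher and 73 lower. At an unadjusted p under 0.05 alone, the EAE comparison held 3899 genes in microglia and 2126 in astrocytes. The number of astrocytic genes at an adjusted p of 0.05 ran from 85 without naive library 3 to 204 without RIPK1inh-1 library 5.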

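A gene called in either direction with RIPK1inh-1, whatever its direction in EAE, counts toward 234 of the EAE genes in microglia (6.74%) and 350 in astrocytes (17.0%). With no fold change cutoff and a change against the direction of EAE, there were 252 such genes in microglia and 349 in astrocytes.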

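Ndufa3 averaged 6.69 ± 0.56 (SD, n = 4) in naive, 8.05 ± 0.32 (SD, n = 6) in EAE-vehicle and 7.29 ± 0.74 (SD, n = 5) in EAE-RIPK1inh-1 microglia. Sdhb averaged 7.74 ± 0.48 (SD, n = 4), 8.61 ± 0.19 (SD, n = 6) and 7.90 ± 0.61 (SD, n = 5) in the same order. Rpl15 averaged 4.76 ± 0.23 (SD, n = 4), 5.78 ± 0.50 (SD, n = 6) and 5.07 ± 0.61 (SD, n = 5) in astrocytes. With quality weights, Ndufb2 and Ccl2 reached an unadjusted p under 0.05 for RIPK1inh-1, and Rgs1 did so under no setting that kept all libraries.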

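Lss, marked as confounded with another gene, averaged 4.41 ± 0.64 (SD, n = 4) in naive, 2.38 ± 1.81 (SD, n = 6) in EAE-vehicle and 4.39 ± 1.34 (SD, n = 5) in EAE-RIPK1inh-1 astrocytes. Its change with RIPK1inh-1 was 2.02 (standard error 0.84, exact permutation p = 0.0736), and the call was lost in 6 of the 15 fits that left out 1 library (1.54 to 1.91). Sqle changed by 1.88 (standard error 0.94, exact permutation p = 0.156) and Cyp51, marked as confounded, by 1.00 (standard error 0.48, exact permutation p = 0.0736). Leaving out EAE-vehicle library 4 or 5 took both past the cutoff (2.22 and 2.32 for Sqle, 1.21 and 1.15 for Cyp51). Without EAE-vehicle library 1 the changes of Sqle and Cyp51 were smaller, 1.08 and 0.60. Tm7sf2, also marked as confounded, had no signal in naive library 2 and 6.02 or more in the other naive libraries. Its change in EAE was -1.56, and -3.08 without that library, while with RIPK1inh-1 it was 2.47 (exact permutation p = 0.0303). Nsdhl was at 2.66 in naive library 2 and 5.61 or more in the other 3. The change of Nsdhl in EAE was -1.04, and -1.80 without that library. Ebp and Lbr, the latter marked as confounded, changed by 0.00249 and -0.23 with RIPK1inh-1, and the sign of each depended on the library left out (-0.63 to 0.63 for Ebp, -0.86 to 0.33 for Lbr). Hsd17b7 and Sc5d rose by 1.33 and 1.11 with RIPK1inh-1, with exact permutation p values of 0.245 and 0.268. Hsd17b7 was called without RIPK1inh-1 library 2 (1.98), but rose by 0.74 without RIPK1inh-1 library 5. Sc5d rose by 0.45 without EAE-vehicle library 1.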

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Anti-p-S166 mRIPK1	Cell Signaling Technology	Cat# 31122; RRID:AB_2799000
Anti-p-S166 hRIPK1	Cell Signaling Technology	Cat# 65746; RRID:AB_2799693
Anti-RIPK1	BD Biosciences	Cat# 610459; RRID:AB_397832
Anti-RIPK1 (D94C12)	Cell Signaling Technology	Cat# 3493; RRID:AB_2305314
Anti-p-S345 mMLKL	Abcam	Cat# ab196436; RRID:AB_2687465
Anti-p-S358 hMLKL	Cell Signaling Technology	Cat# 91689; RRID:AB_2732034
Anti-MLKL (D216N)	Cell Signaling Technology	Cat# 14993; RRID:AB_2721822
Anti-MLKL (D6W1K)	Cell Signaling Technology	Cat# 37705; RRID:AB_2799118
Anti-Caspase-8 (1C12)	Cell Signaling Technology	Cat# 9746; RRID:AB_2275120
Anti-β-Actin	Sigma-Aldrich	Cat# A5441; RRID:AB_476744
Anti-MBP	Abcam	Cat# ab62631; RRID:AB_956157
Anti-MBP	Bio-Rad	Cat# MCA409S; RRID:AB_325004
Anti-Olig2	Millipore	Cat# AB9610; RRID:AB_570666
Anti-Iba1	Wako	Cat# 019-19741; RRID:AB_839504
Anti-GFAP	BioLegend	Cat# 837504; RRID:AB_2632641
Anti-CSF1R	R&D Systems	Cat# AF3818; RRID:AB_884158
CD45 (BUV395)	BD Biosciences	Cat# 564279; RRID:AB_2651134
CD11b (BV421)	BD Biosciences	Cat# 562605; RRID:AB_11152949
CX3CR1 (BV711)	BioLegend	Cat# 149031; RRID:AB_2565939
CD140a (PE)	BioLegend	Cat# 135905; RRID:AB_1953268
GLAST (APC)	Miltenyi Biotec	Cat# 130-095-822; RRID:AB_10829302
Goat anti-Rabbit Antibody, SULFO-TAG labeled	Meso Scale Discovery	Cat# 32AB
Donkey Anti-Rat IgG H&L (Alexa Fluor 594)	ThermoFisher	Cat# A-21209; RRID:AB_2535795
Donkey Anti-Sheep IgG H&L (Alexa Fluor 647)	ThermoFisher	Cat# A-21448; RRID:AB_2535865
Donkey Anti-Rabbit IgG H&L (Alexa Fluor 488)	ThermoFisher	Cat# A-21206; RRID:AB_2535792
IRDye® 800CW Donkey anti-Rabbit	LI-COR Biosciences	Cat# 926-32213; RRID:AB_2715510
IRDye® 800CW Donkey anti-Mouse	LI-COR Biosciences	Cat# 926-32212; RRID:AB_621847
IRDye® 680RD Donkey anti-Mouse	LI-COR Biosciences	Cat# 926-68072; RRID:AB_10953628
Biological samples		
Human post-mortem brain samples	Human Brain and Spinal Fluid Resource Center at University of California Los Angeles	http://brainbank.ucla.edu
Chemicals, peptides, and recombinant proteins		
Recombinant mouse TNF	R&D Systems	Cat# 410-MT
Necrostatin-1s	EMD Millipore	Cat# 504297
LCL161 Smac mimetic	Selleck Chem	Cat# S7009
zVAD-fmk	Enzo	Cat# ALX-260-020
5Z-7-Oxozeaenol	Sigma Aldrich	Cat# O9890
GSK’872	Tocris Bioscience	Cat# 6492
TPCA-1	Selleck Chem	Cat# S2824
DRAQ7	Abcam	Cat# ab109202
CellTracker Green CMFDA dye	Thermo Fisher Scientific	Cat# C7025
N2 supplement	Thermo Fisher Scientific	Cat# 17502-048
B27 supplement	GIBCO	Cat# 12587010
Human FGF-basic	Thermo Fisher Scientific	Cat# PHG0024
Human PDGF-AA	Thermo Fisher Scientific	Cat# PHG0035
Recombinant human M-CSF	R&D Systems	Cat# 216-MC
Recombinant human TNF	R&D Systems	Cat# 210-TA
FLAG-tagged human TNF	Enzo	Cat# ALX-522-008-C050
MOG_35-55_ peptide	New England Peptide	Sequence H2N-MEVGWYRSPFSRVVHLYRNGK-OH
Critical commercial assays		
anti-A2B5 microbeads	Miltenyi	Cat# 130-093-388
EasySep Mouse CD11b Positive Selection Kit	StemCell	Cat# 18970
CellTiter-Glo 2.0	Promega	Cat# G9243
RNeasy Lipid Tissue Mini Kit	QIAGEN	Cat# 74804
RNeasy Plus Mini kit	QIAGEN	Cat# 74136
Quantitect Reverse Transcription Kit	QIAGEN	Cat# 205313
EasySep Mouse APC Positive Selection Kit	StemCell	Cat# 18452
TaqMan Fast Advanced Master Mix	ThermoFisher	Cat# 4444557
Human Neurofilament-heavy SimplePlex Assay	R&D Systems	Protein Simple Cat# SPCKB-PB-000519
Mouse IL-6 Quantikine ELISA	R&D Systems	Cat# M6000B
Complete Freund’s adjuvant	Chondrex	Cat# 7009
*Bordetella pertussis* toxin	Sigma-Aldrich	Cat# P7208
Deposited data		
Mouse astrocyte RNA-seq	This paper	GEO: GSE154230
Human astrocyte RNA-seq	This paper	GEO: GSE172027
Mouse EAE astrocyte and microglia RNA-seq	This paper	GEO: GSE154228
Mouse microglia RNA-seq	This paper	GEO: GSE154230
Experimental models: Cell lines		
Human astrocytes	GIBCO	Cat# N7805-100
Human iPSC microglia	FujiFilm	Cat# 01279
Experimental models: Organisms/strains		
NOD/ShiLtJ mice	The Jackson Laboratory	Cat# JAX:001976; RRID:IMSR_JAX:001976
MLKL-KO mice	Provided by Dr. Warren Alexander	N/A
C57BL/6J mice	The Jackson Laboratory	Cat# JAX:000664; RRID:IMSR_JAX:000664
Oligonucleotides		
Accell Mouse Ripk1 siRNA SMARTpool	Dharmacon	Cat# E-040150-00-0010
RNAscope Probe - HuRipk1	Advanced Cell Diagnostics	Cat# 596589
RPL37A-VIC: Hs01102345 (TaqMan Gene Expression Assays)	ThermoFisher	N/A
RIPK1-FAM: Hs01041869 (TaqMan Gene Expression Assays)	ThermoFisher	N/A
CXCL2-FAM: Hs00601975 (TaqMan Gene Expression Assays)	ThermoFisher	N/A
IL6-FAM: Hs00174131 (TaqMan Gene	ThermoFisher	N/A
Ripk1-FAM: Mm00436354 (TaqMan Gene Expression Assays)	ThermoFisher	N/A
Cxcl1-FAM: Mm04207460 (TaqMan Gene Expression Assays)	ThermoFisher	N/A
Cxcl2-FAM: Mm00436450 (TaqMan Gene Expression Assays)	ThermoFisher	N/A
Csf2-FAM: Mm01290062 (TaqMan Gene Expression Assays)	ThermoFisher	N/A
Il6-FAM: Mm00446190 (TaqMan Gene Expression Assays)	ThermoFisher	N/A
Software and algorithms		
Incucyte Zoom	Essen Bioscience	Zoom 2018A; RRID:SCR_019874
Harmony	PerkinElmer	Version 4.9
IN Cell Developer Toolbox	GE Healthcare	Version 1.9.2
Prism	GraphPad	Version 8.4.2; RRID:SCR_002798
MultiQuant	SCIEX	Version 3.0
OmicSoft Array Studio	QIAGEN	Version 10.1.1.3
ZEN Pro 2012	ZEISS	RRID:SCR_013672
HALO	Indica Labs	Version 2.3; RRID:SCR_018350
ImageJ	National Institutes of Health	RRID:SCR_003070
Discovery Workbench	Meso Scale Discovery	Version 4.0; RRID:SCR_019192
LI-COR Image Studio Software	LI-COR Biosciences	Version 5.2; RRID:SCR_015795

# Supplementary material for: RIPK1 activation mediates neuroinflammation and disease progression in multiple sclerosis
**Source:** Cell Rep. Author manuscript; Available in PMC 2022 Mar 12.
**Supplement:** Supplementary data

**Supplemental information**

**RIPK1 activation mediates neuroinflammation  
and disease progression in multiple sclerosis**

**Matija Zelic, Fabrizio Pontarelli, Lisa Woodworth, Cheng Zhu, Amy Mahan, Yi Ren, Michael LaMorte, Ross Gruber, Aislinn Keane, Pequita Loring, Lili Guo, Tai-he Xia, Boyao Zhang, Pontus Orning, Egil Lien, Alexei Degterev, Timothy Hammond, and Dimitry Ofengeim**

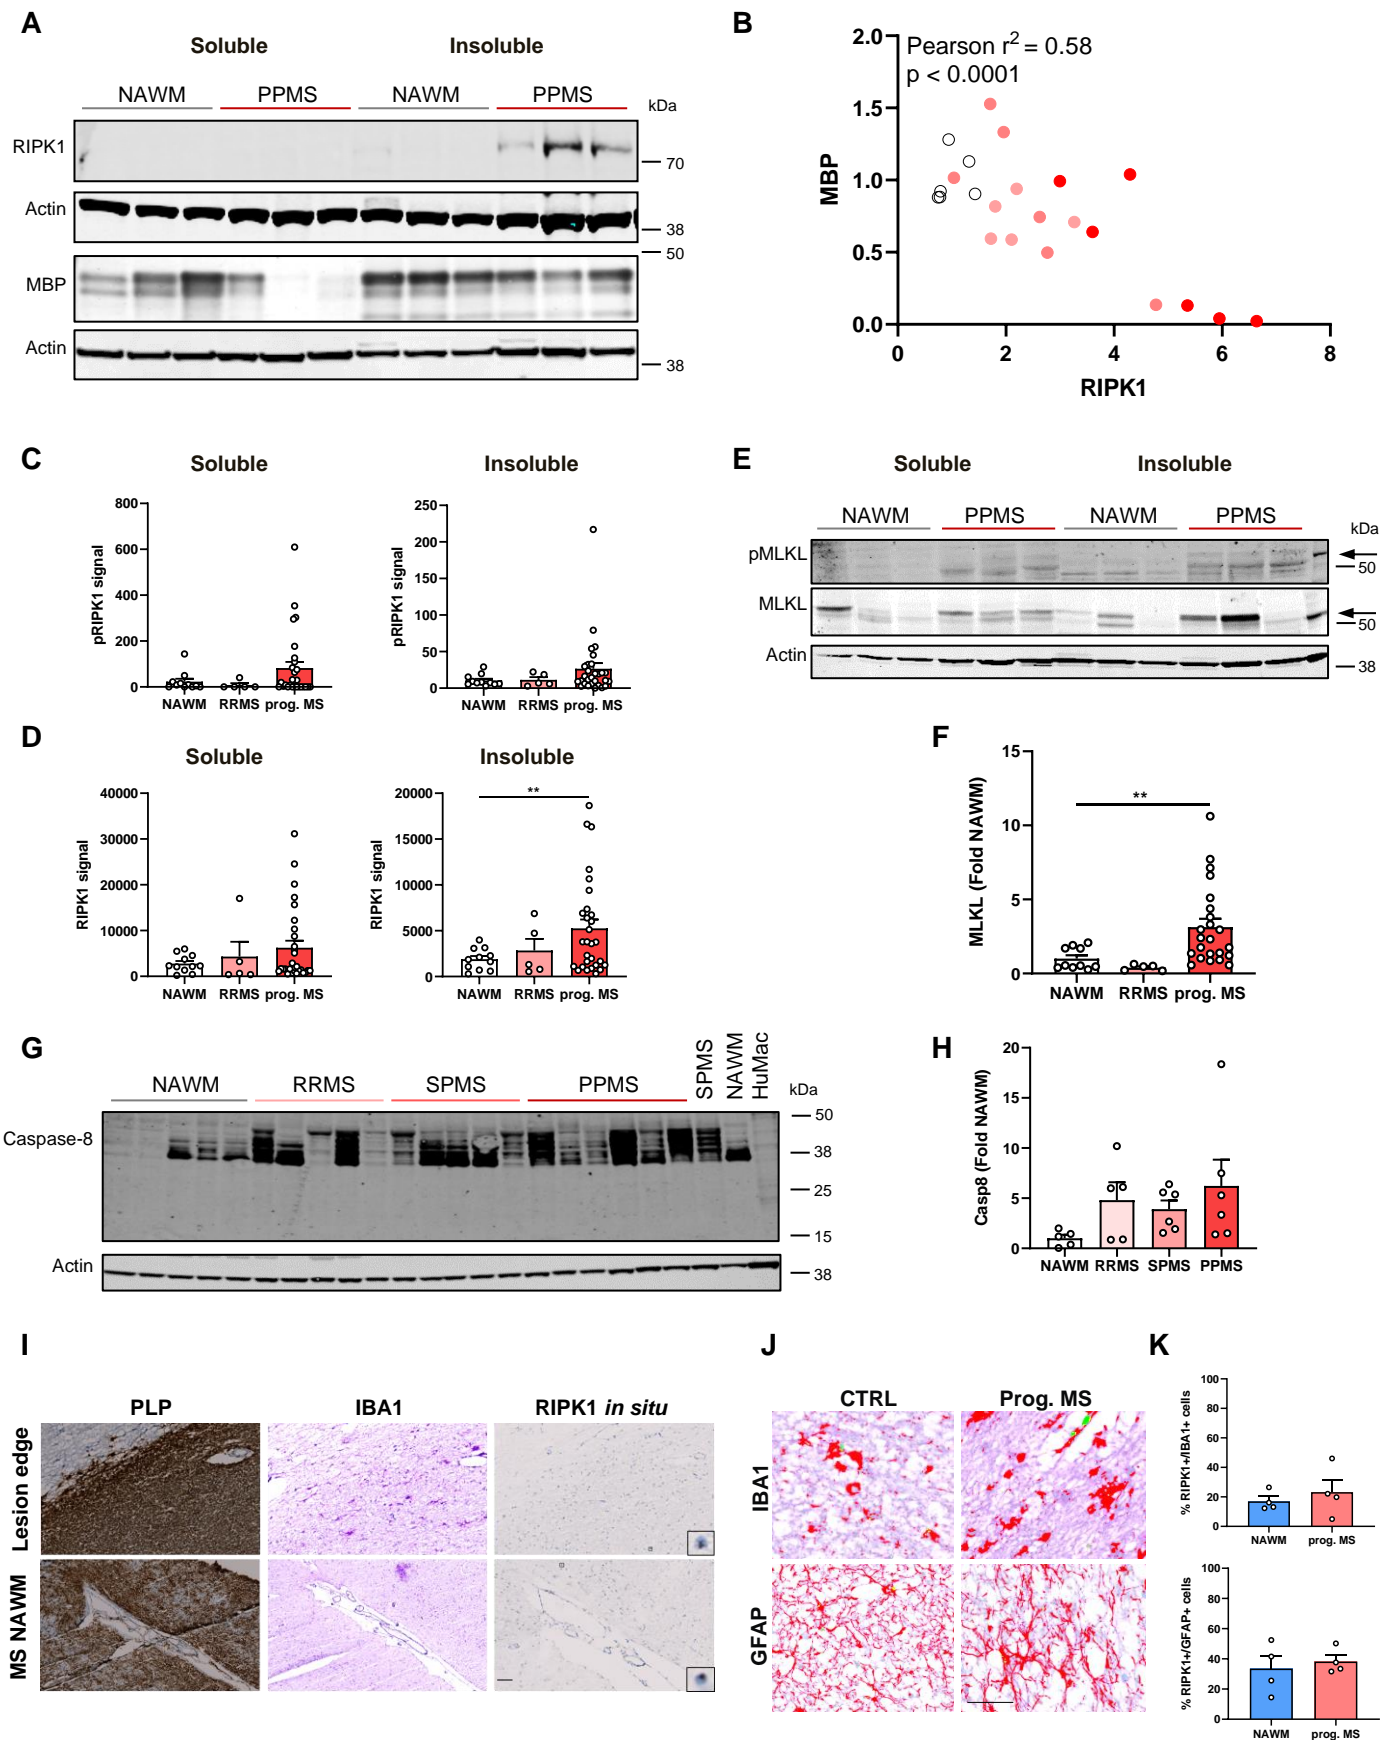

**Figure S1: RIPK1 is elevated in progressive MS, Related to Figure 1**

**(A)** Protein expression assessed by immunoblotting soluble (TBS/Triton) and insoluble (RIPA/urea) brain lysates from NAWM control (sample ID 1, 3 and 5) and PPMS (sample ID 16, 19 and 21) patients (n=3 per group) probed with antibodies against RIPK1, MBP and  $\beta$ -actin.

**(B)** Correlation of soluble MBP to insoluble RIPK1 levels assessed by immunoblotting, normalized to NAWM control (n=5 RRMS and n=6 NAWM, SPMS and PPMS samples).

**(C, D)** MSD assay quantifying pRIPK1 **(C)** and total RIPK1 **(D)** levels in soluble and insoluble brain lysates from NAWM control, RRMS and progressive MS (prog. MS) samples (n=11 NAWM, n=5 RRMS and n=29 progressive MS samples).

**(E)** Protein expression assessed as in **(A)** for pMLKL, MLKL and  $\beta$ -actin. Positive control is lysate from T/S/Z-treated human macrophages, as indicated by arrow.

**(F)** Quantification of MLKL expression in insoluble protein fraction from control and MS patient samples, normalized to NAWM control (n=10 NAWM, n=5 RRMS and n=23 prog. MS samples).

**(G)** Protein expression of soluble brain lysates from control and MS patients probed with antibodies against Caspase-8 and  $\beta$ -actin. Human macrophage lysate is included as a control.

**(H)** Quantification of blots in **(G)** normalized to NAWM control (n=5 NAWM and RRMS, n=6 SPMS and PPMS samples).

**(I)** PLP and IBA1 immunohistochemistry (IHC) and RIPK1 *in situ* hybridization (ISH) staining of normal appearing white matter (NAWM) and lesion edge areas of progressive MS brain tissue. Inset depicts RIPK1+ ISH as brown dots. Scale bar: 100  $\mu$ M.

**(J)** Dual RIPK1 ISH and IBA1/GFAP IHC staining of control and progressive MS brain tissue. Digital co-localization of RIPK1 and IBA1 or GFAP is depicted by pseudo-yellow color while RIPK1+ ISH appears green and IBA1+ or GFAP+ IHC appears red. Images are representative of 4 NAWM and 4 progressive MS samples. Scale bar: 50  $\mu$ M.

**(K)** Quantification of co-localized RIPK1+/IBA1+ or RIPK1+/GFAP+ cells (n=4 per group). 2-3 areas of similar size were quantified per sample, including lesion area in progressive MS samples.

Error bars represent mean  $\pm$  SEM. One-way ANOVA with Dunnett post-hoc test **(D and F)** was performed. \*\*  $p < 0.01$ . T: TNF, S: Smac, Z: zVAD.

**A**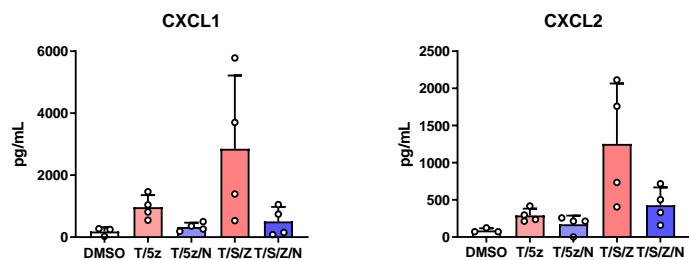**B**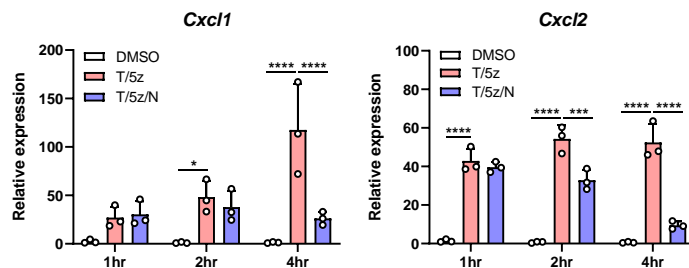**C**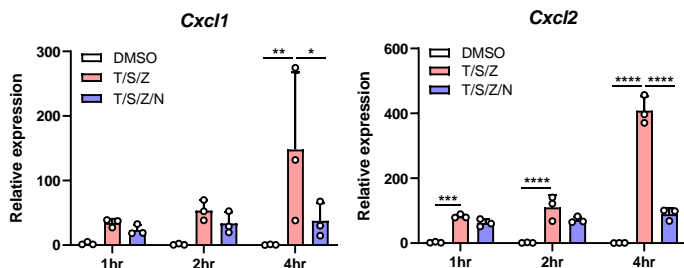**D**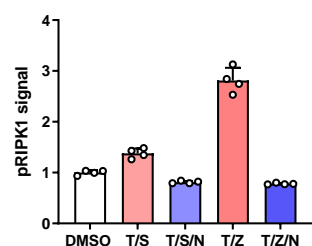**E**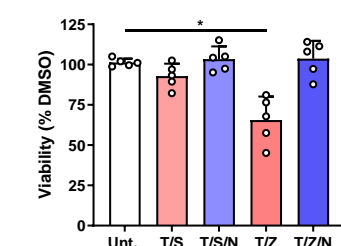**F**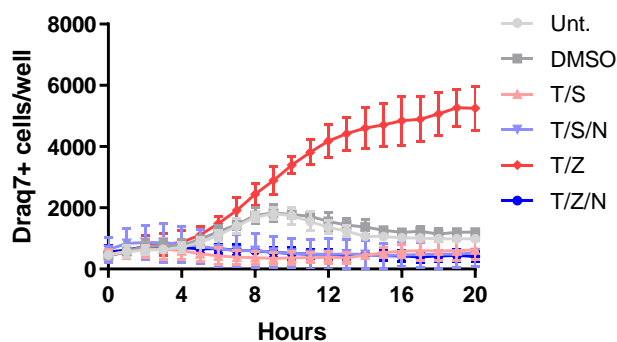**G**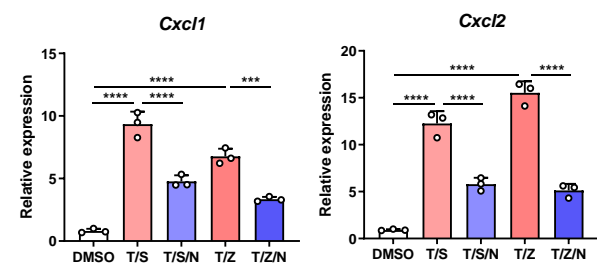**H**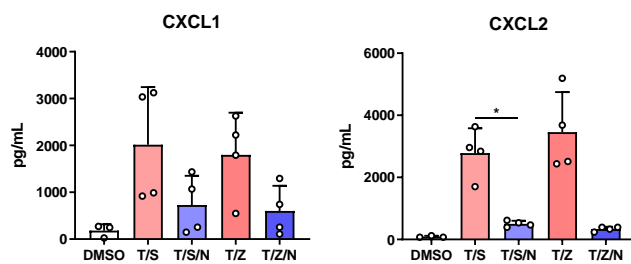**I**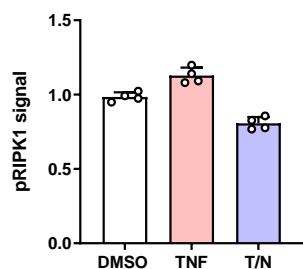**J**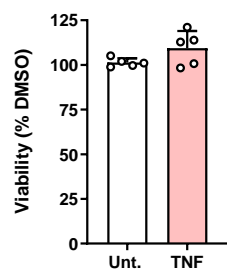**K**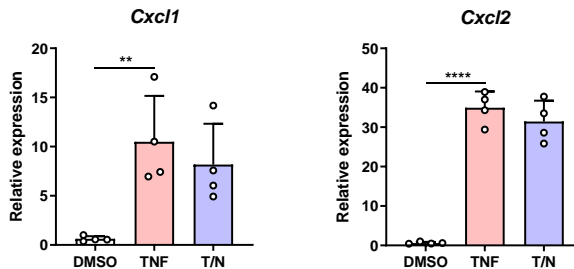

**Figure S2.** RIPK1 kinase activation regulates pro-inflammatory signaling and cell death in murine microglia *in vitro* but is dispensable for TNF-induced pro-inflammatory signaling, Related to **Figure 2**

**(A)** Quantification of CXCL1 and CXCL2 levels by multiplex immunoassay in microglia treated for 20h (n=3 for DMSO, n=4 for other stimulations).

**(B, C)** Relative gene expression normalized to *Rpl37a* in microglia treated for 1h, 2h or 4h with T/5z **(B)** or T/S/Z **(C)** with or without Nec-1s (n=3).

**(D)** MSD assay quantifying pRIPK1 levels in microglia treated for 2h.

**(E)** Viability of microglia stimulated for 20h (n=5).

**(F)** Quantification of DRAQ7 microglia imaged in the IncuCyte ZOOM.

**(G)** Relative gene expression in microglia treated for 4h (n=3).

**(H)** Quantification of CXCL1 and CXCL2 levels by multiplex immunoassay in microglia treated for 20h (n=3 for DMSO, n=4 for other stimulations).

**(I)** MSD assay quantifying pRIPK1 levels in microglia treated for 2h.

**(J)** Primary microglia were stimulated with TNF for 20h and cell viability was measured using CellTiter-Glo assay (n=5).

**(K)** Relative gene expression in microglia treated for 4h (n=4).

Error bars represent mean  $\pm$  SD. Data depict technical replicates and are representative of 2 **(D and I)** or 3 **(F)** independent experiments. One-way **(E, G, H and K)** or two-way ANOVA **(B and C)** with Tukey post-hoc test was performed. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ . T: TNF, S: Smac, Z: zVAD, N: Nec-1s.

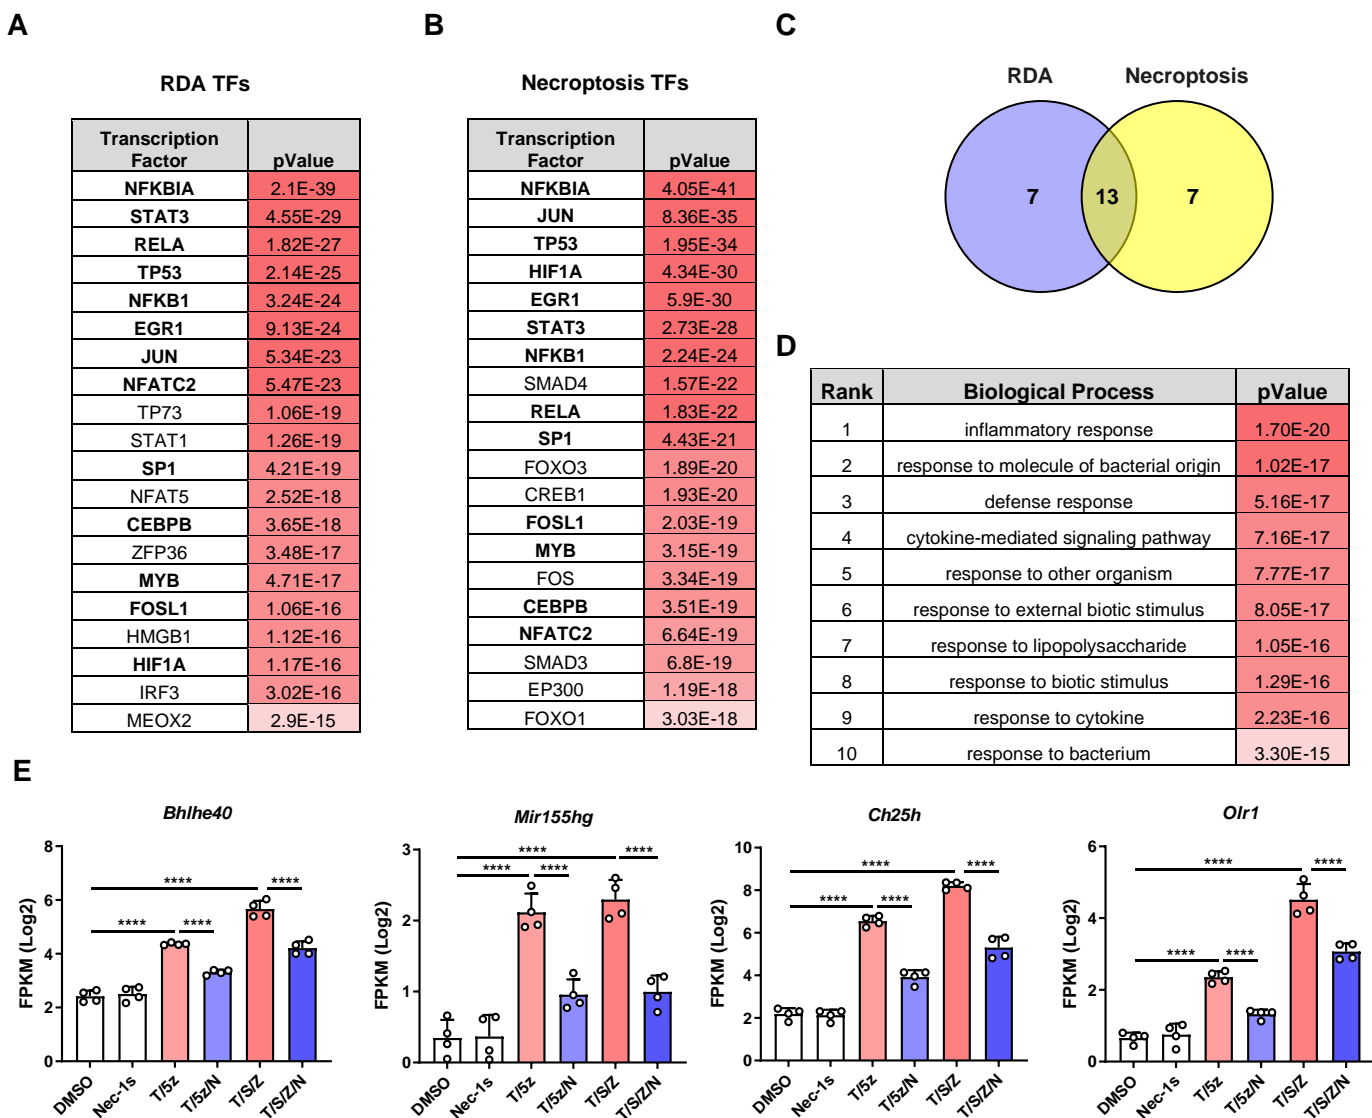

**Figure S3.** RIPK1 kinase activation regulates a pro-inflammatory gene signature in murine microglia *in vitro*, Related to **Figure 2**

**(A, B)** Top upstream transcriptional regulators predicted from Ingenuity Pathway Analysis (IPA) for RIPK1 kinase-dependent genes in microglia stimulated with T/5z **(A)** or T/S/Z **(B)** with cut-off  $|FC| > 1.5$ ,  $p < 0.05$ . Overlapping transcription factors in bold.

**(C)** Overlap of predicted transcriptional regulators in **(A and B)**.

**(D)** Gene ontology terms for biological processes from the ToppGene Suite for the core microglial RIPK1 kinase-dependent gene list from the overlap of T/5z and T/S/Z stimulations (cut-off  $|FC| > 2$ ,  $p < 0.05$ ).

**(E)** Expression of individual microglial genes stimulated for 4h as assessed by RNA-seq ( $n=4$ ).

Error bars represent mean  $\pm$  SD. Paired Student's *t* test was performed. \*\*\*\*  $p < 0.0001$ .

T: TNF, 5z: 5z-7, S: Smac, Z: zVAD, N: Nec-1s.

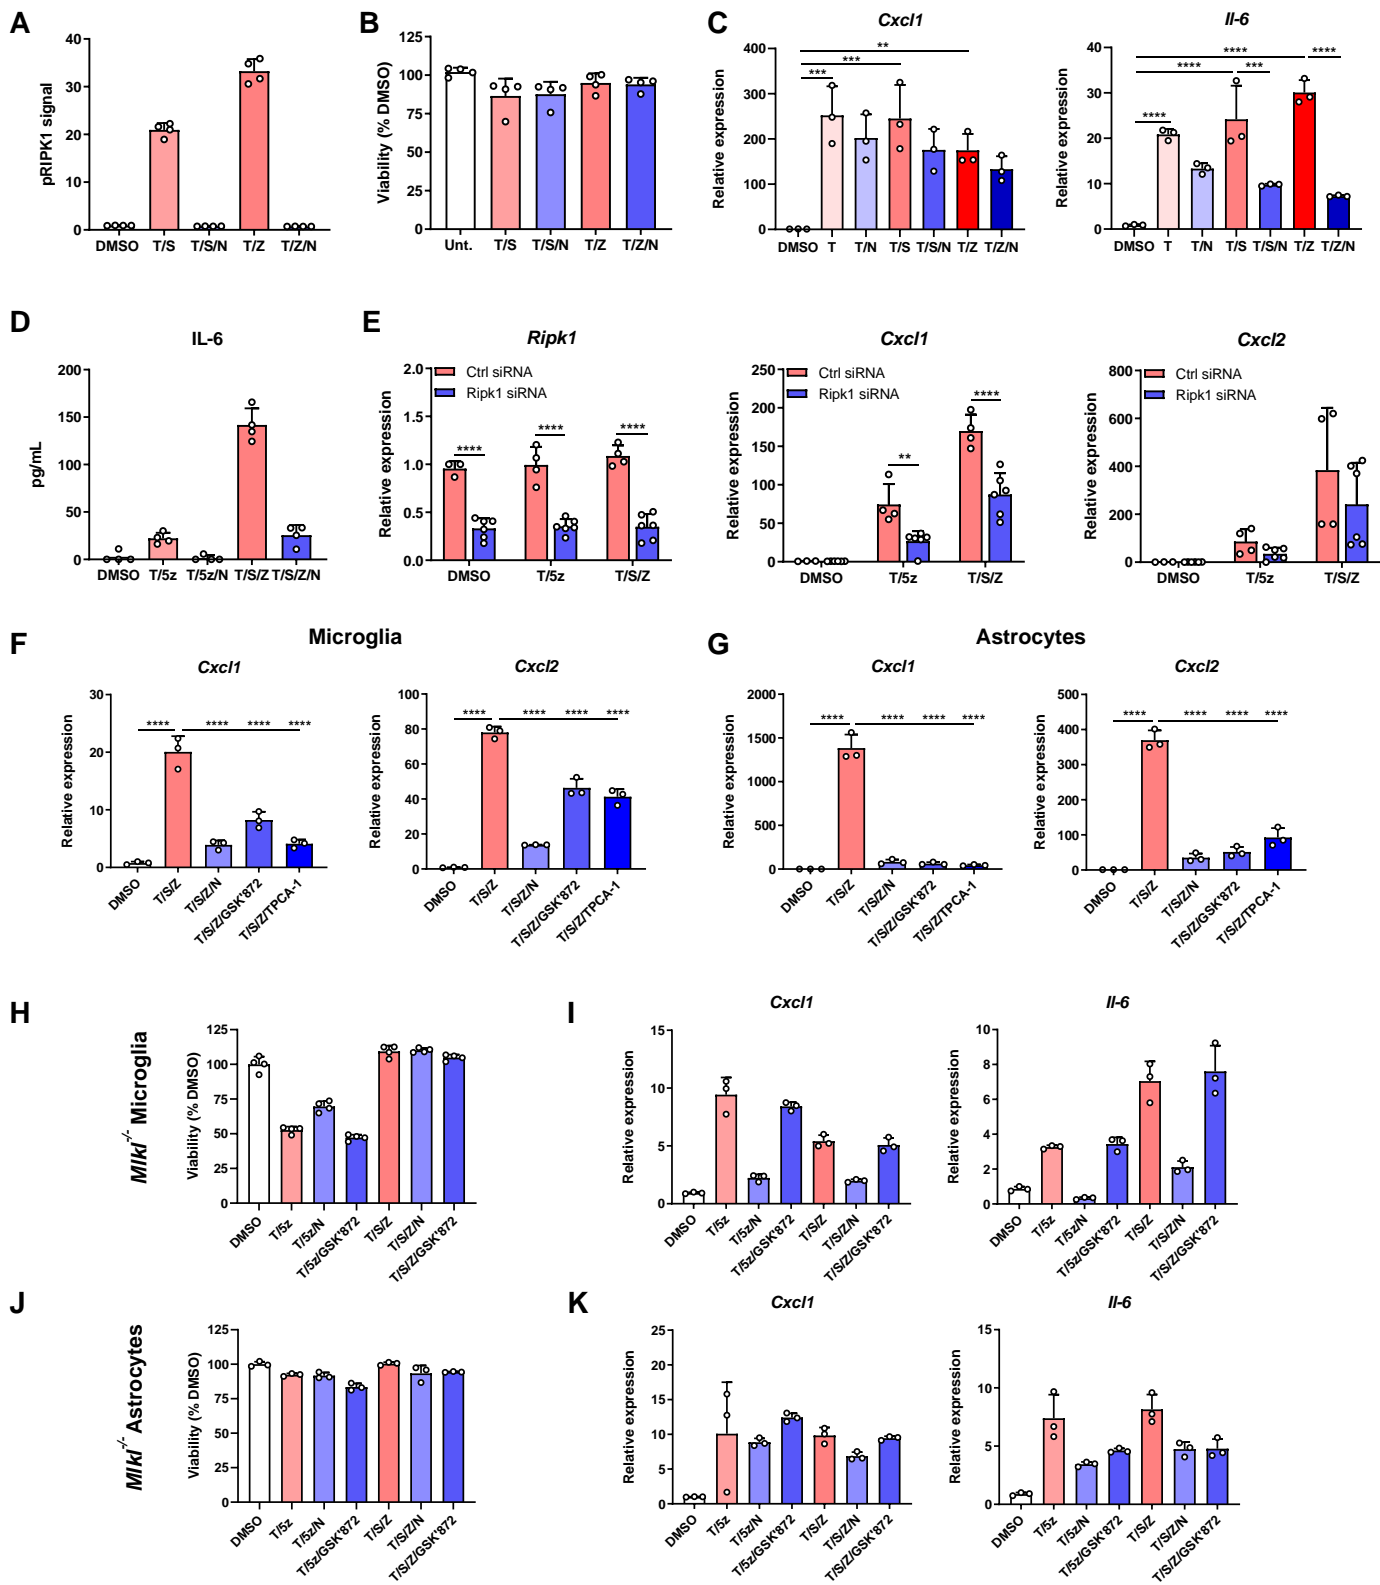

**Figure S4.** RIPK1 kinase activation regulates pro-inflammatory signaling independently of MLKL and cell death in murine astrocytes and microglia *in vitro*, Related to **Figure 3**

**(A)** MSD quantification of pRIPK1 levels in astrocytes treated for 2h.

**(B)** Viability of astrocytes stimulated for 20h (n=4).

**(C)** Relative gene expression in astrocytes treated for 4h (n=3).

**(D)** IL-6 levels in astrocytes as determined by ELISA after 20h treatment.

**(E)** Relative gene expression in astrocytes treated with *Ripk1* siRNA for 72h then stimulated for 4h as indicated (n=3 for DMSO Ctrl siRNA, n=4 for T/5z and T/S/Z Ctrl siRNA, and n=6 for *Ripk1* siRNA).

**(F-K)** Relative gene expression in microglia **(F)** or astrocytes **(G)** treated for 4h with T/S/Z, with or without Nec-1s, RIPK3 kinase inhibitor GSK'872, or IKK $\alpha/\beta$  inhibitor TPCA-1 (n=3). Viability of *Mkl<sup>-/-</sup>* microglia **(H)** and astrocytes **(J)** stimulated for 20h with T/5z or T/S/Z, with or without Nec-1s or GSK'872. Relative gene expression in *Mkl<sup>-/-</sup>* microglia **(I)** or astrocytes **(K)** treated for 4h with T/5z or T/S/Z, with or without Nec-1s or GSK'872.

Error bars represent mean  $\pm$  SD. Data depict technical replicates and are representative of 2 **(A and H-K)** or 3 **(D)** independent experiments. One-way ANOVA with Tukey **(C)** or Dunnett post-hoc test **(F, G)**, or two-way ANOVA with Sidak test **(E)** was performed.

\*\* p<0.01, \*\*\* p<0.001, \*\*\*\* p<0.0001. T: TNF, 5z: 5z-7, S: Smac, Z: zVAD, N: Nec-1s.

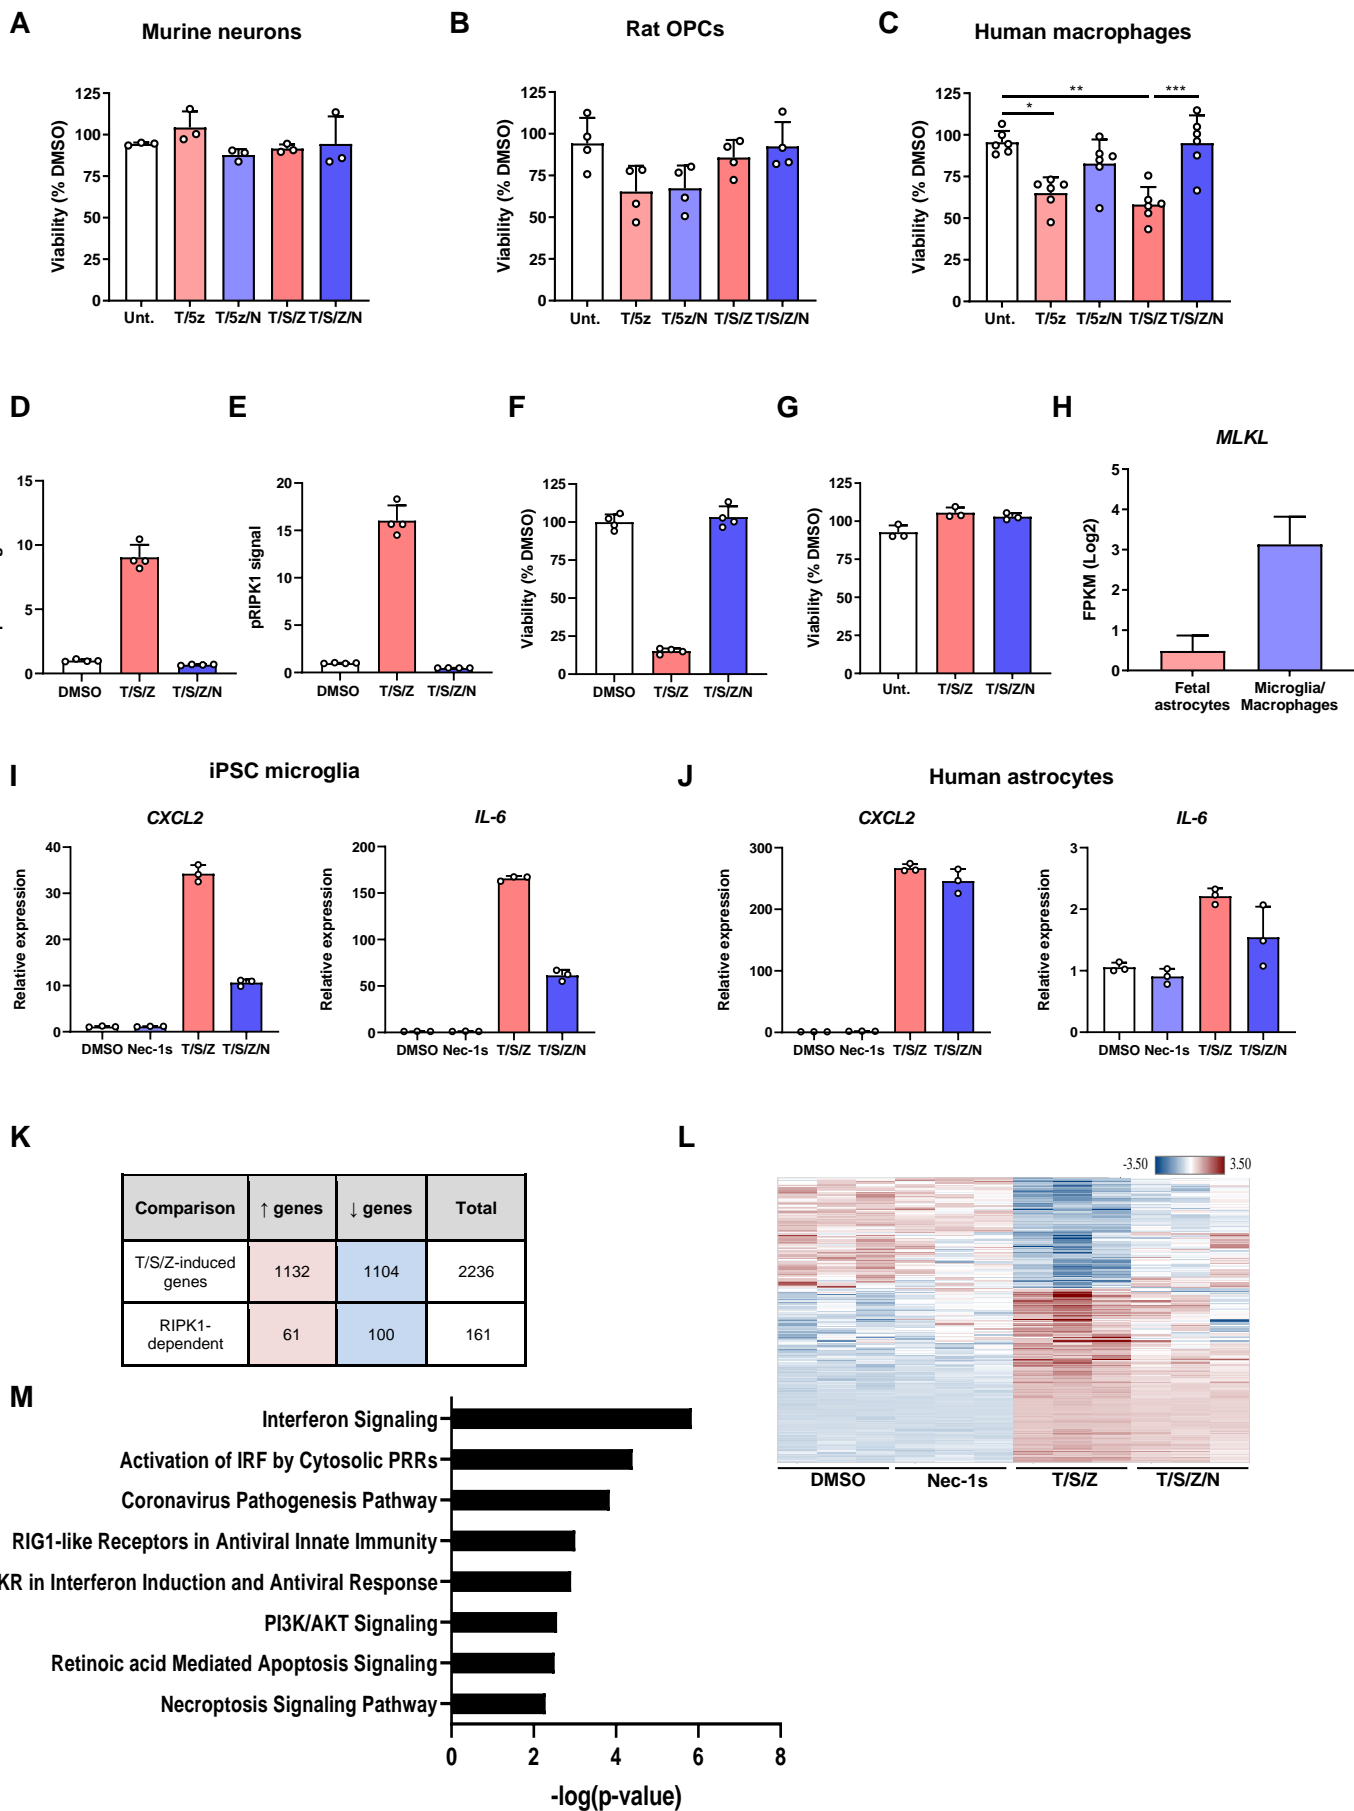

**Figure S5.** RIPK1 kinase activation in human cells mediates inflammatory signaling and cell death, Related to **Figures 3 and 4**

**(A-C)** Viability of primary murine neurons **(A)**, rat OPCs **(B)**, and human macrophages **(C)** stimulated for 20h (n=3 for neurons, n=4 for OPCs, and n=6 for macrophages).

**(D, E)** MSD assay quantifying pRIPK1 levels in human iPSC-derived microglia **(D)** and human fetal-derived astrocytes **(E)** treated for 2h.

**(F, G)** Viability of human iPSC-derived microglia **(F)** and human fetal-derived astrocytes **(G)** stimulated for 20h.

**(H)** *MLKL* gene expression levels in human fetal astrocytes and human microglia/macrophages from a published RNA-seq database (Zhang et al., 2016) (n=3).

**(I, J)** Relative gene expression in iPSC-derived microglia **(I)** or human fetal-derived astrocytes **(J)** treated for 4h.

**(K)** RNA-seq data in human fetal-derived astrocytes comparing upregulated and downregulated genes upon T/S/Z or T/S/Z/N (RIPK1-dependent) stimulation (cut-off  $|FC| > 1.3$ ,  $p < 0.05$ ).

**(L)** Hierarchical heatmap clustering of RIPK1 kinase-dependent genes in response to indicated stimuli (cut-off  $|FC| > 1.3$ ,  $p < 0.05$  for T/S/Z vs. DMSO, with RIPK1 kinase-dependent genes changing in opposite direction with Nec-1s addition and  $p < 0.05$ ).

**(M)** Top pathways predicted from IPA for RIPK1 kinase-dependent genes from **(L)**.

Error bars represent mean  $\pm$  SD. Data depict technical replicates and are representative of 2 **(D-G and I-J)** independent experiments. One-way ANOVA with Tukey post-hoc test was performed in **(C)**. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ . T: TNF, 5z: 5z-7, S: Smac, Z: zVAD, N: Nec-1s.

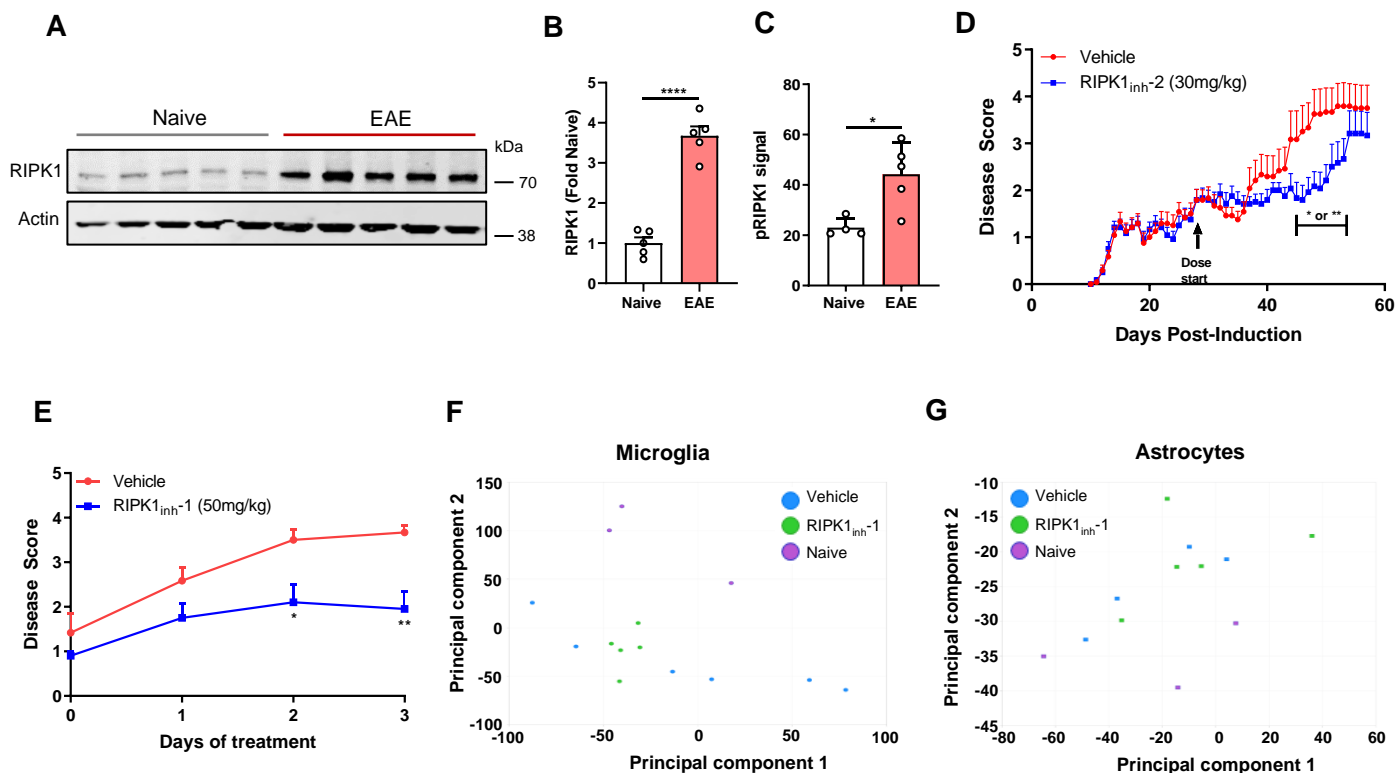

**Figure S6.** RIPK1 kinase inhibition attenuates disease scores in a NOD-EAE model of progressive disease and RIPK1 kinase activity regulates various signaling pathways in microglia and astrocytes during EAE, Related to **Figure 6**

**(A)** Immunoblot demonstrating RIPK1 expression in the insoluble fraction of spinal cords from untreated NOD-EAE mice (disease score of 3) compared to naïve animals (n=5 mice/group).

**(B)** Quantification of total RIPK1 protein levels in **(A)** normalized to naïve control.

**(C)** MSD quantification of pRIPK1 levels in samples from **(A)** with (n=4 naïve and n=5 EAE samples).

**(D)** EAE was induced in NOD mice and disease progression was monitored, demonstrating the initial relapsing/remitting and subsequent progressive stages of the MOG-induced NOD-EAE model. Mice were randomized into treatment groups 28 days after disease induction. Mean disease scores for vehicle (0.5% methylcellulose, BID) and RIPK1 kinase inhibitor groups (RIPK1<sub>inh-2</sub>, 30mg/kg BID) were monitored daily (n=12 mice/group).

**(E)** EAE was induced in C57BL/6 mice and daily mean disease scores are depicted for vehicle (20% Captisol, n=6 mice) and RIPK1 kinase inhibitor groups (RIPK1<sub>inh-1</sub>, 50mg/kg bid, n=5 mice).

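Principal component analysis places each library by the combinations of genes that vary most. It was run on the genes with a mean log2 value of at least 1, which were 10413 in microglia and 11243 in astrocytes. The first 2 components held 29.4% and 15.3% of the variance in microglia and 17.4% and 14.3% in astrocytes. In astrocytes, component 2 went with the number of genes with signal over the 15 libraries (Pearson's |r| = 0.560, permutation p = 0.0269, Spearman's |rho| = 0.686, permutation p = 0.00574). With the 2 libraries farthest from the median number of genes left out, |r| was 0.892. This was 1 of 4 relations computed, and its adjusted permutation p was 0.108. EAE-vehicle astrocyte library 1 lay farthest along both components, at 149.2 and 137.5.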

**(F, G)** Principal component analysis of RNA-seq data in microglia **(F)** and astrocytes **(G)** isolated from spinal cords of mice in **(E)**.

Error bars represent mean  $\pm$  SEM **(B-E)**. Unpaired two-tailed Student's *t* test with Welch's correction **(B and C)**, or two-way ANOVA with Dunnett **(D)** or Sidak test **(E)** was performed. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*\*  $p < 0.0001$  with a significant difference between groups from days 45 to 53 in **(D)**.

| Sample ID | Brain ID | Sex | Sample Type | Source | RIN     | PMI (h) |
|-----------|----------|-----|-------------|--------|---------|---------|
| 1         | 5293     | F   | NAWM        | UCLA   | 8.2     | 11.5    |
| 2         | 4823     | F   | NAWM        | UCLA   | 6.4/5.3 | 11.8    |
| 3         | 5214     | M   | NAWM        | UCLA   | 8       | 19.5    |
| 4         | 4621     | F   | NAWM        | UCLA   | 7.1     | 17.6    |
| 5         | 4514     | M   | NAWM        | UCLA   | 7.5     | 17.3    |
| 6         | 5154     | M   | RRMS        | UCLA   | 7       | 12.6    |
| 7         | 5139     | M   | RRMS        | UCLA   | 7.1     | 36.8    |
| 8         | 5095     | M   | RRMS        | UCLA   | 9.5     | 8.1     |
| 9         | 5102     | F   | RRMS        | UCLA   | 8.3     | 14.7    |
| 10        | 5123     | F   | RRMS        | UCLA   | 2       | 24.8    |
| 11        | 5053     | M   | SPMS        | UCLA   | 8.2     | 24.9    |
| 12        | 5056     | F   | SPMS        | UCLA   | 8       | 20.1    |
| 13        | 5276     | F   | SPMS        | UCLA   | 8.5     | 16.9    |
| 14        | 4959     | F   | SPMS        | UCLA   | 7.5     | 21.1    |
| 15        | 4678     | M   | SPMS        | UCLA   | 6.4     | 13.6    |
| 16        | 4961     | F   | PPMS        | UCLA   | 7.8     | 9.3     |
| 17        | 4951     | F   | PPMS        | UCLA   | 7.5     | 24.8    |
| 18        | 2485     | M   | PPMS        | UCLA   | 7.5     | 9       |
| 19        | 5149     | M   | PPMS        | UCLA   | 8       | 11      |
| 20        | 3816     | F   | PPMS        | UCLA   | 8.7     | 20.7    |
| 21        | 4399     | M   | PPMS        | UCLA   | 7.7     | 7.4     |
| 22        | 5252     | M   | SPMS        | UCLA   | 9.1     | 10.5    |
| 23        | 4307     | M   | NAWM        | UCLA   | 8.3     | 11.8    |
| 24        | 4611     | M   | NAWM        | UCLA   | N/A     | 22.3    |
| 25        | 4660     | F   | NAWM        | UCLA   | N/A     | 18.5    |
| 26        | 5233     | F   | NAWM        | UCLA   | N/A     | 20.5    |
| 27        | 4064     | F   | NAWM        | UCLA   | N/A     | 15.4    |
| 28        | 4135     | M   | NAWM        | UCLA   | N/A     | 12.6    |
| 29        | 5068     | N/A | SPMS        | UCLA   | 9       | N/A     |
| 30        | 5093     | N/A | SPMS        | UCLA   | 8.7     | N/A     |
| 31        | 4605     | N/A | SPMS        | UCLA   | 9.6     | N/A     |
| 32        | 4732     | N/A | SPMS        | UCLA   | 7.7     | N/A     |
| 33        | 4378     | F   | Prog. MS    | UCLA   | N/A     | 13.1    |
| 34        | 4546     | M   | Prog. MS    | UCLA   | N/A     | 38.5    |
| 35        | 4212     | F   | Prog. MS    | UCLA   | N/A     | 18.9    |
| 36        | 4218     | F   | Prog. MS    | UCLA   | N/A     | 15      |
| 37        | 4605     | F   | Prog. MS    | UCLA   | N/A     | 11.8    |
| 38        | 4629     | F   | Prog. MS    | UCLA   | N/A     | 15.2    |
| 39        | 4659     | F   | Prog. MS    | UCLA   | N/A     | 21.1    |

| Sample ID | Brain ID | Sex | Sample Type | Source | RIN | PMI (h) |
|-----------|----------|-----|-------------|--------|-----|---------|
| 40        | 4663     | M   | Prog. MS    | UCLA   | N/A | 16.1    |
| 41        | 4523     | F   | Prog. MS    | UCLA   | N/A | 22      |
| 42        | 4107     | F   | Prog. MS    | UCLA   | N/A | 20.6    |
| 43        | 4700     | F   | Prog. MS    | UCLA   | N/A | 24.8    |
| 44        | 4467     | F   | Prog. MS    | UCLA   | N/A | 22.9    |
| 45        | 4477     | F   | Prog. MS    | UCLA   | N/A | 18.8    |

**Table S1.** Human brain samples, Related to **Figures 1 and S1**

Data table for human samples used in MS tissue analysis described in Figures 1 and S1.  
RIN: RNA integrity number. PMI: Post-mortem interval. Prog. MS: Progressive MS.

How the deposited data were processed for this re-analysis (not part of the article)

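RNA of microglia and of astrocytes sorted from the spinal cords of 4 naive, 6 EAE-vehicle and 5 EAE-RIPK1inh-1 mice was sequenced, which gave 15 libraries of each cell type and 30 in all. RIPK1inh-1 was given at 50 mg/kg BID for 3 days, and the vehicle was 20% Captisol. Each library was assigned to its cell type, treatment and replicate number from the deposited labels, and marker genes of each cell type were used to check the labels and to select no library. The cell culture, human tissue and plasma neurofilament experiments of the paper were not analysed here.

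The authors processed the reads in OmicSoft Array Studio by quality control, alignment, quantification as FPKM and normalization, and deposited the values on the log2 scale. As deposited, the log2 values were quantile-normalized over all 30 libraries, since every library holds the same sorted values. According to the deposited file, genes were kept by an FPKM of at least 1, and the paper's text does not name the rule, the aligner, the annotation release or the offset added before the logarithm. The table holds 30952 genes, of which the annotation lists 17889 as protein-coding and marks 15717 as confounded with another gene. The values run from 0 to 15.34, and 7971 genes are at 0 in each library. Genes without signal in a library hold values that rise with their place in the table, since the quantile normalization gave tied genes different ranks. These genes were recognised by that order, and the number of genes above them, 6728 to 22981 per library, was used as the measure of how much each library detected. Read counts cannot be had from values of this kind, so the depth of each library is unknown and no counting error was computed for an expression value. The positions of the genes examined singly were compared with a GRCm38 annotation, and 43 of 43 matched. Exon lengths were taken from the deposited annotation.

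Groups were compared in R 4.3.3 with limma 3.58.1, by lmFit on the log2 values as deposited and eBayes with a trend of the variance on the mean level. The 3 groups of a cell type entered 1 fit, and genes whose values were identical in all 15 libraries were left out, which left 28958 genes in microglia and 30718 in astrocytes. A gene was called at a fold change over 1.5 in either direction and an unadjusted p under 0.05, the cutoff of the study, and Benjamini-Hochberg adjusted values were computed over all genes tested. The paper's methods name a paired test per gene, and the labels do not say what would pair the mice of different groups, so the fits here are unpaired. For named genes, an exact permutation test of the difference in means, two-sided, went over all 210 splits of 10 mice into 4 and 6 or all 462 splits of 11 mice into 5 and 6. Correlations were tested with 100000 random permutations. The difference between the cell types in the effect of RIPK1inh-1 was tested as an interaction term in 1 fit of all 30 libraries, taken as independent. Splits for comparisons between the cell types were drawn in each cell type separately, so the libraries of 1 mouse were not kept together. The percent of genes reversed by RIPK1inh-1 was the share of genes called in EAE that were called in the opposite direction with RIPK1inh-1, with a 95% Wilson interval. Since both comparisons share the EAE-vehicle libraries, the same percent was computed in 20 simulated datasets in which both EAE groups had 1 mean. Genes were drawn independently there, so the correlation between genes was not kept. The fits were tested on data simulated independently for each gene, in which 200 genes at higher values were shifted by 2 log2 units. Calls were counted for EAE-vehicle against naive.

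Genes named in the text were chosen by a rule set before the data were examined. They are the genes that the study names in its text or in Figure 6J, 6K, 6M and 6N for these libraries, in the cell type it names, Ripk1, Ripk3 and Mlkl in both cell types, and for each comparison the 3 largest rises and the 3 largest falls among genes with an adjusted p under 0.05 and a mean log2 value of at least 1. No gene met the last part of the rule for RIPK1inh-1 against vehicle. Gm49125 was named after its values were seen. A gene that this rule covers is not reported here, and counts over lists of genes include it. Gene sets were also fixed before the data were examined: 77 nuclear oxidative phosphorylation genes, 13 protein-coding genes of the mitochondrial genome, 83 cytosolic ribosomal protein genes, 49 translation initiation genes, the 11 cholesterol biosynthesis genes of Figure 6N, 21 genes of that whole pathway, 12 homeostatic microglial genes and the RIPK1-dependent genes of Figures 2J and 4E. The oxidative phosphorylation, translation and cholesterol sets follow pathways that the study found in these same libraries, so their tests are not independent evidence. Marker lists were fixed at the same time for astrocytes (8 genes), microglia (10), monocytes and neutrophils (9), T cells (9), oligodendrocytes (7), oligodendrocyte precursor cells (OPC; 4), endothelial cells (6), neurons (6) and erythrocytes (5). A set was summarised by its median log2 fold change and tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation. The study's pathway software and its databases were not used here.

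The counts of genes, the percents reversed, the named genes and the sets tested for the comparisons of the study were also computed with genes of a mean log2 value of at least 1, with a pseudocount of 1, with each library centred on the median of its genes, with only the 2 groups compared in the fit, with eBayes without a trend, with quality weights for the libraries (arrayWeights), with the replicate number as a block and with each library left out in turn. The interaction was computed with each of these except that of only 2 groups. A fold change over 2 was used for the counts of called genes only, and an ordinary unmoderated test for counts and percents. The 21 pathway genes served as an alternative to those of Figure 6N. They, the mitochondrial genes, the marker lists, the ribosomal protein genes in microglia and the differences of a set between the cell types were not computed with the other settings. After the data had been seen, 5 more were added: genes without signal set to 0, the number of genes with signal as a covariate, and for the named genes an ordinary unmoderated test, the same test one-sided, and an ordinary test paired by replicate number. For the counts, the percents and their difference, the interaction, the sets computed with these settings and the ribosomal protein genes of microglia in EAE, 100 splits of the same libraries into groups of the same sizes were drawn with a fixed seed, the real one included, and the number with a result as large was counted. Genes matched on exon length and mean level were compared with the gene sets, and the change of the marker lists was compared with that of single genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.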

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

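The tests of an astrocyte share, of 1 library with few genes, of monocytes in the microglia libraries, and of T cell and myeloid RNA for Rgs1 and Ccl2 were chosen only after the result was seen. A library that stood apart from the others of its group was found in 15 of 163 groups of values, where chance gives 8.15, so single cases below are not evidence of a fault. The labels give no sequencing batch, and for single libraries no biological explanation was tested, so variation between mice stays open.

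In microglia, Siglech was at 10.23 in naive library 3 and at 9.33 to 9.45 in the other 3, and without this library its change in EAE was -2.42. H2-Aa was at 11.81 in RIPK1inh-1 library 4 and at 11.04 to 11.25 in the others, Serpinf1 at 6.78 in naive library 1 and at 6.30 to 6.37 in the others, and Fos at 10.13 in naive library 2 and at 7.77 to 8.08 in the others. The mean of the ribosomal protein genes was 7.30 in RIPK1inh-1 library 3, and 6.61 to 6.72 in the others. These libraries had 12514 to 15639 genes with signal, within the range of the other microglia libraries. Each value that stood apart was the highest of its group, so a check for poor detection cannot decide its cause.

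In naive astrocyte library 2, 4 genes stood apart: Tm7sf2 at 0.0326 (6.02 to 6.30 in the other 3), Nsdhl at 2.66 (5.61 to 5.85), Chst8 at 4.59 (4.96 to 5.01) and Lcn2 at 2.44 (0.0278 or less). Signal was found for 8815 genes in this library, the fewest of the naive astrocyte libraries, and 84 of 1846 genes that averaged at least 5 in the other astrocyte libraries had none. Poor detection may explain the 3 low genes but not Lcn2, which was higher. Without this library the changes in EAE were -3.08 for Tm7sf2 (-1.56 with it), -1.80 for Nsdhl (-1.04), -4.64 for Chst8 (-4.54) and 8.64 for Lcn2 (8.03), and the first 2 then had an unadjusted p under 0.05. Psmb8 was at 0.25 in naive library 1 and at 0.0076 or less in the other 3, a difference at the lowest values of the table, where a single value carries little information.

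Among astrocytes of mice with EAE, Ccl2 was at 0 in EAE-vehicle library 1 and at 4.05 to 5.26 in the other 5. This library had the fewest genes with signal of all 30, 6728, so the 0 may reflect detection: 216 of 1868 genes that averaged at least 5 in the other astrocyte libraries had no signal in it. Without it, Ccl2 changed by 3.96 in EAE and by -2.47 with RIPK1inh-1, and the latter then had an unadjusted p under 0.05. Rgs1 was at 5.54 in RIPK1inh-1 library 4 and at 0 to 0.93 in the other 4, and without it the change with RIPK1inh-1 was -3.16. Ripk3 was at 3.99 in EAE-vehicle library 3 and at 0 in every other astrocyte library. Slc15a2 was at 3.90 in RIPK1inh-1 library 3 and at 5.66 to 6.05 in the others. The mean of the 12 homeostatic microglial genes was 1.74 in RIPK1inh-1 library 2 and 2.34 to 2.52 in the others of that group.

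RNA of other cells was weighed for Rgs1 and Ccl2. Over the 11 EAE astrocyte libraries, Rgs1 correlated with the mean of the T cell markers at r = 0.677, with an adjusted permutation p of 0.0837 over 3 relations, and Ccl2 at r = 0.249. Among the 6 EAE-vehicle libraries alone, r was 0.859 for Rgs1, which was not tested further. The relation of Rgs1 stays open, since it did not pass adjustment. With RIPK1inh-1, the mean of the T cell markers changed by -0.73 (standard error 1.20), and of the T cell and the myeloid list, the one that moved least changed by -0.67 (standard error 0.787). These errors are as large as the changes, so a smaller share of T cell or myeloid RNA with RIPK1inh-1 stays open for the fall of Rgs1 and of Ccl2, as does an effect of RIPK1inh-1 on the astrocytes.

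In EAE-vehicle astrocytes, marker genes of other cell types rose against naive astrocytes. The paper does not report these lists. The 9 T cell markers had a median log2 fold change of 3.65 (9 higher, camera p of 6.86e-10, fry p of 0.00672), with Cd3g at 5.59 and Cd2 at 5.55 in EAE-vehicle libraries (0.47 and 0.06 in naive). The 9 monocyte and neutrophil markers had 2.99 (8 higher, fry p of 0.00215), with Chil3 at 6.30 and S100a8 at 5.18 (0.60 and 0.73). The 7 oligodendrocyte markers had 2.34 (7 higher, fry p of 0.00377), with Mbp at 13.71 and Mobp at 12.58 (12.67 and 10.24). The 10 microglia markers had 1.89 (9 higher, fry p of 2.51e-04), with C1qb at 6.98 and C1qc at 6.25 (2.61 and 2.17), against 13.16 for C1qb in EAE-vehicle microglia. Naive astrocyte libraries averaged at least 1 for 2 of the T cell, 1 of the monocyte and neutrophil, 7 of the oligodendrocyte and 6 of the microglia markers, and 5 of the microglia markers are also among the 12 homeostatic genes and 1 is named by the study. RNA of infiltrating and resident cells carried through the sort is a candidate source, and expression of these genes by astrocytes in EAE stays open, since no table here separates the 2. The 8 astrocyte markers had -1.46 in EAE (7 lower, fry p of 4.83e-04), with Aldoc at 12.11 (13.48 in naive) but Gfap at 12.82 (10.35).

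The cholesterol genes of Figure 6N moved differently in the cell types: the effect of EAE in astrocytes minus that in microglia had a median of -1.97 (camera p of 5.33e-05, fry p of 0.0142), and that of RIPK1inh-1 1.28 (camera p of 2.37e-04, fry p of 0.0669). Of 100 splits of the astrocyte libraries, 5 gave a median as large as that of EAE and 9 as large as that of RIPK1inh-1, so chance stays open for both. Leaving out EAE-vehicle library 1 gave medians of -1.001 (camera p of 1.59e-04) and 1.08 (camera p of 4.25e-04), which argues against this library as the whole cause. A lower share of astrocyte RNA in EAE would raise the markers of every other type alike only if all of them grew by the same factor. The astrocyte markers fell (-1.46), but the means of the other lists moved apart, from 2.81 for monocytes and neutrophils to -0.51 for OPC, a gap of 5.92 standard errors, which argues against an evenly lower share. The gap cannot speak against dilution by RNA of only the cell types whose markers rose, which stays open for part or all of the fall. With RIPK1inh-1 the astrocyte markers rose by 0.68, and all 8 other lists had a mean change that differed by at most 1.51 standard errors from each other, as a larger share of astrocyte RNA would give. Such a share may account for part of the rise of 1.33 of the cholesterol genes, and an effect of RIPK1inh-1 on the pathway stays open beside it.

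The oxidative phosphorylation genes differed between the cell types by -0.99 in EAE (camera p of 6.60e-30, fry p of 2.14e-05) and by 0.19 with RIPK1inh-1 (camera p of 7.10e-04, fry p of 0.295). The rise of 1.11 in EAE microglia was as large in 1 of 100 splits, the real one, and the fall of -0.34 with RIPK1inh-1 in 6. Genes matched on annotated exon length and level had medians of 0.31 in EAE and -0.10 with RIPK1inh-1. This argues only against the annotated exon length as the whole cause of either. That length is 1 value per gene rather than per transcript, and the matched genes had a median of 1988 against 1718 for the set. A cause shared by short transcripts therefore stays open. Chance stays open for the fall with RIPK1inh-1, which also did not pass 0.05 with fry. For EAE, quantile normalization over both cell types, RNA of other cells and an effect of the disease on microglia stay open.

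Ribosomal protein genes rose in EAE microglia as well, by a median of 1.68 (81 of 83 higher, camera p of 5.73e-78, fry p of 1.82e-07), which the paper does not report, and 1 of 100 splits, the real one, gave a median as large. The 13 protein-coding genes of the mitochondrial genome rose in microglia by a median of 1.28 (13 of 13 higher, fry p of 0.00103), also not reported. The difference between the cell types for the ribosomal protein genes was -0.61 in EAE (camera p of 5.44e-10, fry p of 0.0301) and -0.38 with RIPK1inh-1 (camera p of 1.13e-06, fry p of 0.114). Genes matched on annotated exon length and level had medians of 0.25 in microglia and 0.067 in astrocytes in EAE, and of -0.026 in astrocytes with RIPK1inh-1. This argues only against the annotated exon length, which is 1 value per gene rather than per transcript. Its median was 1806 for the set, and 1997 in microglia and 1875 in astrocytes for the matched genes. In astrocytes, 1 of 100 splits gave a median as large as the 1.04 of EAE, and 5 as large as the -0.35 of RIPK1inh-1, where chance stays open. RNA of T cells cannot be told apart from a rise in astrocytes: the correlation of the set with the T cell markers over the 11 EAE libraries was r = 0.476 (permutation p = 0.138), too few libraries to decide. A technical cause shared by all short, abundant transcripts that matching did not capture was not tested, and an effect of EAE on translation genes in both cell types is an open, untested explanation.

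The homeostatic microglial genes differed between the cell types by 3.20 in EAE (camera p of 3.29e-21, fry p of 1.06e-07) and by -0.90 with RIPK1inh-1 (camera p of 0.00101, fry p of 0.0902), since in EAE they fell in microglia and rose from low values in astrocytes, and with RIPK1inh-1 they rose by 0.40 in microglia and fell by 0.38 in astrocytes. In microglia, 1 of 100 splits gave a fall as large as the -2.51 of EAE, and 14 a change as large as the 0.40 of RIPK1inh-1. The 9 monocyte and neutrophil markers, at 1.49 higher in EAE microglia (fry p of 0.147), were on average 2.88 log2 units below the homeostatic genes, with S100a8 at 9.89 and Chil3 at 7.85, and 6 of the 9 averaged at least 1 in naive microglia. Monocytes among the sorted cells cannot be told apart from a fall within microglia, since infiltrating cells may lack the homeostatic genes and the markers vary widely between libraries of 1 group. Both may contribute.

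H2-Aa, H2-Eb1 and Cd74 had the largest rises in EAE microglia among genes with an adjusted p under 0.05 and a mean log2 value of at least 1, 10.03, 8.98 and 8.39, each higher in 6 of 6 libraries (adjusted p of 2.9e-10 or less from limma), and the paper does not name them. Cd74 was at 15.34, the highest value of the table, in all 6 EAE-vehicle libraries, so its size is limited. In EAE astrocytes, Psmb8 rose by 8.78 and Gbp2 by 7.91, in 6 of 6 libraries each, from no signal in 3 and 2 of the 4 naive libraries, so the sizes depend on the lowest values. RNA of infiltrating cells and induction by EAE in the sorted cells both stay open for these genes, and no test here separates them.

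Gm49125 was the single gene past an adjusted p of 0.05 for RIPK1inh-1 in microglia, at 1.12 (higher in 5 of 5 libraries, exact permutation p = 0.00216, the smallest that 5 mice against 6 allow), and its change ran from 1.07 to 1.18 when each library was left out. It was chosen after its values were seen. Of 100 splits, 2 gave as many genes past adjustment. Its values lie at 1.45 or less, and it is marked as confounded with another gene, so shared reads and the place of low values in the quantile normalization were not excluded, and no biological explanation was tested.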

How the results depend on the processing

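The settings with genes without signal at 0, with the number of genes with signal as a covariate, and for named genes the ordinary, one-sided and paired tests were chosen only after the results had been seen. The covariate of genes above the lowest value gave no result, since that number is the same in all libraries, and quantile normalization repeated within each cell type changed no value.

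In microglia, EAE called 2693 to 3513 genes over the settings that kept all libraries, and 3153 to 3617 genes over the 15 fits that each left out 1 library. The rise of the oxidative phosphorylation genes and the fall of the homeostatic genes in EAE, and in astrocytes the rise of the ribosomal protein genes, the fall of the cholesterol genes and their rise with RIPK1inh-1, kept their direction and a camera p under 0.05 under every setting run for them, fry and the estimated correlation included. With each library left out in turn, these medians ran from 1.04 to 1.26, from -2.68 to -2.27, from 0.93 to 1.12, from -2.01 to -1.001 and from 0.995 to 1.84.

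A fold change over 2 left 234 genes called with RIPK1inh-1 in microglia, by its construction. With genes of a mean log2 value of at least 1, fewer genes were tested, and 1719 microglial and 445 astrocytic genes passed adjustment in EAE. The single gene that passed for RIPK1inh-1 in microglia is not among them, and 0 passed, with 392 genes at an unadjusted p under 0.05. The median of the genes of Figures 2J and 4E with RIPK1inh-1 was then 0.16 in microglia, with a camera p above 0.05, and 0.33 in astrocytes against -0.08 with all genes, the opposite direction, with a p above 0.05 in both. The astrocytic translation initiation genes, at a median of -0.21 with RIPK1inh-1, passed a camera p of 0.05 under that filter and also without a trend in eBayes.

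For RIPK1inh-1 in microglia, the median of -0.34 of the oxidative phosphorylation genes did not pass 0.05 with fry or with an estimated correlation. The median of 0.40 of the homeostatic genes did not pass with fry, and that of 0.095 of the genes of Figures 2J and 4E passed with neither. In astrocytes, the fall of the ribosomal protein genes, -0.35, did not pass with the estimated correlation. These tests allow for correlation between the genes of a set, which the preset value of 0.01 holds low. With genes without signal at 0, the median of the genes of Figures 2J and 4E in microglia was 0.11, with a camera p above 0.05, and the cause was not tested.

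Centring each library on its median moved the median change of astrocytic genes in EAE from -0.09 to 0.03, a shift of the whole scale. The called genes were then 1062 higher and 1013 lower, against 827 and 1233, so the excess of falls depends on the scaling. The translation initiation genes in EAE had a median of 0.50 and no longer passed a camera p of 0.05, and 0 microglial genes passed adjustment for RIPK1inh-1, with 791 at an unadjusted p under 0.05. With only the 2 groups compared in the fit, 0 microglial genes passed for RIPK1inh-1 as well, with 1163 at an unadjusted p under 0.05, and the percent of EAE genes reversed was 7.79 in microglia and 13.7 in astrocytes. The astrocytic percent was 18.7 without a trend and 14.1 with the ordinary unmoderated test, which passed 101 astrocytic genes in EAE after adjustment. The causes were not tested.

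Quality weights moved the most results. With them, RIPK1inh-1 called 2730 genes in microglia, 457 of them among the 511 called without weights, and 103 genes passed adjustment. The percent reversed in microglia rose to 29.7. In astrocytes, EAE called 3698 genes and 726 passed adjustment, and the translation initiation genes had a median of -0.30 with RIPK1inh-1, with a camera p under 0.05. The interaction between cell type and RIPK1inh-1 passed adjustment for 4 genes, with 1979 at an unadjusted p under 0.05. Ripk3 in microglia and Lbr in astrocytes changed direction with RIPK1inh-1, to -0.52 and 0.53, and H2-Aa and H2-Eb1 in microglia, at -0.12 and -0.01 without weights, to 0.030 and 0.22. Why the weights moved these results was tested only for the 2730 genes, under the other observations.

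The replicate numbers in the labels do not pair the mice: residuals of libraries with the same number correlated at -0.16 to 0.14 over the comparisons within and between cell types, and those with different numbers had medians of -0.03 to 0.0053. With the replicate block, 588 microglial and 61 astrocytic genes passed adjustment in EAE and 0 microglial genes for RIPK1inh-1, with 743 at an unadjusted p under 0.05, and the percent reversed in microglia was 5.29. With RIPK1inh-1, the changes of Ebp and Lbr were -0.20 and 0.079 with the replicate block and in the paired test, each opposite to the value without it, and that of Fos in microglia was -0.28 in both, against 0.33. These 3 values equal those without EAE-vehicle library 6, which has no RIPK1inh-1 library of its number, so the changes of direction come from the loss of that library. Median centring also turned Ebp to -0.026, and the covariate turned Lbr to 0.012. All these values are smaller than the standard errors of the changes, 1.04 for Ebp, 1.16 for Lbr and 1.12 for Fos, and the cause was not tested for median centring and the covariate.

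Over the 15 fits that each left out 1 library, RIPK1inh-1 called 365 to 953 genes in microglia, with 953 without RIPK1inh-1 library 2, and 0 to 3 genes passed adjustment. A count of 0 came without EAE-vehicle library 3, 4, 5 or 6, with 695 to 744 genes at an unadjusted p under 0.05. The percent reversed ran from 3.88 to 11.5 in microglia and from 11.7 to 22.2 in astrocytes. The genes of Figures 2J and 4E had medians of 0.040 to 0.16 in microglia. In astrocytes, 85 (without naive library 3) to 204 genes passed adjustment in EAE, and the translation initiation genes had medians of -0.35 to -0.14 with RIPK1inh-1. In microglia, Ripk3 ran from -0.28 without EAE-vehicle library 3 to 0.35 with RIPK1inh-1, H2-Eb1 from -0.24 to 0.12 without RIPK1inh-1 library 2, and Fos from -0.42 without RIPK1inh-1 library 1 to 1.08 without library 5. In astrocytes, Ripk1 in EAE ran from -0.52 to 0.21, the latter without naive library 2, and with RIPK1inh-1 Ebp ran from -0.63 to 0.63 and Lbr from -0.86 to 0.33. The interaction passed adjustment for 1 gene without EAE-vehicle astrocyte library 1 or without RIPK1inh-1 microglia library 1, and for 0 in each of the other fits, with 885 to 1303 genes at an unadjusted p under 0.05.

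Of 1098 values of named genes under the settings that kept all libraries, 993 kept their direction and their side of an unadjusted p of 0.05, 65 no longer passed, 28 passed newly and 12 changed direction. The settings for RIPK1inh-1 on the genes with the largest changes in EAE were run after their changes had been seen. The depth of the libraries is unknown, which limits what can be said of genes at low values, where a gene without signal may be absent or not sampled: EAE-vehicle astrocyte library 1 lacked signal for 216 of 1868 genes that averaged at least 5 log2 units in the other astrocyte libraries, and without this library the cholesterol genes had a median of -1.001 in EAE.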

Differences from the paper's values

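The ordinary, one-sided and paired tests of named genes, the covariate of genes with signal and genes without signal at 0 were chosen only after the result was seen, and the other settings before the data were examined. The paper's p-value for the change of Ccl2 with RIPK1inh-1 in astrocytes is 0.072 (Figure 6 legend), against 0.136 from limma here. Median centring gave 0.0938, the single setting set before the data were examined and keeping all libraries that came within 1.5 times of the paper's value, and the settings that kept all libraries ran from 0.0307 (quality weights) to 0.283. Without RIPK1inh-1 library 3 it was 0.0502 and without library 5 0.0497, both within 1.5 times, and over all libraries left out in turn it ran from 0.0186 (without EAE-vehicle library 1) to 0.313.

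For EAE against naive in microglia, 3473 genes were called here, against the paper's total of about 2000 in Figure 6D (read by eye). A fold change over 2 (2693) and the ordinary unmoderated test (2937) came within 1.5 times, and the other settings did not. Lower genes numbered 1698, against about 800 in Figure 6D (read by eye), and no setting closed the gap (1229 to 1750, and 1528 to 1814 with each library left out). For RIPK1inh-1 in microglia, 511 genes were called against the paper's about 200 in Figure 6D (read by eye), 308 higher against about 97 and 203 lower against about 98. A fold change over 2 gave 234, 143 and 91, each within 1.5 times, and without RIPK1inh-1 library 4 or 5 the lower genes were 135 and 132. No other setting came within 1.5 times of these 3 counts.

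For EAE in astrocytes, 827 genes were higher here, against the paper's about 1300 in Figure 6G (read by eye). Median centring gave 1062, eBayes without a trend 886 and quality weights 1664, the covariate of genes with signal, chosen after seeing the values, gave 890, and leaving out EAE-vehicle library 1 or 2 gave 995 and 936, all within 1.5 times. The other settings did not close the gap. For RIPK1inh-1 in astrocytes, 927 genes were called against the paper's about 1800 in Figure 6G (read by eye), 564 higher against about 1000 and 363 lower against about 770. Quality weights gave 1368, 675 and 693, each within 1.5 times, and without RIPK1inh-1 library 3 or 4 the higher genes were 670 and 677. No other setting came within 1.5 times of these 3 counts, and with each library left out the total ran from 800 to 1087.

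The legend of Figure 6 gives every gene of Figure 6J, 6K and 6M other than Ccl2 a p under 0.05, and stars mark genes in Figure 6N (read by eye). Here Ndufb2 in microglia and Rgs1, Pabpc1, Rpl15, Rps6, Sqle, Cyp51 and Tm7sf2 in astrocytes did not reach an unadjusted p of 0.05 for RIPK1inh-1, with changes of -0.68, -2.12, -0.83, -0.71, -0.64, 1.88, 1.00 and 2.47, and Eif3a did not for EAE, at 1.13. Among settings set before the data were examined, quality weights reached it for Ndufb2, eBayes without a trend for Pabpc1, Rpl15 and Rps6, genes of a mean log2 value of at least 1 and median centring for Sqle and Tm7sf2, and a pseudocount of 1 and only the 2 groups in the fit for Tm7sf2. Of the settings chosen after seeing the values, the one-sided test reached it for Ndufb2, Pabpc1, Rpl15, Rps6, Cyp51 and Tm7sf2, the covariate for Sqle, Cyp51 and Tm7sf2, and the ordinary unmoderated test for Tm7sf2.

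With 1 library left out, an unadjusted p under 0.05 was reached by Ndufb2 without EAE-vehicle library 4 or RIPK1inh-1 library 1 or 2, by Rgs1 without EAE-vehicle library 1 or 4 or RIPK1inh-1 library 4, by Pabpc1 without RIPK1inh-1 library 4, by Rpl15 without EAE-vehicle library 1 or RIPK1inh-1 library 3, and by Rps6 without EAE-vehicle library 2 or RIPK1inh-1 library 4. Sqle reached it without EAE-vehicle library 4 or 5, Cyp51 without these or RIPK1inh-1 library 2, Tm7sf2 without naive library 2 or EAE-vehicle library 4 or 5, and Eif3a in EAE without naive library 4 (1.66). Rgs1 and Eif3a reached it under no setting that kept all libraries.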

Other observations

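The tests of the order of genes without signal and of the weights were chosen only after the result was seen. The other splits of the libraries were set as a test before.

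Ripk1 in microglia was at 3.59 ± 0.75 (SD, n = 4) in naive, 3.99 ± 0.36 (SD, n = 6) in EAE-vehicle and 3.36 ± 0.62 (SD, n = 5) in EAE-RIPK1inh-1 libraries. With RIPK1inh-1 it changed by -0.63 (standard error 0.35, exact permutation p = 0.0714), with an unadjusted p under 0.05 without naive library 3 (-0.63) or RIPK1inh-1 library 1 (-0.82). Ripk3 in microglia was at 1.77 ± 1.34 (SD, n = 4), 3.28 ± 1.22 (SD, n = 6) and 3.44 ± 0.49 (SD, n = 5), and rose by 1.51 in EAE (exact permutation p = 0.105), with the unadjusted call lost in 5 of 15 fits that left out 1 library (0.92 to 1.41). Its change with RIPK1inh-1 was 0.16, and -0.28 without EAE-vehicle library 3 or -0.00265 without RIPK1inh-1 library 2. Mlkl in microglia had no signal in any of the 4 naive libraries and was at 3.84 ± 0.66 (SD, n = 6) in EAE-vehicle and 3.14 ± 1.04 (SD, n = 5) in EAE-RIPK1inh-1 libraries, higher in EAE in 6 of 6 (difference 3.51, adjusted p = 5.16e-04 from limma), and its size depends on the lowest values. It changed by -0.69 with RIPK1inh-1, and by -0.97 with an unadjusted p under 0.05 without RIPK1inh-1 library 2. Without RIPK1inh-1 library 1 it changed by -0.33.

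In astrocytes Ripk1 averaged 0.89, 0.66 and 1.23 in naive, EAE-vehicle and EAE-RIPK1inh-1 libraries, and its change in EAE was -0.23, or 0.21 without naive library 2. Ripk3 in astrocytes had signal in 1 library. Mlkl in astrocytes averaged 0.35, 2.36 and 1.80, with no signal in any of the 4 naive libraries, and its rise of 2.01 in EAE lost its unadjusted call in 10 of the 15 fits that left out 1 library (1.57 to 2.14).

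Of 100 splits of the libraries, the real one included, 1 gave as many genes called as EAE in microglia and 2 as many past adjustment, and in astrocytes 5 and 1. For RIPK1inh-1, 25 splits in microglia and 46 in astrocytes gave as many genes called, and 13 and 10 a percent of EAE genes reversed as large. In astrocytes 0 genes passed adjustment for RIPK1inh-1, with 998 at an unadjusted p under 0.05, and all 100 splits had at least 0, which any split must, so that number says nothing. For the comparisons between cell types, labels were exchanged in each cell type separately, without keeping the libraries of 1 mouse together. The difference of the percent reversed between the cell types was as large in 20 splits. The interaction had 0 genes past adjustment, which all 100 splits had to reach. It had 1066 at an unadjusted p under 0.05, a count that 57 of 100 splits reached. The translation initiation genes of astrocytes were matched by 8 splits in EAE and by 13 with RIPK1inh-1, and the genes of Figures 2J and 4E by 15 in microglia and 32 in astrocytes.

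Genes without signal hold values that follow their order in the table, which could create calls. With these genes at 0, the percent of called genes that were called again was 96.7 for EAE in microglia, 91.0 for RIPK1inh-1 in microglia and 94.4 for EAE in astrocytes, which argues against the order as the source of most of them. For RIPK1inh-1 in astrocytes it was 86.0, and part of these calls cannot be told apart from the effect of the order, since that percent lies between the values that were taken to speak for and against the order.

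Quality weights gave 2730 called genes for RIPK1inh-1 in microglia, against 511 without weights. The weights differed by 45.4 times between the libraries, and without RIPK1inh-1 microglia library 5, which had the highest weight, 1215 genes were called, so the added calls may rest on few libraries.

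The other marker lists had these medians in EAE astrocytes: OPC -0.59 (fry p of 0.260), endothelial -0.37 (0.350), neuron 0.57 (0.0495) and erythrocyte -2.26 (0.268). Their most abundant genes in EAE-vehicle astrocytes, with naive and EAE-vehicle means, were Olig1 (8.33 and 7.40), Ly6c1 (1.46 and 1.41), Nefl (8.17 and 8.46) and Hbb-bs (8.13 and 5.88), and naive astrocytes averaged at least 1 for 3 of 4, 4 of 6, 6 of 6 and 5 of 5 of the genes. With RIPK1inh-1 in astrocytes, the medians were -0.70 for T cell, -0.97 for monocyte and neutrophil, -0.65 for microglia, -0.37 for oligodendrocyte, -0.03 for OPC, -0.11 for endothelial, -0.85 for neuron and -1.16 for erythrocyte markers. In EAE microglia they were -1.16 for microglia, 0.03 for T cell, -0.16 for astrocyte, -0.13 for oligodendrocyte, -0.05 for OPC, -0.02 for endothelial, -0.21 for neuron and -0.25 for erythrocyte markers.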
